# Glucocorticoid deficiency causes transcriptional and post-transcriptional reprogramming of glutamine metabolism

**DOI:** 10.1016/j.ebiom.2018.09.024

**Published:** 2018-09-26

**Authors:** Meltem Weger, Benjamin D. Weger, Benjamin Görling, Gernot Poschet, Melek Yildiz, Rüdiger Hell, Burkhard Luy, Teoman Akcay, Tülay Güran, Thomas Dickmeis, Ferenc Müller, Nils Krone

**Keywords:** Zebrafish, Ferredoxin, Adrenal insufficiency, Oxidative stress, Purine metabolism

## Abstract

**Background:**

Deficient glucocorticoid biosynthesis leading to adrenal insufficiency is life-threatening and is associated with significant co-morbidities. The affected pathways underlying the pathophysiology of co-morbidities due to glucocorticoid deficiency remain poorly understood and require further investigation.

**Methods:**

To explore the pathophysiological processes related to glucocorticoid deficiency, we have performed global transcriptional, post-transcriptional and metabolic profiling of a cortisol-deficient zebrafish mutant with a disrupted ferredoxin (*fdx1b*) system.

**Findings:**

*fdx1b*^*−/−*^ mutants show pervasive reprogramming of metabolism, in particular of glutamine-dependent pathways such as glutathione metabolism, and exhibit changes of oxidative stress markers. The glucocorticoid-dependent post-transcriptional regulation of key enzymes involved in *de novo* purine synthesis was also affected in this mutant. Moreover, *fdx1b*^*−/−*^ mutants exhibit crucial features of primary adrenal insufficiency, and mirror metabolic changes detected in primary adrenal insufficiency patients.

**Interpretation:**

Our study provides a detailed map of metabolic changes induced by glucocorticoid deficiency as a consequence of a disrupted ferredoxin system in an animal model of adrenal insufficiency. This improved pathophysiological understanding of global glucocorticoid deficiency informs on more targeted translational studies in humans suffering from conditions associated with glucocorticoid deficiency.

**Fund:**

Marie Curie Intra-European Fellowships for Career Development, HGF-programme BIFTM, Deutsche Forschungsgemeinschaft, BBSRC.

**Research in context section**

Impaired glucocorticoid biosynthesis severely impacts on human health. The pathophysiological mechanisms of altered metabolism due to glucocorticoid deficiency are not precisely understood and warrant further investigation. Such an endeavor is, however, almost impossible in humans. Here, we employed a zebrafish mutant with impaired mitochondrial glucocorticoid biosynthesis to explore global changes in metabolites and gene expression at both the transcriptional and post-transcriptional level. We have defined glucocorticoid-dependent changes in several metabolic pathways, including glutamine metabolism and linked pathways such as glutathione metabolism and *de novo* purine synthesis. Our study will help to focus clinical studies in rare human conditions associated with glucocorticoid deficiency.

Alt-text: Unlabelled Box

## 1 Introduction

Glucocorticoids (GCs) are crucial regulators of important physiological functions including metabolism [45]. Key steps in GC biosynthesis require mitochondrial cytochrome P450 (CYP) type 1 enzymes that are dependent on NADPH-derived electrons to catalyse their oxidative reactions [58,59]. Mitochondrial electron transfer during GC biosynthesis crucially relies on the iron-sulfur (Fe/S) protein ferredoxin [adrenodoxin, (FDX1)] [58,59].

Mutations in steroidogenic enzymes involved in GC biosynthesis cause a variety of inborn conditions in humans with associated pathophysiology [57,58]. Individuals with impaired GC biosynthesis have either a primary adrenal defect or suffer from secondary adrenal insufficiency due to a problem in the pituitary gland. Both types of adrenal insufficiencies are linked to impaired health status including increased mortality and morbidity as well as reduced quality of life in patients [5,21,57]. Current GC replacement regimens in patients struggle to replace GCs in a physiological manner and do not completely restore the health status [36]. This might be part of the observed health problems in patients with adrenal insufficiency. However, only limited information is available on global metabolic changes and pathway dysregulation in GC deficiency, which are likely to play a significant role for the observed pathophysiology and associated co-morbidity in humans. Importantly, conditions associated with isolated GC deficiency in humans are very rare. Therefore, research into the physiological role of GCs and associated disorders greatly benefits from animal *in vivo* models allowing for comprehensive tissue sampling or application of transgenic techniques unfeasible in humans.

The zebrafish (*Danio rerio*) is a well-established vertebrate model for understanding gene function in embryonic development, disease, and metabolism [35,50,67,68], including research on the endocrine system and stress [53]. Similar to humans, zebrafish are active during the day and use cortisol as their main GC [53]. A fully functional stress axis leading to the release of cortisol by the interrenal gland, the fish counterpart to the mammalian adrenal gland [53], is present at four to five days of development [32,38,76]. Several zebrafish mutants [19,23,33,60] and transgenic reporter lines [6,8,24,[28], [29], [30],^37^,^44^,^63^,^75^,^76^] of steroid hormone synthesis and action have been established. They allow for comprehensive analysis of *in vivo* processes and for high-throughput compound screenings to identify novel drug targets. Zebrafish possess two paralogues of the human *FDX* gene, *fdx1* and *fdx1b*, with *fdx1b* being specifically expressed in steroidogenic tissues [33,77] and serving as the only relevant electron donor for mitochondrial steroidogenesis. We have recently established an *fdx1b* zebrafish mutant line (*fdx1b*^*−/−*^) and showed that disruption of *fdx1b* leads to an impaired stress response and severe global cortisol deficiency in larvae [33].

Here, we explore the *in vivo* metabolic consequences of GC deficiency due to a disrupted mitochondrial ferredoxin system in the *fdx1b*^*−/−*^ mutant zebrafish line. The deficiency of multiple steps of GC biosynthesis and the resulting severity of GC deficiency in the *fdx1b*^*−/−*^ mutants make this model particularly well suited for such studies. A combination of transcriptomics and metabolic profiling in *fdx1b*^*−/−*^ mutants revealed an extensive reprogramming of metabolic pathways, including glutamine metabolism as well as significant changes in the linked glutathione and purine biosynthesis pathways. Remarkably, we identified post-transcriptional regulation of key enzymes underlying some of these changes. A comparison of the *fdx1b*^*−/−*^ mutants with a zebrafish model of secondary adrenal insufficiency (*rx3* strong) revealed both overlapping and distinct transcriptional and metabolic changes in these two models of GC deficiency. Finally, blood samples from individuals with primary adrenal insufficiency showed altered amino acid concentrations consistent with the metabolic alterations in our *fdx1b*^*−/−*^ mutants, suggesting a translational relevance to humans with GC deficiency.

## 2 Materials and methods

### 2.1 Zebrafish husbandry

Adult zebrafish (AB wild-type strain) were raised and bred according to standard methods [79]. Embryos were obtained by natural spawning and incubated at 28.5 °C in 1× E3 medium (5 mmol/l NaCl, 0.17 mmol/l KCl, 0.33 mmol/l CaCl_2_, 0.33 mmol/l MgSO_4_). The developmental stages were determined in hours post-fertilization (hpf) as previously described [41]. All procedures were approved by the Home Office, United Kingdom and carried out in line with the Animals (Scientific Procedures) Act 1986.

### 2.2 Phylogenetic analysis

The protein sequences of the examined genes (Table S1) were retrieved from ENSEMBL v84 (GRCz10) and phylogenetic analysis was carried out as previously reported [40].

### 2.3 Treatment and sampling

*fdx1b*^*−/−*^ mutants were identified due to their impaired visual background adaptation (VBA) at 96 hpf as previously described [33]. Larvae (96 hpf) were exposed for 24 h with 25 μM Dexamethasone (DEX; Sigma-Aldrich, #D1756) in E3 medium supplemented with 0.1% DMSO. Wild-type embryos/larvae were treated with 1 mM of the glutaminase inhibitor 6-Diazo-5-oxo-L-norleucine (DON; Sigma-Aldrich, #D2141) in E3 medium at 72 hpf and 96 hpf for 24 h and 48 h, respectively. For subsequent processing, larvae were either snap frozen in liquid nitrogen at 120 hpf for RNA extraction or fixed in 4% paraformaldehyde for whole-mount *in situ* hybridization.

### 2.4 Total RNA extraction

20 larvae were sampled and homogenized in QIAzol lysis reagent (Qiagen, # 79306) and stored overnight at −80 °C. Samples were then passed several times through a syringe (BD Microlance, 0.5 × 25 mm, #3086982), and RNA was extracted using the RNeasy Plus Universal Kit (Qiagen, #73442) according to the manufacturer's instructions. The integrity and quality of the total RNA was checked on an agarose gel and NanoDrop spectrometer (Thermo Scientific). Only RNA with A260/280 ratio ≥ 2 and A260/230 ratio ≥ 1 was used for subsequent analysis.

### 2.5 cDNA synthesis and quantitative RT-PCR (qRT-PCR)

cDNA synthesis was carried out with 1 μg RNA using the SuperScript VILO cDNA Synthesis Kit (LifeTechnologies, #11754-050). Expression levels of the examined genes were examined with Power SYBRGreen PCR Master Mix (Thermofisher, #4367659) according to the manufacturers protocol. Primer sequences for the examined genes are listed in Table S2.

### 2.6 Whole-mount in situ hybridization

Both the generation of probes using gene-specific oligos summarized in Table S3 and whole-mount *in situ* hybridizations were carried out as previously described [77]. *cyp17a2* expression was used to determine the size of the interrenal gland using Image J software.

### 2.7 Human study

Five participants with primary adrenal insufficiency followed at the pediatric endocrinology clinic at Kanuni Sultan Süleyman Education and Research Hospital were enrolled. All patients were on regular hydrocortisone treatment before the study. Patients were admitted to the hospital and monitored for general well-being, heart rate, blood pressure and blood sugar. Plasma samples were obtained after an overnight fast between 7 and 9 a.m. at on-treatment state. After 48 h of discontinuation of hydrocortisone treatment plasma sampling was repeated at fasting and off-treatment state at 7–9 a.m. Plasma samples were frozen and stored at −80 °C until further analysis. Cortisol-sufficient (“On-treatment”) and cortisol-deficient (“Off-treatment”) states in patients were monitored by measuring plasma ACTH concentrations. No adverse events related to discontinuation of treatment for 48 h in the hospital settings were observed. The study design was approved by the local ethical committee (Approval number 10840098–604.01.01−E.4622). Written consent was obtained from the families of the participating patients.

### 2.8 Next generation sequencing (RNA-seq)

RNA of 20 larvae (120 hpf; three biological replicates) was extracted as described above. RNA integrity was checked with a 2100 Bioanalyzer (Agilent). cDNA libraries were generated using the TruSeq Stranded Total RNA Sample Prep Kit with the Ribo-Zero Gold depletion set (Illumina) following the manufacturer's protocol. The libraries were sequenced on the Illumina Hiseq 2500 as single-end 50 base. Image analysis and base calling were performed using RTA 1.18.61 and bcl2fastq 1.8.2.

### 2.9 Metabolic profiling

#### 2.9.1 ^1^H NMR spectroscopy

The metabolic study using NMR-Spectroscopy was carried out with *fdx1b*^*−/−*^ and wild-type siblings larval extracts (25 larvae/sample; at least four biological replicates) as described in detail in [74].

#### 2.9.2 PLC-FCS and IC-CD

Adenosine compounds, thiols and free amino acids were extracted from 30 larvae (120 hpf, in five biological replicates) with 0.3 ml of 0.1 M HCl in an ultrasonic ice-bath for 10 min. The resulting homogenates were centrifuged twice for 10 min at 4 °C and 16.400 g to remove cell debris. Adenosines were derivatized with chloroacetaldehyde as previously described [9] and separated by reversed phase chromatography on an Acquity BEH C18 column (150 mm × 2.1 mm, 1.7 μm, Waters) connected to an Acquity H-class UPLC system. Prior separation, the column was heated to 42 °C and equilibrated with 5 column volumes of buffer A (5.7 mM TBAS, 30.5 mM KH2PO4 pH 5.8) at a flow rate of 0.45 ml min-1. Separation of adenosine derivates was achieved by increasing the concentration of buffer B (2/3 acetonitrile in 1/3 buffer A) in buffer A as follows: 1 min 1% B, 1.6 min 2% B, 3 min 4.5% B, 3.7 min 11% B, 10 min 50% B, and return to 1% B in 2 min. The separated derivates were detected by fluorescence (Acquity FLR detector, Waters, excitation: 280 nm, emission: 410 nm, gain: 100) and quantified using ultrapure standards (Sigma). Determination of amino acid levels was done as described in Weger et al. [74]. Total glutathione was quantified by reducing disulfides with DTT followed by thiol derivatization with the fluorescent dye monobromobimane (Thiolyte, Calbiochem). For quantification of GSSG, free thiols were first blocked by NEM followed by DTT reduction and monobromobimane derivatization. GSH equivalents were calculated by subtracting GSSG from total glutathione levels. Derivatization was performed as described in Wirtz et al. [82]. UPLC-FLR analysis was carried out using the system described above. Separation was carried out using the above described UPLC-FLR system with a binary gradient of buffer A (100 mM potassium acetate, pH 5.3) and solvent B (acetonitrile) with the following gradient: 0 min 2.3% buffer B; 0.99 min 2.3%, 1 min 70%, 1.45 min 70%, and re-equilibration to 2.3% B in 1.05 min at a flow rate of 0.85 ml min-1. The column (Acquity BEH Shield RP18 column, 50 mm × 2.1 mm, 1.7 μm, Waters) was maintained at 45 °C and sample temperature was kept constant at 14 °C. Monobromobimane conjugates were detected by fluorescence at 480 nm after excitation at 380 nm after separation.

For absolute quantification by HPLC of amino acids in human blood samples, fluorescence derivatisation followed by separation with an Acquity H-class UPLC system (Waters) and fluorescence detection was employed. Data acquisition and processing was performed with the Empower3 software suite (Waters). Organic acids were quantified by ion chromatography and conductivity detection after cation suppression with an ICS-3000 system (Dionex). Data acquisition and processing was performed with the Chromeleon 6.7 software (Dionex).

### 2.10 Data analysis

#### 2.10.1 RNA-seq data processing and analysis

Single-end reads were mapped onto the zebrafish genome (GRCz10) using STAR 2.3.8 [17]. A custom Perl script was used to count uniquely mapped reads for each annotated gene locus (ENSEMBL v84) at both exonic and intronic regions as described [4]. Data was analysed using DESeq2 [54]. RNA-seq raw data for the *rx3* mutants was retrieved from our previous study [74] available at NCBI's Gene Expression Omnibus [20] (GSE76073) and reanalysed to assess differential gene expression between *rx3* strong (lack of eyes and GC-deficient) and *rx3* weak mutants (only lack of eyes). To assess the interaction between differential expressed genes of *fdx1b*^*−/−*^ mutants and *rx3* mutants, we applied a model to the counts of each gene: ~phenotype + mutated_gene + time + phenotype:mutated_gene (where mutated_gene is *rx3* or *fdx1b*, phenotype is wild-type or mutant and time is the Zeitgeber time). To determine the statistical significance for the interaction term, we used a likelihood ratio test to compare the full model and a reduced model that contains all experimental factor of the full model excluding the interaction term (phenotype:mutated_gene).

Total RNA sequencing allows the quantification not only of reads mapped to exons (mRNA) but also of those mapped to introns (pre-mRNA) [4,26]. To assess changes in mRNA and pre-mRNA level between *fdx1b*^*−/−*^ mutants and wild-type siblings, we applied the exon-intron split analysis (EISA) described in [25]. The exon/intron ratio was used as a proxy for relative mRNA half-life. Additional publicly available RNA-seq based expression data [12,18,81] were analysed using DESeq2 [54].

#### 2.10.2 Gene set enrichment analysis

Gene sets were retrieved from GO ontology [64], KEGG based metabolic pathways manually redefined for zebrafish [74], Ingenuity Pathway Analysis (Qiagen) and MSigDB C2 canonical pathways [49]. We defined the gene set of ACTH targets from [84]. To perform gene set enrichment analysis for differentially expressed genes and interaction between *rx3* strong and *fdx1b*^*−/−*^ mutants, we employed the *camera* function of the limma package [83] using linear model experimental factors detailed in RNA-seq data processing and analysis. Gene set enrichment analysis was visualized using barcode plots of the *limma* package [83]. Briefly, t-stats from the linear model were ranked from largest to smallest (from left to right). The position of the chosen gene set are marked by vertical bars representing a barcode. The relative enrichment of the vertical bars is depicted by enrichment worm above the barcode.

#### 2.10.3 NMR based data and metabolic profiling

Data were log transformed for HPLC based methods or a variance stabilizing transformation was applied to the data from the NMR based measurements [42]. We subsequently fit a linear model ~genotype*treatment for each metabolite (HPLC based) or each peak (NMR) (Table S4). Metabolite differences between patients under On- and Off-treatment conditions were assessed using a linear mixed-effects model. To this end, a full model was fitted to the data: y ~ age + treatment + (1|ID), where y is the log2 normalized serum concentration with a specific age at treatment condition (On/Off). 1|ID represents a patient specific random effect on the baseline. The full model was compared to a reduced model (y ~ age + (1| ID)) using a likelihood ratio test.

#### 2.10.4 Multiple testing

All *p*-values presented in this manuscript were corrected for multiple testing using the method of Benjamini-Hochberg [7], if applicable.

### 2.11 Data availability

The data generated for this publication have been deposited in NCBI's Gene Expression Omnibus [20] and are accessible through GEO Series accession number GSE107547 and are available in Table S5. Reanalysed *rx3* strong data are available in Table S6.

## 3 Results

### 3.1 Disruption of ferredoxin leads to profound transcriptional alterations in several metabolic pathways

The potential dysregulation of gene expression as a consequence of GC deficiency in *fdx1b*^*−/−*^ mutants was analysed by RNA-seq from total RNA obtained from *fdx1b*^*−/−*^ and wild-type sibling larvae at 120 hpf. 

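RNA was taken from pools of 20 larvae, with 3 biological replicates of *fdx1b*-/- larvae and 3 of wild-type siblings, all at 120 hpf. The libraries were made from total RNA with the ribosomal RNA depleted and the strand of the transcript kept, and were sequenced as single-end reads of 50 bases. The authors mapped the reads onto GRCz10 with STAR and counted uniquely mapped reads on each Ensembl gene locus with a custom script. The deposited values used here were the raw counts on the exons of 31388 genes, without normalization, and the intronic counts were not analysed here. The paper's text does not state whether the strand was used in counting, so reads of overlapping loci can be shared between genes. The exonic counts summed to 37099965, 40765917 and 43594050 in *fdx1b*-/- replicates 1, 2 and 3. In the wild-type siblings they summed to 49908095, 18247332 and 40059199, so sibling replicate 2 had the smallest library. A gene with 3 counts, the smallest number taken as detectable, corresponds to 0.164 CPM, the library-scaled count of edgeR, in that library and to 0.0601 CPM in sibling replicate 1. The reads carry no molecular identifiers, so this floor covers counting error only. The 20 most abundant genes held between 16.0% and 17.0% of the counts of each library. Library sizes were scaled with the TMM method of edgeR, and 26544 genes with enough counts (filterByExpr, default settings) were compared between the genotypes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper used DESeq2 for the comparison, and its threshold of an adjusted *p*-value of at most 0.01 and an absolute log2 fold change of at least 0.25 was kept. Normalized counts are given below in CPM as mean ± SD (n = 3 pools). Gene names were taken from the supplementary tables of the paper, which in the form used here pair 3821 of the identifiers with a name. The transcript of *fdx1b* itself was not analysed here, so the genotype labels were not checked against the targeted gene.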

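Pearson correlations between replicates were computed across the 26544 tested genes on log2 CPM with a prior count of 2. Across genes, *R* between the *fdx1b*-/- replicates was 0.992 for replicates 1 and 2, 0.993 for replicates 1 and 3 and 0.994 for replicates 2 and 3. In the wild-type siblings it was 0.994 for replicates 1 and 3, 0.987 for replicates 1 and 2, and 0.984 for replicates 2 and 3. The genes are not independent replicates, so no *p*-value is attached to these values. After the variance stabilizing transformation of DESeq2 over all 31388 genes, the lowest *R* was 0.993, again for sibling replicates 2 and 3.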

The RNA-seq showed a high biological reproducibility as demonstrated by the strong correlation between biological replicates (*R* ≥ 0.0993; Fig. S1A). 

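Of the 26544 genes tested, 296 passed the threshold, with 164 genes higher and 132 genes lower in *fdx1b*-/- larvae. At an adjusted *p*-value of at most 0.05, without a limit on the fold change, 1032 genes passed, and the median log2 fold change of all tested genes was -0.003. The choice of test moved these numbers most among the settings that kept the threshold and all 6 libraries: the Wald test of DESeq2 called 440 genes higher and 445 lower. The largest rises among genes past the threshold with 3 *fdx1b*-/- values above all 3 sibling values were those of *itln2*, *mthfd1l*, *aqp8b*, *paics* and *sdr42e2*. The intelectin gene *itln2* rose from 0.815 ± 0.137 to 6.43 ± 0.896 CPM (SD, n = 3), a log2 fold change of 2.92 (SE 0.17, adjusted *p* = 4.99e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mitochondrial folate enzyme gene *mthfd1l* had a log2 fold change of 2.64 (SE 0.17, adjusted *p* = 1.19e-05, same edgeR test). The largest falls were those of *si:dkey-239b22.1*, *fkbp5*, *slc14a2*, *hpx* and *rhcgl1*, with log2 fold changes of -2.43, -2.31, -2.24, -2.15 and -2.02. The smallest adjusted *p*-value of all genes was that of *rhcgl1*, a Rh family ammonium transporter gene, which fell from 101 ± 7.17 to 25.0 ± 0.831 CPM (SD, n = 3; adjusted *p* = 4.86e-08, edgeR). Of these genes, all but *hpx* passed the threshold in each of the 6 fits that left out one replicate, and *hpx* passed it in 3 of them.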

Overall, the differential gene expression analysis identified a down-regulation of 446 and an up-regulation of 432 genes in the *fdx1b*^*−/−*^ larvae (adjusted *p*-value ≤.01, |log2Fold change| ≥ 0.25; Fig. 1A and Table S5). By employing an enrichment analysis based on gene ontology categories the most prominent functions in the *fdx1b*^*−/−*^ gene set were identified. 

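Gene sets were tested with the camera function of limma on the edgeR model, with its preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 11 sets that could be tested. The sets were written from gene names and are not the sets used in the paper. To keep the choice of genes free of the outcome, the sets and the background were limited to 1971 tested genes that are named in the *rx3* table of the paper, so each set was covered to between 8.2% and 18.3% of its symbols. The 15 voltage-gated ion channel genes shifted downwards, with a median log2 fold change of -0.18, 11 of them below 0 and an adjusted *p*-value of 0.030 (camera, limma). The 31 sodium ion transmembrane transporter genes had a median of -0.03, with 19 below 0 and an adjusted *p*-value of 0.164 (camera, limma). The choice that moved the sets most was the inter-gene correlation: estimated from the data, it gave adjusted *p*-values of 0.358 for both (camera, limma). Among all named genes of these sets, 2 voltage-gated channel genes were called lower and none higher. They were *hcn2a* and *hcn2b*, which are named here after their values were seen. The Wald test of DESeq2 called 10 voltage-gated channel genes lower and 1 higher. The edgeR fit without sibling replicate 3 called 9 lower and 0 higher. Of the sodium transporter genes with a name, 6 were called lower and 2 higher. These named genes include those listed in the paper's own table of this comparison.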

Down-regulated genes in *fdx1b*^*−/−*^ larvae were enriched in pathways for ion transport including sodium ion transmembrane transporter activity, voltage gated cation and ion channel activity (Fig. 1B). These findings appear to be consistent with the role of GCs in the osmoregulation in fish larvae [71]. In contrast, we observed an enrichment of up-regulated genes in a broad range of metabolic pathways in *fdx1b*^*−/−*^ mutants. This included pathways of lipid localization and transport, organic hydroxy compound transport as well as processes of alcohol, co-factor and haemoglobin metabolism (Fig. 1B). In addition, up-regulated genes were enriched in DNA replication and cell cycle associated pathways (Fig. 1B and Table S7), supporting the observed importance of GCs for circadian regulation of cell proliferation in zebrafish larvae [16]. 

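Of the 14 lipid transport genes in the background, 10 had a log2 fold change above 0, and the median was 0.06. The set did not pass 0.05 (adjusted *p* = 0.098, camera, limma). With a filter of at least 10 counts in every sample it did, at 0.048 over 13 genes (camera, limma). Among the 32 lipid transport genes with any name, 7 were called higher and 1 lower. The haemoglobin and haem set had too few genes in the background to be tested. Of its 9 named genes, 2 were called higher and 0 lower, and 5 were higher at an adjusted *p*-value of at most 0.05 (edgeR). The embryonic globin gene *hbbe2*, chosen here after its value was seen, had a log2 fold change of 0.32 (SE 0.06, adjusted *p* = 0.011, edgeR).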

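The 9 DNA replication genes in the background had a median log2 fold change of 0.14, with 8 above 0 (adjusted *p* = 0.047, camera, limma). All 13 mitotic cell cycle genes were above 0, with a median of 0.22 (adjusted *p* = 0.0052, camera, limma). No single gene of these sets passed the threshold for individual genes. Of the named members, 4 replication genes and 8 cell cycle genes were higher at an adjusted *p*-value of at most 0.05 (edgeR) and 0 were lower. Of the 6 fits that left out one replicate, the cell cycle set passed 0.05 in 5, all but that without wild-type sibling replicate 1 (adjusted *p* = 0.053, camera, limma). The replication set passed in 3 and did not without sibling replicate 1 (0.088), sibling replicate 2 (0.122) or mutant replicate 2 (0.091). With the inter-gene correlation estimated, neither set passed, at 0.358 for both (camera, limma). After thinning, chosen after seeing the data, the adjusted *p*-value of the replication set was 0.097 (camera, limma).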

A further more specific analysis of metabolic pathways based on KEGG annotation [74] identified an expected compensatory up-regulation of genes involved in steroid hormone synthesis in response to the disrupted steroidogenesis (Fig. 1B). In addition, an enrichment of pathways of energy metabolism was detected, which included the pentose phosphate cycle, pyruvate metabolism and synthesis as well as ketone degradation (Fig. 1B). 

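All 8 steroid hormone biosynthesis genes in the background were above 0, with a median log2 fold change of 0.30 and an adjusted *p*-value of 0.0017 (camera, limma). The set stayed below 0.05 in each of the 6 fits that left out one replicate, and rose to 0.189 when the inter-gene correlation was estimated. Of the 22 members with any name, 4 were called higher and 1 lower. The cholesterol transport gene *star* rose from 7.74 ± 0.527 to 11.7 ± 0.589 CPM (SD, n = 3), a log2 fold change of 0.59 (SE 0.09, adjusted *p* = 0.0044, edgeR), and passed in 2 of the 6 leave-one-out fits. For *cyp17a2* the log2 fold change was 0.73 (SE 0.19, adjusted *p* = 0.056, edgeR), short of the threshold. The gene called lower was *hsd20b2*, named here after its value was seen, with a log2 fold change of -0.80 (SE 0.08, adjusted *p* = 0.00026, edgeR). Glucuronosyltransferase genes also belong to this set. They were 4 of the 8 genes in the background and 3 of the 4 called higher, so the set result does not rest on synthesis genes alone. Of the 8 background genes, only *star* was called. The counts listed for *ugt5b2* (2 identifiers) and *ugt5b3*, named here after their values were seen, differed by at most 0.72% in every library, so these 3 calls are not independent measurements.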

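The pathways of energy metabolism had too few genes in the outcome-free background for a set test, and only counts of changed genes are given. Of the 13 named genes of the pentose phosphate cycle, 2 were called higher and 1 lower. For pyruvate metabolism, 1 of 18 named genes was called higher and 1 lower, and 3 were higher and 4 lower at an adjusted *p*-value of at most 0.05 (edgeR). Neither of the 2 named genes of ketone body metabolism passed the threshold, and 1 was higher at 0.05. The gene *pgd* had a log2 fold change of 0.21 (SE 0.05, adjusted *p* = 0.051, edgeR).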

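For valine, leucine and isoleucine degradation, 4 of 5 genes in the background were above 0, with a median log2 fold change of 0.12 (adjusted *p* = 0.164, camera, limma). The 8 genes of glycine, serine and threonine metabolism were split, with 4 above 0 and a median of -0.01 (adjusted *p* = 0.351, camera, limma). Among the genes with any name, 4 of 19 in glycine, serine and threonine metabolism were called higher and 1 lower. The histidine ammonia-lyase gene *hal*, which opens the degradation of histidine, rose from 19.5 ± 0.916 to 27.1 ± 2.27 CPM (SD, n = 3), a log2 fold change of 0.47 (SE 0.07, adjusted *p* = 0.0062, edgeR). It passed the threshold in 3 of the 6 fits that left out one replicate. Of 15 named genes of tryptophan metabolism, 0 were called higher and 1 lower, and 2 were higher and 1 lower at an adjusted *p*-value of at most 0.05 (edgeR).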

Also, pathways leading to the degradation of the amino acids valine, leucine, and isoleucine and the metabolism of tryptophan, histidine, glycine, serine, and threonine were found to be up-regulated. In addition, we found an up-regulation of the folate mediated one‑carbon metabolic pathway, of glyoxylate and dicarboxylate metabolism, of purine metabolism, and of glutathione metabolism (Fig. 1B). 

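The folate one-carbon set had 4 genes in the background, below the minimum of 5, and all 4 were above 0. Among its 9 named genes, 3 were called higher and 0 lower, and one of them was *mthfd1l*. The 16 purine metabolism genes in the background had a median log2 fold change of 0.08, with 11 above 0 (adjusted *p* = 0.151, camera, limma). Of the 8 named genes of glyoxylate and dicarboxylate metabolism, 2 were called higher and 1 lower. Of the 28 named genes of glutathione metabolism, 8 were called higher and 1 lower, and 17 were higher and 2 lower at an adjusted *p*-value of at most 0.05 (edgeR). Across the 11 sets that could be tested, 4 passed 0.05 upwards and 1 downwards. The paper concludes that the deficiency led to an extensive reprogramming of metabolic genes.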

Overall, the systemic GC deficiency in *fdx1b*^*−/−*^ mutant larvae resulted in an extensive transcriptional reprogramming of genes involved in a widespread set of metabolic pathways. In addition to anticipated pathways directly or indirectly linked to energy metabolism, also crucial biosynthetic pathways such as purine biosynthesis and the redox-buffering glutathione metabolism were affected.

### 3.2 *fdx1b*^*−/−*^ larvae exhibit specific glucocorticoid-dependent metabolic alterations

An untargeted ^1^H NMR spectroscopy analysis with aqueous larval extracts of *fdx1b*^*−/−*^ mutants and wild-type siblings was performed to assess if observed transcriptional changes in *fdx1b*^*−/−*^ mutants affect metabolite concentrations. Principal component analysis (PCA) indicated clear differences in the metabolome between the *fdx1b*^*−/−*^ mutants and their wild-type siblings (Fig. 2A). To understand the GC-dependent metabolic changes in *fdx1b*^*−/−*^ mutants, we also analysed larvae treated with the synthetic GC dexamethasone (DEX). DEX treatment led to a general shift of the ^1^H NMR spectra along principal component (PC) 1, and a closer clustering of the *fdx1b*^*−/−*^ mutant with the control metabolome along PC2 (Fig. 2A). This suggests that GC treatment can rescue some of the changes observed in *fdx1b*^*−/−*^ larvae. To identify the main metabolites altered by GC deficiency in *fdx1b*^*−/−*^ larvae, we calculated the ratio of changes in mutants in the absence and presence of DEX for each NMR feature. This ratio indicates the extent of altered differences by GC treatment between *fdx1b*^−/−^ larvae and wild-type siblings. The statistical significance of this ratio was determined by calculating the interaction term between treatment and genotype. Following this approach, we identified several significantly altered peaks, including those at 2.46 ppm and 1.48 ppm corresponding to glutamine and alanine, respectively (Fig. 2B and C). The abundance of glutamine increased, whereas alanine decreased in untreated *fdx1b*^*−/−*^ larvae. The intensities of all identified peaks were different to the wild-type in untreated *fdx1b*^*−/−*^ mutants, whereas wild-type and *fdx1b*^*−/−*^ mutants showed similar patterns after DEX treatment (Fig. 2C), indicating GC-dependent rescue of the differences. Notably, both glutamine and alanine can serve as substrates for gluconeogenesis [10], and thus are highly relevant for endogenous glucose production. Glutamine also acts as key nitrogen source for the synthesis of biomolecules such as nucleotides and other amino acids [13]. Therefore, the observed alterations in these amino acids indicate a dysregulation of energy metabolism and synthesis of biomolecules in GC-deficient *fdx1b*^*−/−*^ larvae and confirm the relevance of observed changes detected on transcriptomic level. By using targeted HPLC-based metabolic profiling, we expanded the assessment of metabolites to other amino acids and nucleotides (Table S4). This analysis confirmed the GC-dependent decrease in alanine and the increase in glutamine concentrations (Fig. 3A and C). In addition, histidine, which is degraded in a pathway eventually leading to the formation of glutamate, shows decreased concentrations in *fdx1b*^*−/−*^ mutants (Fig. 3C). 

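Of the 13 genes of the linked alanine, glutamate, glutamine and histidine pathways, 12 could be matched to an identifier, and 5 passed the threshold. The aminotransferase gene *agxtb* fell from 243 ± 12.5 to 139 ± 11.3 CPM (SD, n = 3), a log2 fold change of -0.81 (SE 0.08, adjusted *p* = 0.00021, edgeR). The phosphoenolpyruvate carboxykinase gene *pck1* fell from 194 ± 6.30 to 118 ± 11.4 CPM (SD, n = 3), a log2 fold change of -0.71 (SE 0.08, adjusted *p* = 0.00048, edgeR). *gls2a* was the other gene called lower, and *hal* and *ppat* were called higher. The remaining 7 genes did not pass. Their log2 fold changes were -0.49 for *gls2b*, -0.22 for *gad2*, -0.21 for *gad1b*, -0.19 for *sdhb*, 0.23 for *suclg2*, 0.24 for *aldh4a1* and 0.29 for *pcxb*.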

Expression of the genes encoding for the enzymes involved in these linked pathways broadly correlated with observed metabolite changes in *fdx1b*^*−/−*^ mutant larvae (Fig. 3A and B).

### 3.3 Glutamine metabolism and linked pathways are affected in *fdx1b*^*−/−*^ mutant larvae

Our explorative and untargeted analyses implied a key role of the metabolism of glutamine as a dysregulated pathway by GC deficiency. As glutamine and glutamate is linked with other major affected pathways including energy metabolism as well as glutathione and purine metabolism, we focussed on the metabolism of glutamine and glutamate. In mammals, glutamine synthetase (GLUL) is responsible for the synthesis of glutamine from glutamate, whereas two glutaminases (GLS and GLS2) are responsible for glutaminolysis of glutamine into glutamate [2] (Fig. S2A). *In silico*, three paralogs of glutamine synthetase (Glula, Glulb, Glulc), two paralogs of glutaminase (Glsa, Glsb) and two paralogs of glutaminase 2 (Gls2a, Gls2b) as well as an additional novel Ensembl prediction termed Glsl were identified in zebrafish. The phylogenetic analysis demonstrates clustering of the zebrafish glutamine synthetase and glutaminase proteins, except for Glsl, with their respective orthologs in humans, mice and rats (Fig. S2B). This finding suggests a conserved function of glutamine metabolism between vertebrates. 

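The glutaminase gene *gls2a* (ENSDARG00000069095) was at 38.7 ± 3.65 CPM in wild-type siblings and 24.6 ± 0.421 CPM in *fdx1b*-/- larvae (SD, n = 3), a log2 fold change of -0.66 (SE 0.07, adjusted *p* = 0.00046, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in each of the 6 fits that left out one replicate, with log2 fold changes from -0.72 to -0.59. Its paralog *gls2b* (ENSDARG00000002917) was at 10.0 ± 1.66 CPM in siblings and 7.15 ± 0.474 CPM in *fdx1b*-/- larvae (SD, n = 3). The log2 fold change of *gls2b* was -0.49 (SE 0.12, adjusted *p* = 0.0505, same edgeR test), which did not pass the threshold although the 3 mutant pools lay below all 3 sibling pools. With the Wald test of DESeq2, *gls2b* passed at an adjusted *p*-value of 0.0099. Of the 6 leave-one-out fits, 1 called it. *gls3* and *glsb* did not pass the threshold, with log2 fold changes of 0.17 (SE 0.12, adjusted *p* = 0.462, edgeR) and -0.12 (SE 0.05, adjusted *p* = 0.199, edgeR). The *glul* genes and *glsa* were not analysed here.

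**Figure D1:**
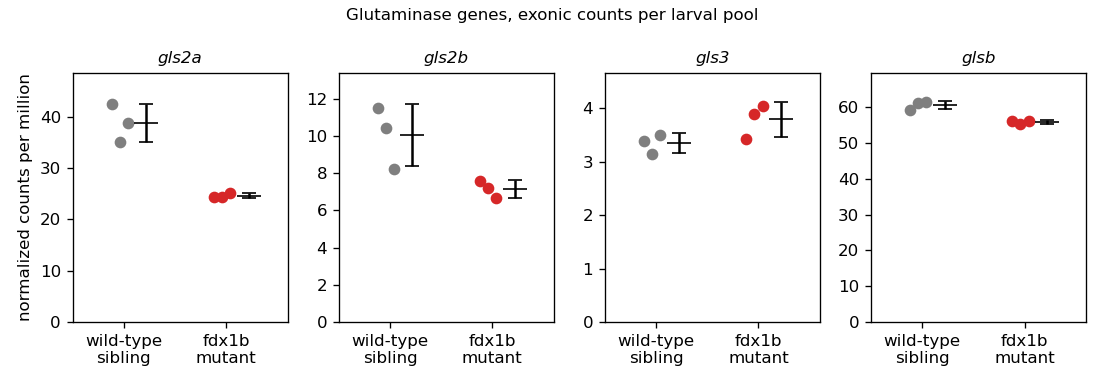
Normalized counts (CPM) of *gls2a*, *gls2b*, *gls3* and *glsb* in the 3 wild-type sibling pools and the 3 *fdx1b*-/- pools, each point 1 pool of 20 larvae and each bar the mean with its SD, on axes that start at 0. The *fdx1b*-/- pools sit between 24.4 and 25.1 CPM for *gls2a*, and the sibling pools between 35.1 and 42.4 CPM.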

Only expression of the glutaminase *gls2a* and *gls2b* genes, but not of the *glul* genes, was significantly different between *fdx1b*^*−/−*^ larvae and wild-type siblings (Fig. 3D and Table S5). Since zebrafish larvae are not free feeding at the examined stage, increased glutamine concentrations in *fdx1b*^*−/−*^ mutants are likely to be caused by impaired glutaminolysis due to reduced expression and function of glutaminases (*gls2a* and *gls2b*). qRT-PCR of wild-type and *fdx1b*^*−/−*^ larvae raised in the absence or presence of DEX demonstrated a significant down-regulation of both *gls2a* and *gls2b* in *fdx1b*^*−/−*^ larvae with an up-regulation in response to DEX treatment (Fig. 3E). This finding suggests GC-dependent gene expression of the *gls2a* and *gls2b* genes. To better understand the physiological relevance of the affected glutaminase paralogs, the spatio-temporal expression of *gls2a*, *gls2b*, *glsl*, *glsa* and *glsb* was analysed. The reanalysis of a previously published developmental transcriptome data set including data from zygote stage to 120 hpf [81] showed that all glutaminases were expressed in larvae at 120 hpf with a maternal contribution mainly for *glsb* and *gls2a* (Fig. S2C). Whole-mount *in situ* hybridization in 120 hpf wild-type larvae showed specific *gls2a* expression in the liver, whereas *gls2b* is expressed in both liver and intestine (Fig. S2D). The other paralogs were mainly expressed in the larval brain (*glsa*, *glsb*) or in the swim bladder (*glsl*, *glsb*) (Fig. S2D). These data suggest that increased glutamine concentrations in *fdx1b*^*−/−*^ mutant larvae is resulting from impaired glutaminolysis due to impaired GC-dependent transcription of liver and intestine specific glutaminases (*gls2a* and *gls2b*).

### 3.4 *fdx1b*^*−/−*^ mutants show profound changes in glutathione metabolism and markers of oxidative stress

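For glutathione metabolism, the direction of change was set against that of all other named genes past the threshold. Of the 9 genes of the set past it, 8 (88.9%) were higher in *fdx1b*-/- larvae, against 54.9% of the other named genes (Fisher's exact test, two-sided, *p* = 0.083, adjusted *p* = 0.221 over 8 sets). This test was chosen after the names of the genes had been examined, because the set had only 4 genes in the outcome-free background and camera was not run for it. The gene called lower was *chac1*, named here after its value was seen, with a log2 fold change of -0.81 (SE 0.07, adjusted *p* = 0.00014, edgeR). The calls of DESeq2 gave 17 of 18 genes higher, with an adjusted *p*-value of 0.00037 in the same Fisher's exact test.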

The most enriched metabolic pathway in the *fdx1b*^*−/−*^ mutants was glutathione metabolism (Fig. 1B; adj. *p*-value = 1.52E-11). Glutathione (GSH) is an antioxidant and a cellular signalling molecule, which is used by glutathione S-transferases (GSTs) to detoxify reactive oxygen species (ROS) [22]. The vast majority of GSTs were up-regulated in *fdx1b*^*−/−*^ mutants (Fig. 4A and B) suggesting increased oxidative stress levels in *fdx1b*^*−/−*^ larvae. 

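All 15 named glutathione S-transferase genes had a log2 fold change above 0 and an adjusted *p*-value of at most 0.05 (edgeR), and 7 passed the threshold. All 15 take their name from the paper's own table of this comparison, so members with a weaker change are not represented. The microsomal gene *mgst3b* rose from 98.1 ± 7.14 to 136 ± 3.18 CPM (SD, n = 3), a log2 fold change of 0.47 (SE 0.06, adjusted *p* = 0.0023, edgeR), and passed in 2 of the 6 leave-one-out fits. *gstr* rose from 178 ± 18.5 to 252 ± 3.55 CPM (SD, n = 3), a log2 fold change of 0.50 (SE 0.08, adjusted *p* = 0.0061, edgeR), and also passed in 2 of them. The *gstm* genes *gstm.1*, *gstm.2* and *gstm.3*, paralogs whose reads can be shared, had log2 fold changes of 0.59, 0.67 and 0.55. The 7 genes past the threshold were all higher, against 54.9% of the other named genes past it (Fisher's exact test, two-sided, *p* = 0.019, adjusted *p* = 0.153 over 8 sets). With the calls of DESeq2, 15 of 15 were higher, at an adjusted *p*-value of 0.00030 in the same Fisher's exact test. That test also passed 0.05 with the robust fit (0.025) and without sibling replicate 2 (0.018) or 3 (0.00076). With the other scalings and low-count filters, and after thinning, it did not. Of the 21 genes in Fig. 4B, 18 were above 0, with 9 called higher and 0 lower. *ggt1a*, *gad1b* and *gad2* were below 0.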

On the biochemical level, increased concentrations of glutathione disulphide (GSSG) and a decrease in the GSH to GSSG ratio as marker of increased oxidative stress [22] were observed in the *fdx1b*^*−/−*^ mutants (Fig. 4C). These findings are further supported by a decrease of the antioxidant taurine and an increase of cysteine in *fdx1b*^*−/−*^ larvae (Fig. 4C). In addition, the majority of Nrf2 (nuclear factor E2-related factor 2) target genes were up-regulated in *fdx1b*^*−/−*^ larvae (Fig. S3A and B). 

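In the outcome-free background, 4 of 5 Nrf2 target genes were above 0, with a median log2 fold change of 0.15 (adjusted *p* = 0.030, camera, limma). Camera on ranks gave 0.082 for the set, the fit without sibling replicate 1 gave 0.084, and an estimated inter-gene correlation gave 0.358 (camera, limma). Of the 29 members with any name, 6 were called higher and 1 lower. Most of those called higher were glutathione S-transferase genes already counted above, and the gene called lower was *fkbp5*. Among the 8 genes of Fig. S3B, 5 were above 0 and 3 below. The ferritin gene *fth1a* rose from 554 ± 32.5 to 714 ± 11.9 CPM (SD, n = 3), a log2 fold change of 0.37 (SE 0.06) with an adjusted *p*-value of 0.0102 in edgeR's test, just above the threshold. It passed with upper-quartile normalization, at an adjusted *p*-value of 0.0091 (edgeR). *fkbp5* fell from 17.4 ± 2.45 to 3.47 ± 1.55 CPM (SD, n = 3), with an SE of 0.23 on its log2 fold change and an adjusted *p*-value of 0.00029 (edgeR). *sod1* and *cat* had log2 fold changes of 0.24 and 0.18 with adjusted *p*-values of 0.052 and 0.111 (edgeR).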

Since Nrf2 is the master regulator of genes mediating the response to oxidative stress [22], this finding is highly suggestive for systemically elevated oxidative stress levels in *fdx1b*^*−/−*^ mutants. Importantly, DNA damage caused by oxidative stress has been implicated in human pathology [69]. 

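Of the 15 genes of nonhomologous end joining and homologous recombination in Fig. S3D, 6 could be matched to an identifier: *xrcc4*, *rad50*, *prkdc*, *pold1*, *rad52* and *atm*. All 6 had a log2 fold change above 0, between 0.08 and 0.39, and none passed the threshold. *rad50*, *prkdc* and *pold1* take their name from the paper's own table of this comparison and are therefore selected on the outcome. For *xrcc4*, *rad52* and *atm*, which are not, the adjusted *p*-values were 0.211, 0.565 and 0.575 (edgeR). The kinase gene *prkdc* rose from 50.4 ± 0.589 to 59.0 ± 2.93 CPM (SD, n = 3), a log2 fold change of 0.23 (SE 0.05, adjusted *p* = 0.040, edgeR), and was the one gene at or below 0.05. For *rad50* the log2 fold change was 0.29 (SE 0.08, adjusted *p* = 0.054, edgeR). *atm* was at 35.9 ± 3.66 CPM in siblings and 37.7 ± 1.74 CPM in mutants (SD, n = 3), a difference within the replicate spread.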

Consistent with the detected increased levels of oxidative stress in *fdx1b*^*−/−*^ mutants, genes implicated in double-strand break induced DNA repair (*i.e.*, nonhomologous end joining and homologous recombination) are significantly up-regulated in *fdx1b*^*−/−*^ mutants (Fig. S3C and D).

**Fig. 1:**
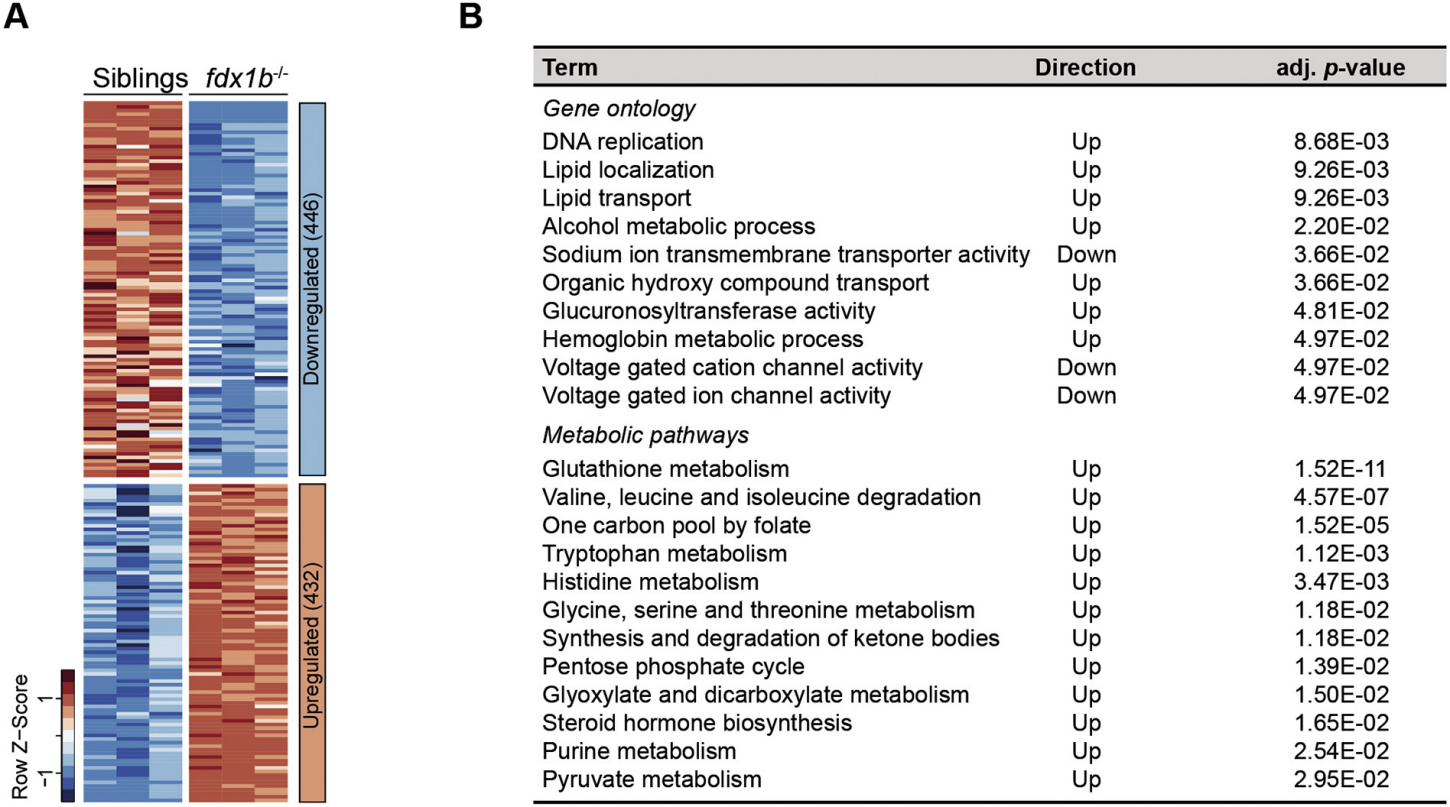
*fdx1b*^*−/−*^ mutants show an extensive transcriptional reprogramming of energy and biomolecule generating metabolic pathways. (A) Heatmap of normalized mRNA expression levels of genes in *fdx1b*^*−/−*^ mutant larvae and wild-type siblings. Red, high expression; blue, low expression. From in total 878 differentially expressed genes, 446 genes were down-regulated, and 432 genes were up-regulated in *fdx1b*^*−/−*^ mutant larvae. (B) Gene set enrichment analysis of differentially expressed genes (*fdx1b*^*−/−*^*vs.* wild-type sibling larvae). Direction indicates whether the up- or down-regulated genes in *fdx1b*^*−/−*^ mutants are enriched for the indicated term.

**Fig. 2:**
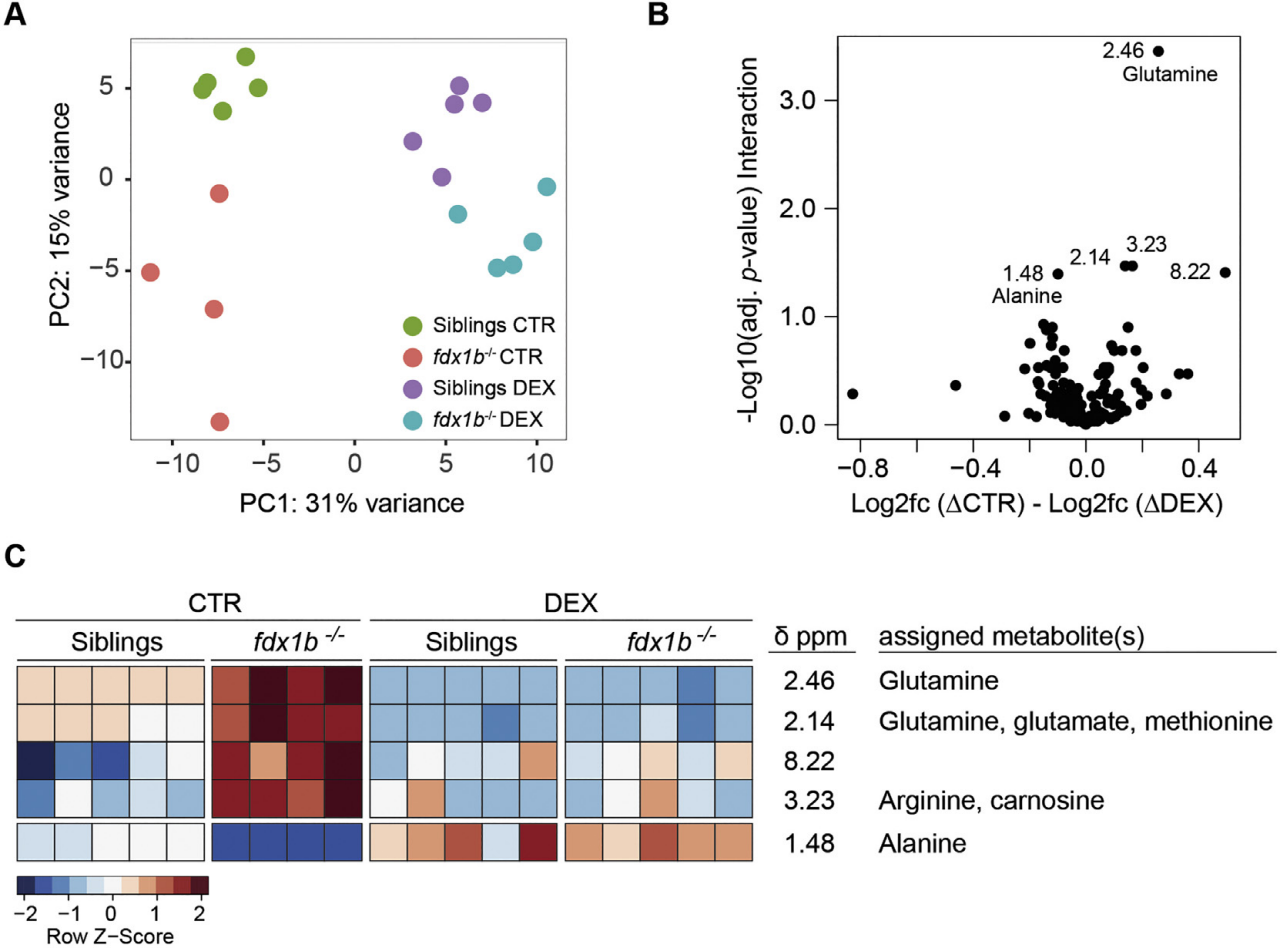
Untargeted ^1^H NMR spectroscopy analysis reveals changes in the metabolome of *fdx1*^*−/−*^ mutant larvae. (A) Principal component analysis (PCA) score plots of the ^1^H NMR spectra of *fdx1b*^*−/−*^ mutant and wild-type sibling larvae treated with dexamethasone (DEX) or vehicle as control (CTR). (B) Volcano plot represents the difference in fold change for each peak between *fdx1b*^*−/−*^ and wild-type sibling larvae under DEX and CTR treatment. Significant peaks are labeled. (C) Heatmap of peaks with a significant interaction. Red = high expression; blue = low expression. The assigned metabolites including glutamine and alanine are altered in *fdx1b*^*−/−*^ mutant larvae under basal conditions, but not upon DEX treatment.

**Fig. 3:**
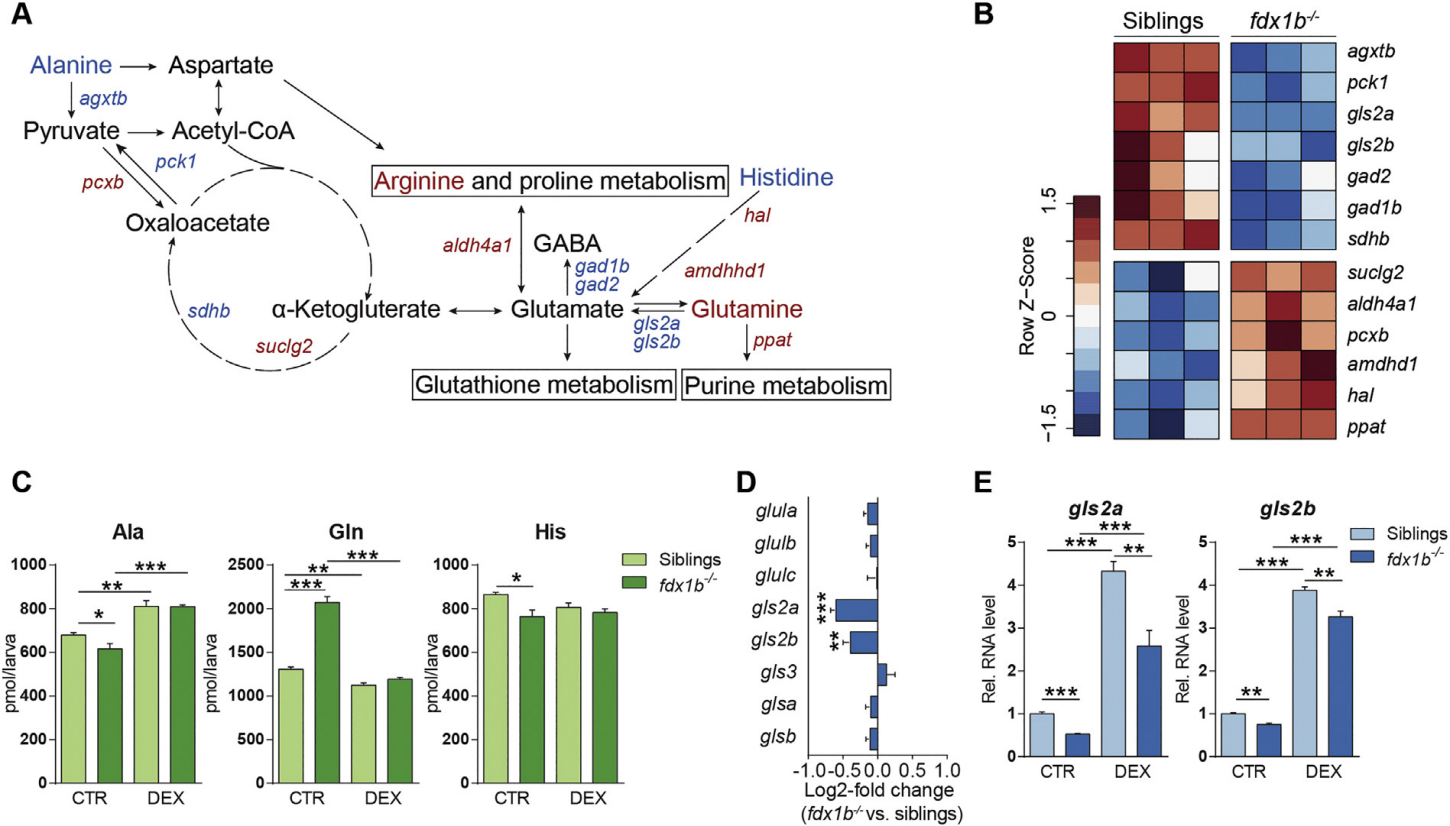
*fdx1b*^*−/−*^ mutant larvae exhibit alterations in gene expression related to alanine, aspartate and glutamate metabolism and in glutamine-family amino acids. (A) Schematic represents “alanine, aspartate and glutamate metabolism”, and glutamine-family amino acids. Altered metabolites and genes in *fdx1b*^*−/−*^ larvae are indicated in red for up-regulation and blue for down-regulation. (B) Heatmap showing differentially expressed genes of alanine, aspartate and glutamate metabolism in *fdx1b*^*−/−*^ mutant larvae. (C) HPLC-based measurements of metabolite levels of alanine (Ala), glutamine (Gln) and histidine (His) in *fdx1b*^*−/−*^ mutant larvae and wild-type siblings in the in the absence (CTR) or presence of dexamethasone (DEX). (D) Fold change of glutamate metabolism genes of *fdx1b*^*−/−*^*vs.* wild-type sibling larvae. (E) qRT-PCR analysis of the zebrafish *gls2a* and *gls2b* in *fdx1b*^*−/−*^ mutant larvae and wild-type siblings (120 hpf) in the absence (CTR) or presence of dexamethasone (DEX).

**Fig. 4:**
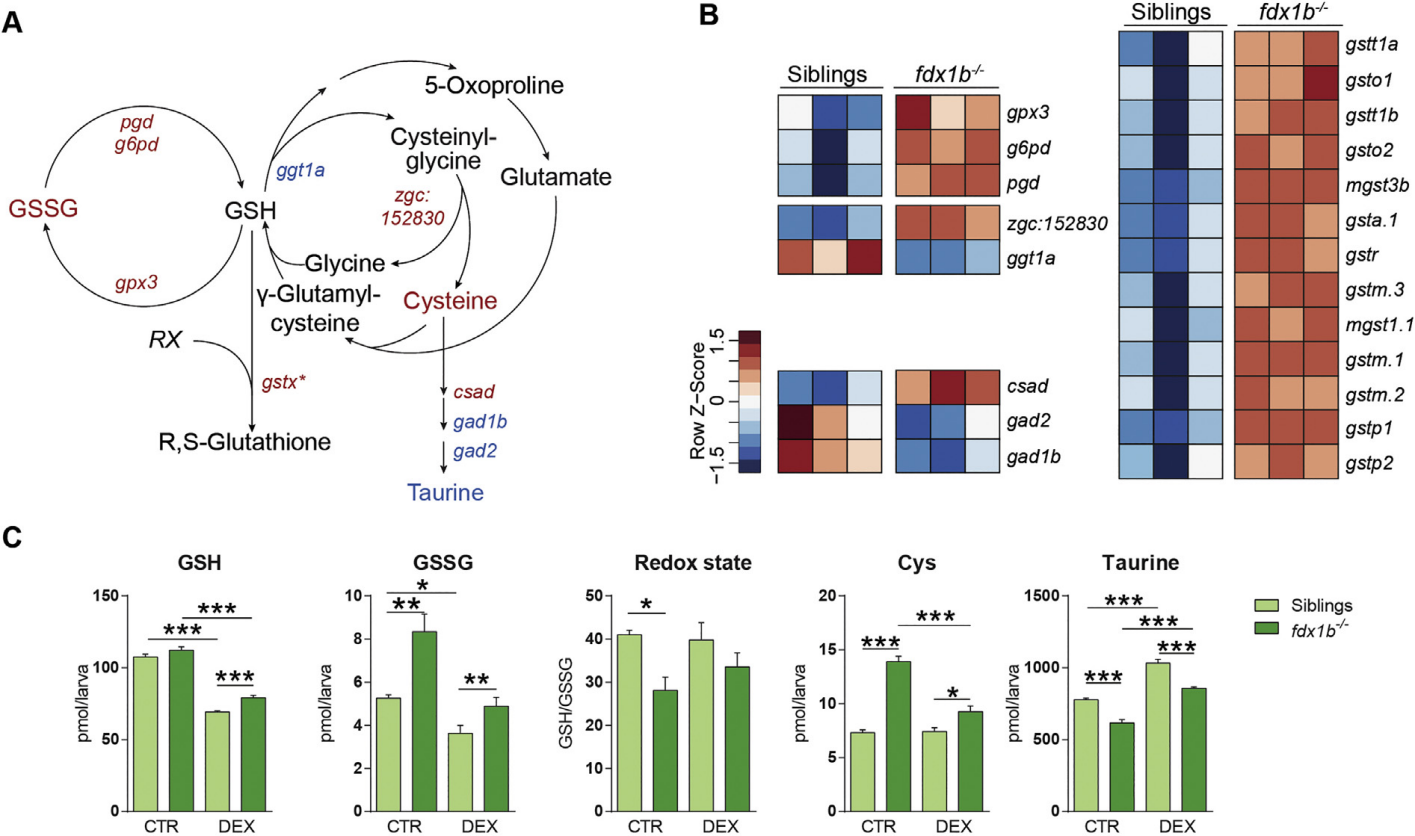
Dysregulations in glutathione metabolism and markers of oxidative stress in *fdx1b*^*−/−*^ mutant larvae are only partially caused by glucocorticoid-deficiency. (A) Schematic illustrates “glutathione metabolism”. Metabolites and genes of this pathway altered in *fdx1b*^*−/−*^ larvae are marked in red for up-regulation and blue for down-regulation. (B) Heatmap showing differentially expressed genes of glutathione metabolism in *fdx1b*^*−/−*^ mutant larvae. (C) Metabolite levels of cysteine (Cys), reduced (GSH) and oxidized (GSSG) glutathione, taurine and the GSH/GSSG ratio as a measure of oxidative stress in *fdx1b*^*−/−*^ mutant and wild-type sibling larvae in the absence (CTR) or presence of dexamethasone (DEX).

Remarkably, the increased transcript levels of the Nrf2 key target gene *fth1a* [11] and the antioxidant gene *duox* returned to wild-type levels by DEX treatment in *fdx1b*^*−/−*^ larvae (Fig. S3E), indicating an important role of GCs in the altered oxidative stress levels. However, on the biochemical level, GSH, GSSG and taurine concentrations remained significantly different between wild-type and mutant larvae after DEX treatment (Fig. 4C), indicating that GC deficiency might not be the only cause of altered oxidative stress levels in *fdx1b*^*−/−*^ mutants.

### 3.5 Expression of key enzymes of *de novo* purine synthesis pathway is regulated by glucocorticoids

Another enriched metabolic pathway in the *fdx1b*^*−/−*^ mutant larvae was the glutamine-dependent *de novo* purine synthesis pathway (Fig. 1B; adj. *p*-value = 2.54E-2). 

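In the ranking of the 164 genes called higher by log2 fold change, *paics* was at rank 4 and *atic* at rank 11. *paics* (ENSDARG00000033539) rose from 66.6 ± 12.3 to 347 ± 24.5 CPM (SD, n = 3), a log2 fold change of 2.38 (SE 0.12, adjusted *p* = 2.39e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *atic* (ENSDARG00000016706) rose from 36.3 ± 4.01 to 96.1 ± 6.63 CPM (SD, n = 3), a log2 fold change of 1.40 (SE 0.08, adjusted *p* = 4.99e-06, same edgeR test). Both passed the threshold in all 6 leave-one-out fits, where their log2 fold changes ran from 2.26 to 2.52 and from 1.34 to 1.51. With fold changes shrunk by DESeq2, *paics* was at rank 2 and *atic* at rank 5. These values are exonic, and their intronic counterparts were not analysed here.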

In fact, two enzymes of this pathway, *paics* and *atic* (Fig. 5A and B), were among the five most highly up-regulated genes in the transcriptome analysis (Table S5). Interestingly, the only four additional differentially expressed genes of *de novo* purine synthesis leading to inosine monophosphate (IMP) were all significantly up-regulated in *fdx1b*^*−/−*^ mutants (Fig. 5A and B). 

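The other genes leading to IMP that the paper marks in Fig. 5B were *ppat*, *prps1a*, *prps1b* and *pgm1*. *ppat* passed the threshold, with a log2 fold change of 0.61 (SE 0.08, adjusted *p* = 0.0018, edgeR), and was called in 2 of the 6 leave-one-out fits. *prps1b* rose from 13.1 ± 0.905 to 16.8 ± 1.03 CPM (SD, n = 3), a log2 fold change of 0.35 (SE 0.08, adjusted *p* = 0.038, edgeR). *prps1a* and *pgm1* both had a log2 fold change of 0.22, with adjusted *p*-values of 0.033 and 0.076 (edgeR). Neither *prps1b*, *prps1a* nor *pgm1* passed the threshold in any fit.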

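Among the genes of Fig. 5B downstream of IMP, *ampd1* and *entpd8* were called lower and *impdh1b* was called higher. *ampd1* fell from 265 ± 25.5 to 175 ± 1.56 CPM (SD, n = 3), a log2 fold change of -0.60 (SE 0.08, adjusted *p* = 0.0015, edgeR). *entpd8* fell from 32.0 ± 0.201 to 23.0 ± 1.67 CPM (SD, n = 3), a log2 fold change of -0.48 (SE 0.06, adjusted *p* = 0.0022, edgeR). For *impdh1b* the log2 fold change was 0.30 (SE 0.05, adjusted *p* = 0.0091, edgeR), and 2 of the 6 leave-one-out fits called it. *ampd1* and *entpd8* were each called in 3 of these fits. *pklr*, *adkb*, *ak4*, *rrm2* and ENSDARG00000054929 did not pass the threshold, with log2 fold changes of -0.38, -0.26, 0.24, 0.43 and 0.40. Of the 7 purine metabolism genes past the threshold with any name, 4 were higher and 3 lower. The 3 lower genes include *pnp4b*, which is outside Fig. 5B and named here after its value was seen, with a log2 fold change of -0.60 (SE 0.07, adjusted *p* = 0.00075, edgeR).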

Several enzymes of purine metabolism downstream of IMP also showed an altered mRNA abundance in *fdx1b*^−/−^ mutants (Fig. 5A and B), but no clear trend for global up- or down-regulation of these genes was detected. However, on the biochemical level, both guanosine monophosphate (GMP) and adenosine diphosphate (ADP) concentrations were significantly increased in *fdx1b*^*−/−*^ larvae (Fig. 5C). Differences between mutants and wild-type sibling larvae were decreased under DEX treatment, thus indicating the GC-dependency of these metabolites.

### 3.6 *paics* and *atic* are regulated by glucocorticoids in a post-transcriptional manner

The consequences of GC deficiency for altered post-transcriptional gene regulation were explored by employing an exon-intron split analysis (EISA) [4,26]. Due to the generally lower read coverage of intronic reads, the number of differentially expressed genes at pre-mRNA level is slightly lower than genes at mRNA level (Fig. 5D). The correlation between mRNA and pre-mRNA changes was high (Fig. 5E) indicating that differentially expressed genes in GC-deficient *fdx1b*^*−/−*^ larvae are predominantly regulated at the transcriptional level. To identify post-transcriptionally regulated genes, we aimed to identify genes showing significantly higher changes in mRNA level (ΔmRNA) than changes in transcription (Δpre-mRNA). By following this approach, *paics* and *atic* were identified to have positive and significant ΔmRNA/Δpre-mRNA ratios in *fdx1b*^*−/−*^ larvae (Fig. 5E). When using the mRNA/pre-mRNA ratio as a proxy for mRNA half-life [4], both *paics* and *atic* showed a significantly higher mRNA stability in *fdx1b*^*−/−*^ larvae than in wild-type siblings (Fig. 5F). Treatment of *fdx1b*^*−/−*^ larvae with DEX reduced the mRNA of *paics* and *atic* back to levels observed in wild-type without changing pre-mRNA levels (Fig. 5G), indicating the increased mRNA stability of *paics* and *atic* in *fdx1b*^*−/−*^ mutants is a consequence of GC deficiency. Given the importance of glutamine for *de novo* purine synthesis (Fig. 5A), we explored if the observed changes in glutamine metabolism with down-regulation of *gls2a* and *gls2b* in *fdx1b*^*−/−*^ mutants are linked to the altered mRNA stability of *paics* and *atic*. Therefore, Gls was pharmacologically inhibited using 6-Diazo-5-oxo-L-norleucine (DON) in wild-type larvae to mimic the alteration in glutamine metabolism observed in *fdx1b*^*−/−*^ mutants. 48 h of DON treatment significantly increased glutamine and decreased glutamate levels in wild-type larvae (Fig. 5H). Importantly, this treatment led to a selective increase in *paics* mRNA levels, whereas *atic* mRNA levels and the transcriptional rate of either gene remained unchanged (Fig. 5I).

**Fig. 5:**
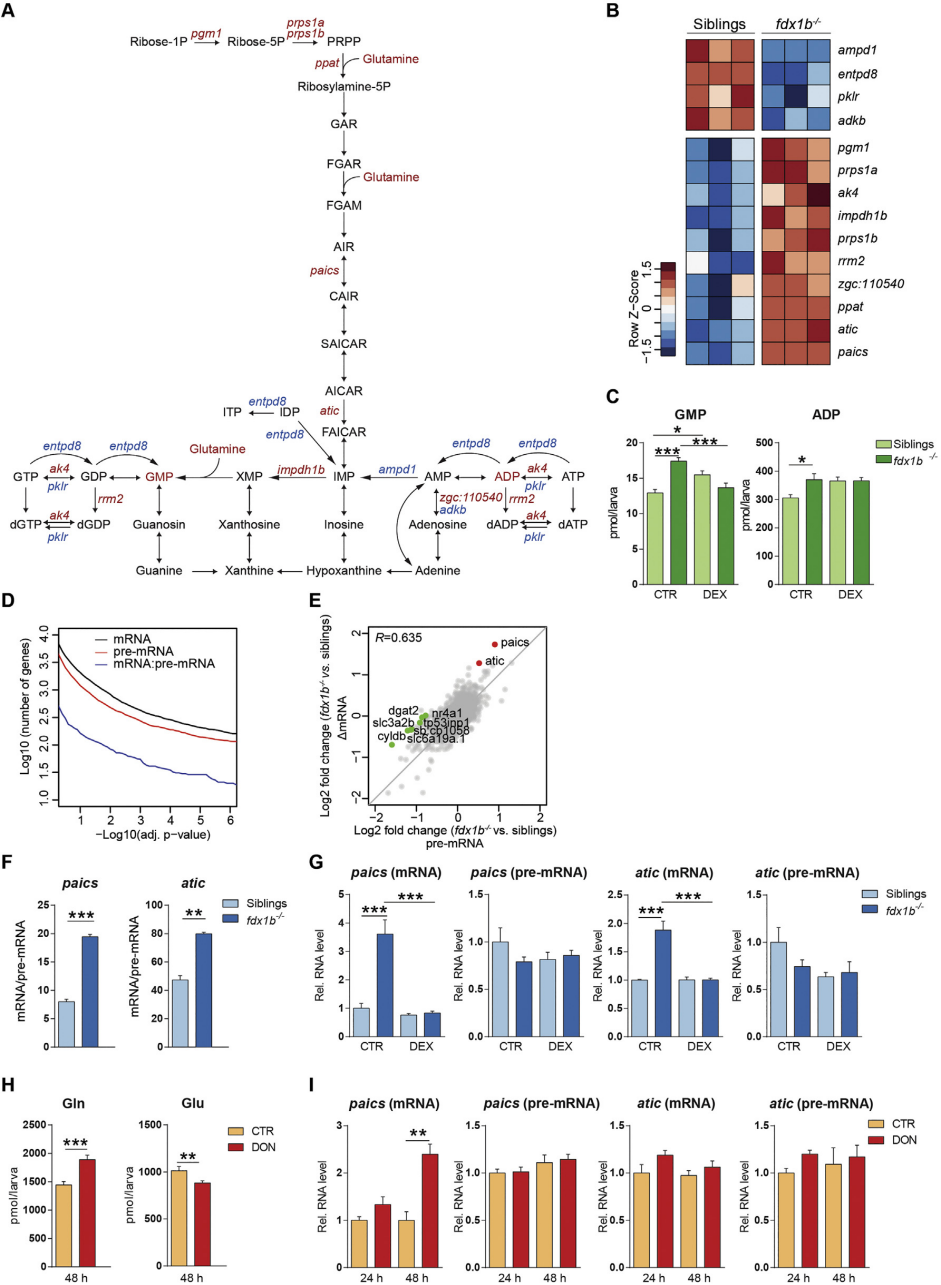
Glucocorticoids regulate *de novo* purine synthesis at a post-transcriptional level. (A) Schematic of the “purine metabolism” pathway. Metabolites and genes of this pathway altered in *fdx1b*^*−/−*^ mutant larvae are marked in red for up-regulation and blue for down-regulation. (B) Heatmap showing differentially expressed genes of purine metabolism in *fdx1b*^*−/−*^ mutant larvae. (C) Metabolite levels of guanosine monophosphate (GMP) and adenosine diphosphate (ADP) in *fdx1b*^*−/−*^ mutant and wild-type sibling larvae (120 hpf) in the absence (CTR) or presence of dexamethasone (DEX). (D) Number of differentially expressed genes in function of the adjusted *p*-value grouped by the different levels at which they were assessed. mRNA (black), pre-mRNA (red), and genes that are differentially affected between mRNA and pre-mRNA (blue). (E) Comparison of pre-mRNA and mRNA expression changes in *fdx1b*^*−/−*^ mutant larvae. *R* indicates Pearson correlation. Significantly deregulated genes at the level of ∆exon-∆intron are labeled green. Predominantly post-transcriptional (∆exon>∆intron) altered genes are shown in red. (F) mRNA half-life approximation of *paics* and *atic* in *fdx1b*^*−/−*^ mutant and wild-type sibling larvae. (G) qRT-PCR analysis assessing mRNA and pre-mRNA levels of *paics* and *atic* in *fdx1b*^*−/−*^ mutant and wild-type sibling larvae (120 hpf) in the absence (CTR) or presence of dexamethasone (DEX). (H, I) Glutamine (Gln) and glutamate (Glu) levels (H) and transcript levels of *paics* and *atic* (I) in wild-type larvae treated with the glutaminase inhibitor 6-Diazo-5-oxo-L-nor-Leucine (DON) or vehicle as a control (CTR).

To assess the relevance of glutamine concentrations in the observed effects, we analysed mRNA levels of *paics* and *atic* in a transgenic zebrafish model expressing an activated form of the Hippo pathway effector *yap1* [12]. Yap reprograms glutamine metabolism to increase nucleotide biosynthesis and these animals show increased GluI activity and subsequently elevated glutamine concentrations. Similar to the DON-treated larvae, only *paics* was differentially expressed in *yap1* transgenic zebrafish (Fig. S4A). Surprisingly, despite increased glutamine concentrations the levels of *paics* mRNA were significantly lower in *yap1* transgenic zebrafish than in wild-type (Fig. S4A). This observation suggests that glutamine accumulation is not directly resulting in increased *paics* mRNA stability.

miRNAs are a prominent class of post-transcriptional regulators [34]. Therefore, we analysed differential gene expression of miRNAs between *fdx1b*^*−/−*^ mutant and wild-type sibling larvae which we were able to detect in the total RNA-seq data set. *dre-mir-2192* was the only detected miRNA, which was up-regulated in *fdx1b*^*−/−*^ mutant larvae (adjusted *p*-value = .02; Fig. S4B). 

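The counts of *dre-mir-2192* were 81, 22 and 69 in wild-type sibling replicates 1, 2 and 3, and 85, 129 and 109 in *fdx1b*-/- replicates 1, 2 and 3. In normalized counts it rose from 1.52 ± 0.271 to 2.65 ± 0.438 CPM (SD, n = 3), a log2 fold change of 0.77 (SE 0.18, adjusted *p* = 0.042, edgeR). It passed 0.05 without a low-count filter as well, at an adjusted *p*-value of 0.039 (edgeR). In the 6 leave-one-out fits, the adjusted *p*-value rose to 0.194 at most (edgeR). The libraries were made from total RNA and read at 50 bases, so reads at this locus can come from the precursor or an overlapping transcript. They are not a measure of the mature miRNA. The other miRNA genes carry no name in the tables used here, and their number was not analysed here.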

To test whether miRNAs affect gene expression of *atic* and *paics*, we re-analysed a previously published RNA-seq data set of a murine DICER knock-out model with a liver-specific inactivation of miRNA biogenesis [18]. A small decrease in transcription and mRNA abundance of *paics* in DICER knock-out mice was observed (Fig. S4C), whilst *atic* mRNA abundance showed a stronger down-regulation. *atic* transcription as indicated by pre-mRNA abundance was not as strongly reduced as mRNA abundance (interaction *p*-value = .03; Fig. S4C), suggesting that *atic* is post-transcriptionally regulated by miRNAs. These data are consistent with a stabilization of *atic* mRNA due to miRNA dependent effects also in the zebrafish. Altogether, *fdx1b*^*−/−*^ larvae showed a pervasive reprogramming of purine metabolism, leading to changes of purine metabolite concentrations. In addition, we provide the first evidence for GC-dependent post-transcriptional regulation of key factors in purine synthesis.

**Fig. 6:**
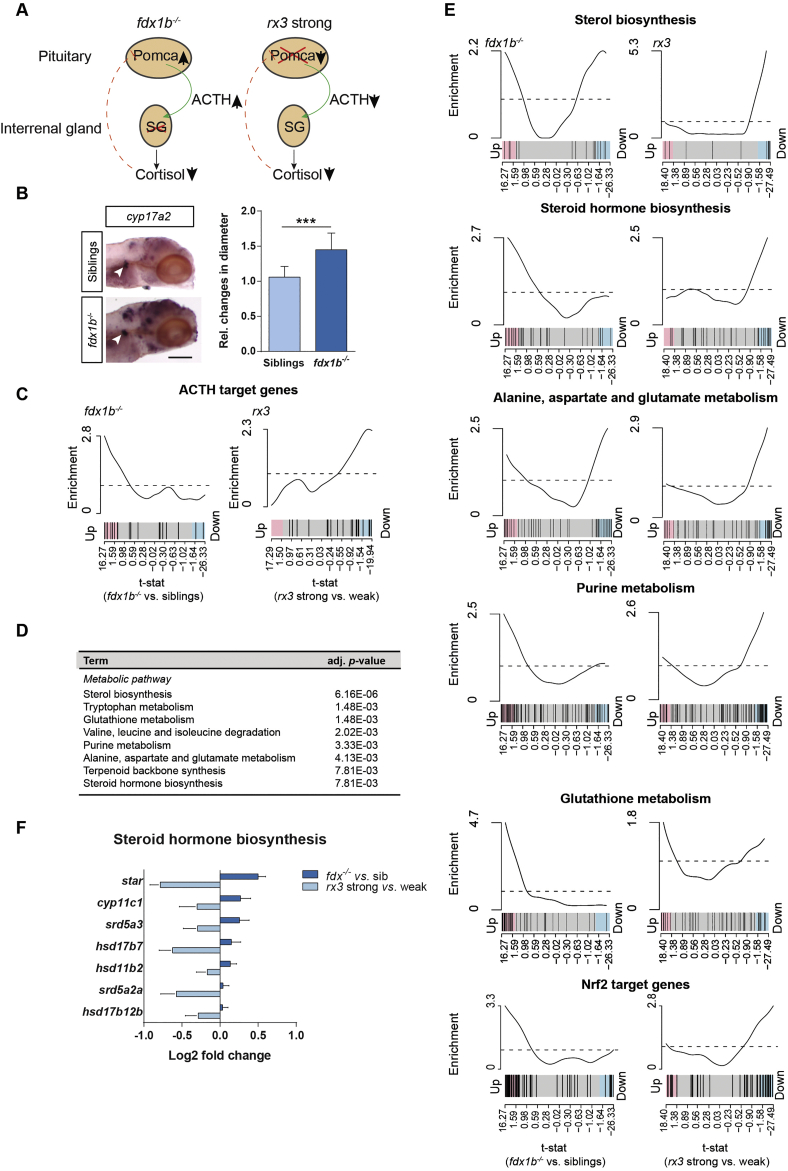
*fdx1b*^*−/−*^ mutant larvae exhibit hallmarks of primary adrenal insufficiency and differ from *rx3* strong mutant larvae reminiscent to secondary adrenal insufficiency. (A) Schematic shows the different alterations in the pituitary and interrenal gland axis of *fdx1b*^*−/−*^ and *rx3* strong mutant larvae. Abbreviations: Pomca, pro-opiomelanocortin; ACTH, adrenocorticotropin; SG, steroidogenesis. (B) Whole-mount *in situ* hybridization of *cyp17a2* to visualize the interrenal gland (arrow) in *fdx1b*^*−/−*^ mutant larvae (*n* = 17) and wild-type siblings (*n* = 11) at 120 hpf stage. Bar plot shows the relative (rel.) changes in the diameter of the interrenal gland size. (C) Barcode plots for ACTH target genes in *fdx1*^*−/−*^ mutant larvae (left) and *rx3* strong mutant larvae (right). The two mutant types show opposing directions in the gene set enrichment (*p*-value = 1.7 E−04) for gene set enrichment analysis. (D) Gene set enrichment analysis of differentially expressed genes showing different regulation between *fdx1b*^*−/−*^ and *rx3* strong. (E) Barcode plots for metabolic pathways and Nrf2 target genes in *fdx1b*^*−/−*^ mutant larvae (left) and *rx3* strong mutant larvae (right) in comparison to the corresponding control (wild-type siblings or *rx3* weak). (F) Fold changes of differentially expressed genes in steroid hormone biosynthesis between mutant larvae and their corresponding controls. The data for the *rx3* mutants is a reanalysis from our previously published data set [74]. Scale bar = 110 μm. *, *p* < .05, **, *p* < .01, ***, *p* < .001.

**Fig. 7:**
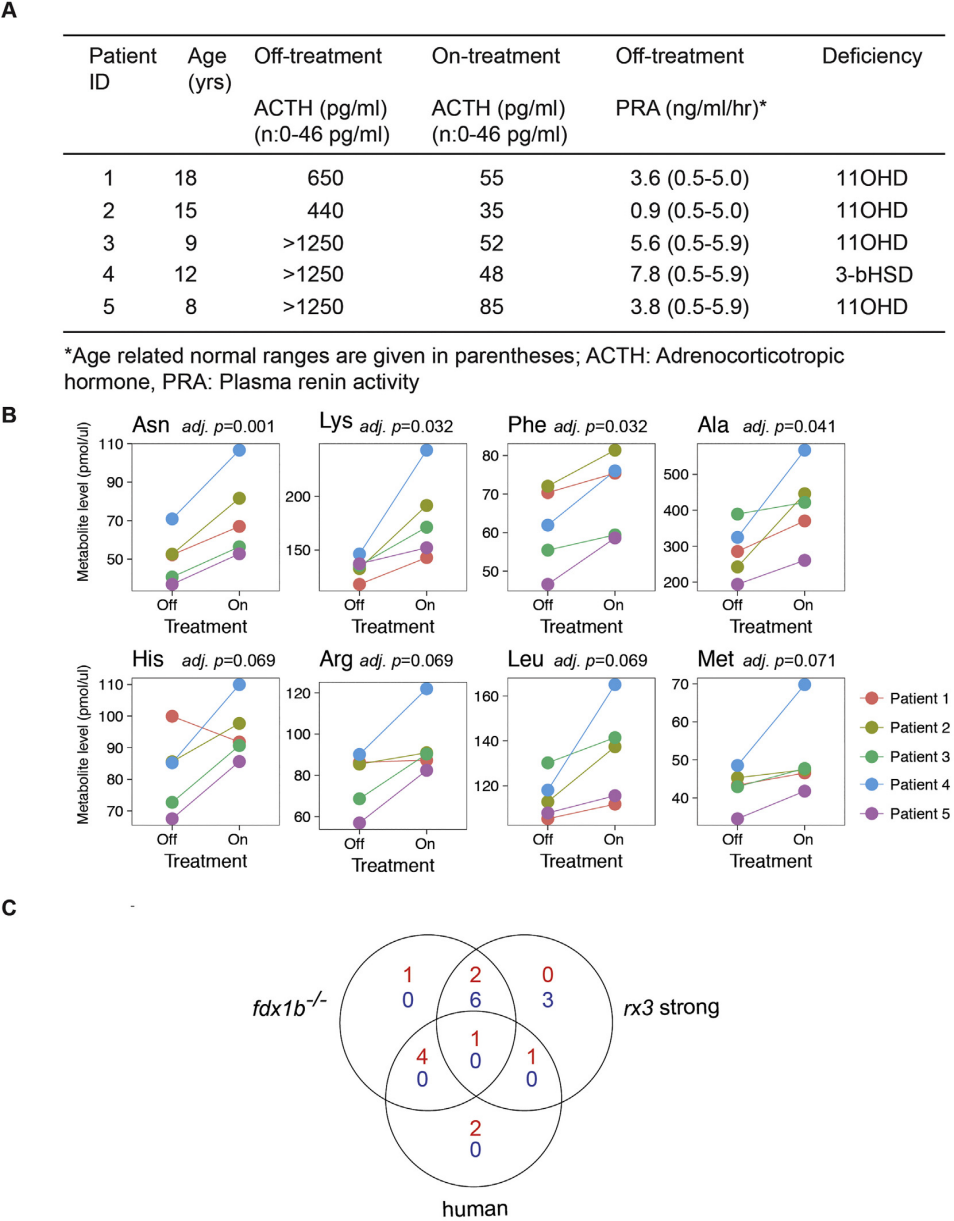
Amino acid changes in plasma of patients with primary adrenal insufficiency overlap with changes observed in *fdx1b*^*−/−*^ mutant larvae. (A) Hormonal features of patients with primary adrenal insufficiency on hydrocortisone treatment and after 48 h interruption of therapy. (B) Levels of the amino acids asparagine (Asn), lysine (Lys), phenylalanine (Phe), alanine (Ala), histidine (His), arginine (Arg), leucine (Leu), and methionine (Met) in human patient plasma in On and Off treatment conditions. (C) Venn diagram showing the altered amino acids in human patients with primary insufficiency, *fdx1b*^*−/−*^ and *rx3* strong mutants between untreated and treated conditions. More amino acids are altered between human and *fdx1b*^*−/−*^ mutants (*p* = .02; assessed by hypergeometric testing) than between human and *rx3* strong mutants (*p* = .18). The data for the *rx3* mutants is a reanalysis from our previously published data set [74].

### 3.7 *fdx1b*^*−/−*^ mutants exhibit systemic changes distinct from a secondary adrenal insufficiency-like phenotype

To explore if metabolic changes observed in *fdx1b* mutant larvae are solely explained by the lack of GCs, we compared the results obtained from the *fdx1* larvae to *rx3* strong mutant larvae, another model for GC deficiency. Therefore, we reanalysed our recently published *rx3* strong mutants RNA-seq data set ([74]; Fig. S5 and Table S6). *fdx1b*- mutant larvae present a phenotype similar to primary adrenal insufficiency in humans, including cortisol deficiency, down-regulation of GC-dependent marker genes, an up-regulation of the HPI axis [[33]; Fig. 6A] and interrenal hyperplasia (Fig. 6B). In contrast, the *rx3* strong mutant larvae show a profoundly impaired synthesis of GCs due a reduction in ACTH-producing corticotrope cells [[16]; Fig. 6A]. Indeed, ACTH target genes are mainly up-regulated in *fdx1b*^*−/−*^ mutants (p = .008) and down-regulated in *rx3* strong mutants (p = .006) (Fig. 6C). These findings confirm the assumption that *fdx1b*-deficient larvae resemble a primary adrenal insufficiency phenotype and that *rx3* strong mutants can be used to model secondary adrenal insufficiency. Thus, we subsequently explored if these two zebrafish models of adrenal insufficiency differ on a global gene expression level. 

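The paper's set of ACTH target genes was not used here. In a set of ACTH-responsive steroidogenic genes written from gene names, 8 had a name. Of these, 2 were called higher and 0 lower in *fdx1b*-/- larvae, and 3 were higher and 1 lower at an adjusted *p*-value of at most 0.05 (edgeR). The 3 that are named in the *rx3* table were all above 0. Besides *star*, these were *nr4a1* at 0.01 (SE 0.10) and *cyp11a1* at 0.37 (SE 0.35), the latter named here after its value was seen. The adjusted *p*-values of *nr4a1* and *cyp11a1* were 0.97 and 0.60 (edgeR), so neither rise stands out from its error. *hsd11b2* was at 16.9 ± 0.460 CPM in siblings and 18.8 ± 1.02 CPM in mutants (SD, n = 3), a log2 fold change of 0.15 (SE 0.07, adjusted *p* = 0.270, edgeR) that did not pass the threshold. The proopiomelanocortin gene *pomca*, which encodes the precursor of ACTH, rose from 5.97 ± 0.435 to 12.4 ± 0.592 CPM (SD, n = 3). Its log2 fold change was 1.04 (SE 0.09, adjusted *p* = 0.00011, edgeR), and it passed in all 6 leave-one-out fits.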

A statistical model including an interaction term between the mutant type and the phenotype was employed to extract the differences between gene expression changes in the *fdx1b*^*−/−*^ and *rx3* strong models compared to their respective controls. The next step assessed which GO term and KEGG-based metabolic gene sets were enriched in the differentially expressed genes with a significant interaction term. Pathways such as the ornithine urea cycle and branched-chain amino acids show the same changes in both mutants (see [74] for the *rx3* strong and Fig. S6 for the *fdx1b*^*−/−*^ mutants). However, several metabolic pathways showed enrichment for differences between *fdx1b*^*−/−*^ and *rx3* strong mutants (Fig. 6D and E). These pathways include sterol biosynthesis and steroid hormone biosynthesis (Fig. 6D–F). Consequent with the detected changes in ACTH levels, steroid hormone biosynthesis genes are up-regulated in *fdx1b*^*−/−*^ and down-regulated in *rx3* strong mutants (Fig. 6E and F).

Furthermore, glutathione metabolism was identified as a pathway with major alterations (Fig. 6D and E). Interestingly, GC-deficient *fdx1b*^*−/−*^ mutants show an overall up-regulation (*p* = 1.52E-11), whereas *rx3* strong mutants show no clear global up- or down-regulation of glutathione metabolism-associated genes despite having the same level of GC deficiency as the *fdx1b*^*−/−*^ larvae. Consistent with differential redox metabolism changes in the two mutants, Nrf2 target genes were mainly down-regulated in *rx3* strong mutants (Fig. S3A and Table S6), in contrast to the *fdx1b*^*−/−*^ situation (Fig. S3A). This further supports the conclusion reached above that the observed higher oxidative stress levels in *fdx1b*^*−/−*^ mutants are only partially caused by the lack of GCs. Importantly, several other metabolic pathways, including tryptophan metabolism; valine, leucine and isoleucine degradation; purine metabolism; alanine, aspartate and glutamate metabolism; and terpenoid backbone synthesis differ between both mutants (Fig. 6D and E). Overall, our data show profound global differences in the two types of GC deficiency models. Thus, such pathophysiological differences in models of GC deficiency might most probably be caused by dysregulation of other pathways and factors associated with the specific cause of impaired GC synthesis rather than only cortisol deficiency.

### 3.8 Patients with adrenal insufficiency show similar amino acid changes as *fdx1b*^*−/−*^ zebrafish mutants

To explore if humans with primary adrenal insufficiency have similar metabolic changes as observed in *fdx1b*^*−/−*^ mutants, we performed targeted metabolic profiling of amino acids on blood samples from children with primary GC deficiency (Fig. 7A). Off treatment, patients showed changes in asparagine, lysine, phenylalanine, alanine, histidine, arginine, leucine and methionine concentrations (Fig. 7B). These data indicate that amino acid metabolism is strongly affected when GC replacement is insufficient. Interestingly, alanine, arginine, leucine, methionine and phenylalanine concentrations are also lower in untreated *fdx1b*^*−/−*^ larvae compared to DEX-treated *fdx1b*^*−/−*^ larvae (Fig. 7C and Table S4). A smaller similarity was observed when comparing the data to *rx3* strong mutants. Histidine and methionine were the only two out of the eight amino acids altered in patients, being similarly affected in *rx3* strong mutants (Fig. 7C and Fig. S7). Thus overall, the metabolic profiles in patients with primary adrenal insufficiency correlate better with the metabolic profile observed in *fdx1b*^*−/−*^ mutants than with that of *rx3* strong mutants. This further shows that there are differences between both types of GC deficiency models and that the *fdx1b*^*−/−*^ mutant recapitulates more closely metabolic changes of patients with primary adrenal insufficiency.

## 4 Discussion

By combining transcriptomics and metabolic profiling, we detected reprogramming of metabolism, such as glutamine metabolism in GC-deficient *fdx1b*^*−/−*^ mutant larvae. In line with this observation, glutamine concentrations were increased in *fdx1b*^*−/−*^ mutant larvae. Due to the relevance of glutamine for several linked metabolic pathways [13] which were also affected in *fdx1b*^*−/−*^ mutants, we further characterised these pathways in the zebrafish model. Notably, we provide the first spatio-temporal characterization of the zebrafish glutaminase and glutamine synthetase genes at embryonic/larval stages, whereas some data on the synthetases are available in adult zebrafish [14]. Thus, our analysis provides a valuable source for future investigation into the role of glutamine in cancer development and growth [2,13] using the zebrafish model [51,80]. Importantly, *gls2a* and *gls2b* were the only differentially expressed genes in glutaminolysis or synthesis in *fdx1b*^*−/−*^ mutants, and were also responsive to GC treatment. This finding supports the GC dependent regulation of the diurnal transcription of *gls2a* [74], and the relevance of regulation of glutaminolysis by GCs. The GC dependent regulation of *gls2a* and *gls2b*, and the fact that zebrafish are not self-feeding at the examined stages, strongly suggests that increased glutamine levels in *fdx1b*^*−/−*^ mutant larvae are likely to be caused by impaired glutaminolysis rather than by impaired glutamine synthesis.

Importantly, data on global metabolic changes in patients with adrenal insufficiency are limited. Our clinical data obtained from patients with primary adrenal insufficiency indicate metabolic alterations similar to observed changes in our *fdx1b*-deficient larval model. However, plasma of untreated patients does not show the major accumulation of glutamine detected in *fdx1b*^*−/−*^ mutants. As glutamine metabolism involves several organs [73], the difference may be due to the larger set of tissues analysed in the whole larval extracts, but could also reflect species-specific differences in, for example, nitrogenic waste excretion [72]. Nevertheless, eight other amino acids showed lower plasma concentrations in untreated patients, and five of these were also lower in untreated *fdx1b*^*−/−*^ mutants compared to DEX treatment. Furthermore, two of these amino acids were also changed in plasma samples of congenital adrenal hyperplasia (CAH) patients under GC replacement therapy [3]. Asparagine and methionine were lower in patients with CAH treated with lower GC doses than in those receiving high doses of GC. Furthermore, the purine inosine was increased in patients receiving low dose GC treatment [3]. This correlates with the observed metabolic and broad transcriptional as well as post-transcriptional up-regulation of purine metabolism observed in untreated *fdx1b*^*−/−*^ mutants. Of note, the metabolic alterations in patients with primary adrenal insufficiency show greater overlap with those seen in the *fdx1b*^*−/−*^ mutant than with those in *rx3* mutants. This observation indicates that such changes may be specific to primary adrenal insufficiency as opposed to conditions associated with secondary adrenal insufficiency. Overall, by determining metabolic alterations most likely specific to primary adrenal insufficiency, our study expands the understanding into metabolic changes in patients with primary GC deficiency. Furthermore, overlapping alterations in larvae validate *fdx1b*^*−/−*^ mutant as a model for metabolic features of primary adrenal insufficiency.

To explore potential changes between primary and secondary adrenal insufficiency, we compared our results from the *fdx1b*^*−/−*^ mutant with our previously published data set of *rx3* strong mutants [74], which represents a model of secondary adrenal insufficiency. This analysis showed clear differences in changed gene expression in the two systems consistent with the different causes of GC deficiency. Down-regulation of ACTH target gene expression and steroidogenic genes expression in the ACTH-deficient *rx3* strong model, in contrast to the up-regulation observed in *fdx1b*^*−/−*^ mutants, support the notion that these different lines represent models of secondary and primary adrenal insufficiency, respectively. Furthermore, we found striking differences in the metabolic profiles between the *rx3* strong and *fdx1b*^*−/−*^ mutants. This includes glutathione metabolism, which was the most affected pathway in *fdx1b*^*−/−*^ mutants. The observed changes in glutathione metabolism suggest altered levels of oxidative stress, which have been implicated in pathogenesis by leading to metabolic dysfunction [46] or DNA lesions [69]. The up-regulation of *Gst* genes and Nrf2 target genes, as well as changes in GSH/GSSG ratio and taurine concentrations provide further evidence of increased oxidative stress in *fdx1b*^*−/−*^ larvae.

The altered oxidative stress response in *fdx1b*^*−/−*^ mutants is expected to be caused by the lack of GCs. This appears surprising in light of observations that GC excess increases reactive oxygen production and suppresses the Nrf2 mediated antioxidant response by silencing Nrf2 target genes [1,43]. These effects result in increased oxidative stress and have been suggested to be a key mechanism for the adverse effect of GCs. The increased transcript levels of the Nrf2 target gene *fth1* in the *fdx1b*^*−/−*^ mutant larvae were restored by GC replacement suggesting a regulatory role of GCs in the oxidative stress response in zebrafish larvae. However, the detected changes in GSH/GSSG ratio and taurine levels were only partially restored by GC replacement. Furthermore, the vast majority of Nrf2 target genes and genes of glutathione metabolism showed opposing transcriptional patterns between the GC-deficient *fdx1b*^*−/−*^ and *rx3* strong mutants, and thus the altered oxidative stress levels in *fdx1b*^*−/−*^ mutants cannot solely be explained by the lack of GCs. Given that steroid hormone synthesis is one of the main contributors to the production of reactive oxygen species in mitochondria [65], it is tempting to speculate that the detected increase in oxidative stress in the *fdx1b*^*−/−*^ mutant is a consequence of an increased electron leakage due to insufficient Fdx1b-mediated electron transfer during steroidogenesis. This assumption is supported by reports in rodents and human showing that defects in nicotinamide nucleotide transhydrogenase (*NNT*), a gene that is involved in the maintenance of the mitochondrial redox homeostasis, leads to disturbances in adrenal redox status and increased levels of oxidative stress [55,56,78]. Overall, it appears that GCs modulate the antioxidant response, but GC deficiency might not directly lead to oxidative stress.

Although some evidence suggests GC-dependent post-transcriptional gene regulation in immune system and anti-inflammatory pathways [70], the wider understanding of post-transcriptional regulation of metabolic pathways by GCs remains elusive. Our study identified *de novo* purine synthesis as a metabolic pathway affected in *fdx1b*^*−/−*^ mutants. We demonstrated the GC-dependent post-transcriptional regulation of two key enzymes in this pathway, *paics* and *atic*. The pharmacological inhibition of Gls revealed a correlation between regulation of *paics* with changes in glutamine or glutamine-linked pathways. This is in line with previous observations that glutamine can induce *paics* expression in human lung cancer cell lines [31]. However, glutamine levels *per se* seem not to induce *paics* mRNA levels, as YAP transgenic zebrafish which exhibit also increased glutamine levels [12] show repressed *paics* mRNA levels. Why is *paics* expression differentially affected in the two conditions of glutamine accumulation? The first committed and rate-liming entry of glutamine into *de novo* purine biosynthesis is catalysed by *phosphoribosyl pyrophosphate amidotransferase* (*ppat*) [62]. 

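In wild-type sibling replicates 1, 2 and 3, *ppat* was at 19.7, 17.4 and 22.2 CPM and *paics* at 66.1, 54.5 and 79.0 CPM. In *fdx1b*-/- replicates 1, 2 and 3, *ppat* was at 30.8, 30.6 and 29.8 CPM and *paics* at 360, 319 and 362 CPM. The 6 pools form 2 separate clusters of 3 by genotype for both genes, so no pooled correlation is given, and 3 pools per genotype are too few to test one within a genotype. In the siblings the order of the 3 pools was the same for both genes. In the mutants it was not.

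**Figure D2:**
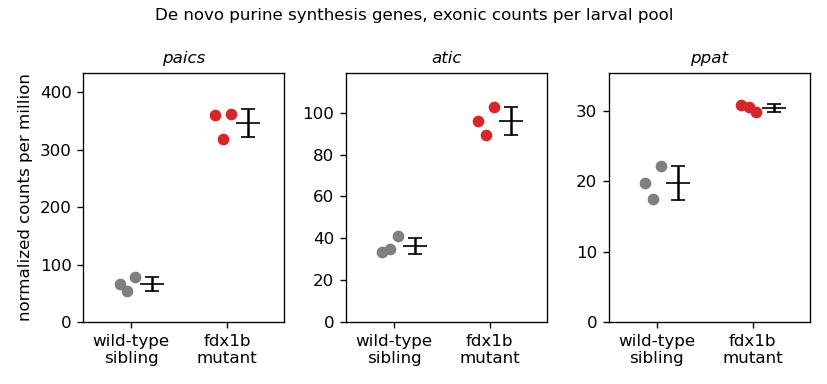
Normalized counts (CPM) of *paics*, *atic* and *ppat* in the 3 wild-type sibling pools and the 3 *fdx1b*-/- pools, each point 1 pool of 20 larvae and each bar the mean with its SD, on axes that start at 0. For *ppat* the sibling pools sit between 17.4 and 22.2 CPM and the *fdx1b*-/- pools between 29.8 and 30.8 CPM.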

Expression of this enzyme positively correlates with *paics* mRNA levels in YAP transgenic (*p* = .0502) and *fdx1b*^*−/−*^ mutants (*p* = .0006). Thus, lower expression of *ppat* in YAP transgenics may limit glutamine flux into the purine biosynthesis pathway, while glutamine flux would be increased in *fdx1b*^*−/−*^ mutants. This observation suggests that the flux of glutamine into *de novo* purine synthesis rather than absolute glutamine concentrations are most likely linked to *paics* mRNA stability.

In contrast, post-transcriptional regulation of *atic* appears to be glutamine-independent. miRNAs are key molecules for post-transcriptional regulation [34], and are promising candidates in the regulation of *paics* and *atic*. Indeed, several miRNAs have been shown to regulate glutamine metabolism through targeting glutaminase expression [27,52,66] and may thereby affect the purine biosynthesis pathway genes. In our study, we have identified the miRNA *dre-mir-2192* as being differentially expressed in *fdx1b*^*−/−*^ mutants. Importantly, *dre-mir-2192* has been predicted to target metabolism in fish species [39]. A murine deletion model of DICER shows only a slight decrease in both transcription and mRNA abundance of *paics.* The high correlation of mRNA and pre-mRNA levels supports the assumption that the observed post-transcriptional changes of *paics* in *fdx1b*^*−/−*^ mutants are driven by a miRNA-independent mechanism. *atic* shows an opposing profile as mRNA levels drop to a higher extent in DICER KO mice than those of pre-mRNA, suggesting that miRNAs are involved in the post-transcriptional stabilization of *atic* mRNA. However, a potential direct regulation of *atic* by *dre-mir-2192* would be rather surprising, as *dre-mir-2192* would have to act through a yet undescribed mechanism stabilizing the transcript rather than targeting it for degradation. Alternatively, the regulation of *atic* by miRNAs might be indirect, for example, involving the destabilization of another regulator of *atic*, which then allows for stabilization of *atic* transcript levels. Such regulators inducing mRNA decay have been described in the context of GCs [15,61] and the nutrient sensing mTOR pathway [47]. Intriguingly, *dre-mir-2192* shares a seed match with *atic* but not *paics* at the 3’UTR [48]. Future work will be required to understand whether and how miRNAs regulate the post-transcriptional regulation of *atic*. Overall, our identification of GC mediated post-transcriptional regulation of the *de novo* purine synthesis pathway defines new research questions aiming at a detailed mechanistic understanding of the interconnections between GC signalling, glutamine metabolism and miRNA regulation.

In conclusion, our work provides a detailed characterization of the *in vivo* consequences of a disrupted ferredoxin system and GC deficiency on metabolism at a transcriptional, post-transcriptional and metabolite level. Based on our characterization of two GC-deficient mutants, we propose that the *fdx1b*^*−/−*^ and *rx3* strong mutant have translational capacity for future investigations into the pathogenesis of primary and secondary adrenal insufficiency. Given that zebrafish is a well-known model organism for performing high-throughput screenings, future applications of both models might include screenings to identify compounds that specifically target the metabolic differences between patients with primary and secondary adrenal insufficiency.

The following are the supplementary data related to this article.

Table S1 Protein sequences for the generation of the phylogenetic tree Table S1

Table S2 qRT-PCR primers used for the transcriptional analysis Table S2

Table S3 PCR oligo sequences used for the generation of the whole-mount *in situ* probes Table S3

Table S4 Metabolic profiling results and stats Table S4

Table S5 RNA-Seq data *fdx1b*^*−/−*^*vs.* siblings Table S5

Table S6 RNA-seq data *rx3* strong *vs.* weak Table S6

Table S7 Gene set enrichment analysis based on the curated gene sets (C2) from MSigDB Table S7

Supplementary material Image 1

# Supplementary material for: Glucocorticoid deficiency causes transcriptional and post-transcriptional reprogramming of glutamine metabolism
**Source:** eBioMedicine. 2018 Sep 26;36:376–89. doi: 10.1016/j.ebiom.2018.09.024
**Supplement:** Supplementary file 8 — Supplementary material

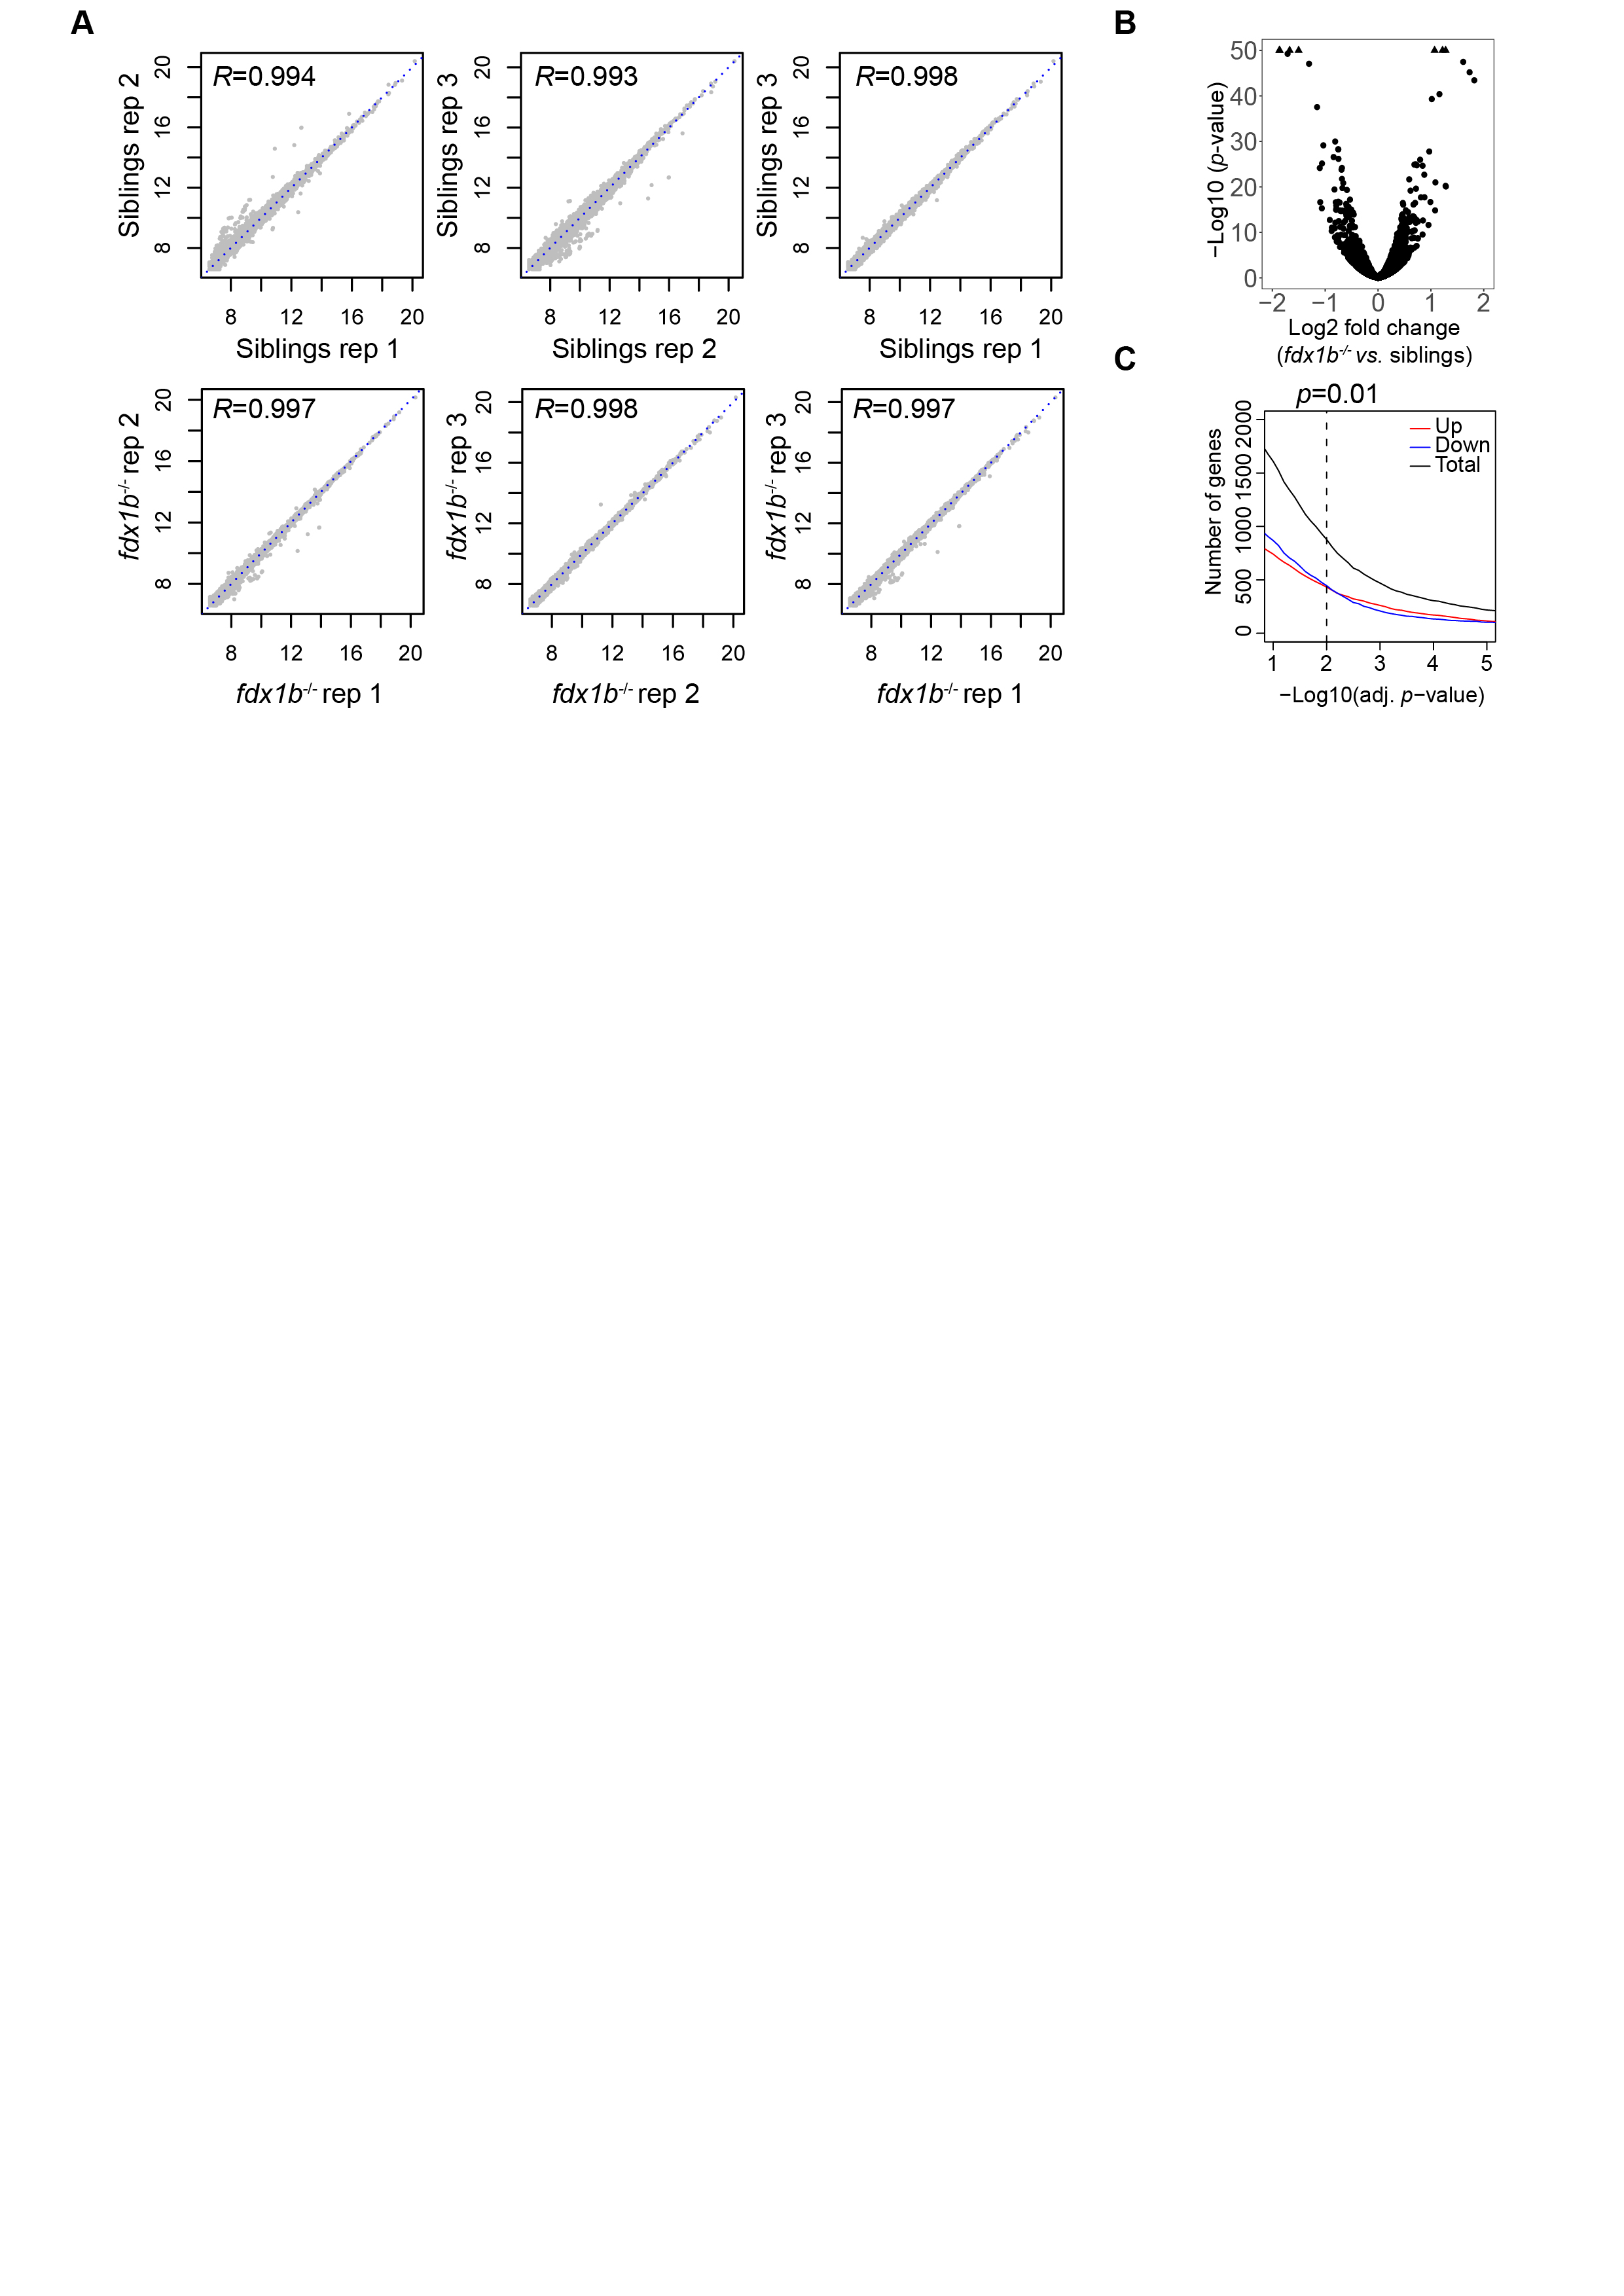

**Figure S1. Quality assessment of the *fdx1b^-/-^* larval RNA-seq study**

(A) Reproducibility of biological replicates (rep) of *fdx1b^-/-^* mutant and wild-type larval samples. Log2 of total normalized counts. *R* indicates Pearson correlation at the top of each panel. (B) Volcano plot of differences in mRNA expression between *fdx1b^-/-^* and wild-type siblings. (C) Number of differentially expressed genes in *fdx1b^-/-^* mutant larvae plotted against the adjusted *p*-value. Up-regulated genes in red; downregulated genes in blue; all differentially expressed genes in black.

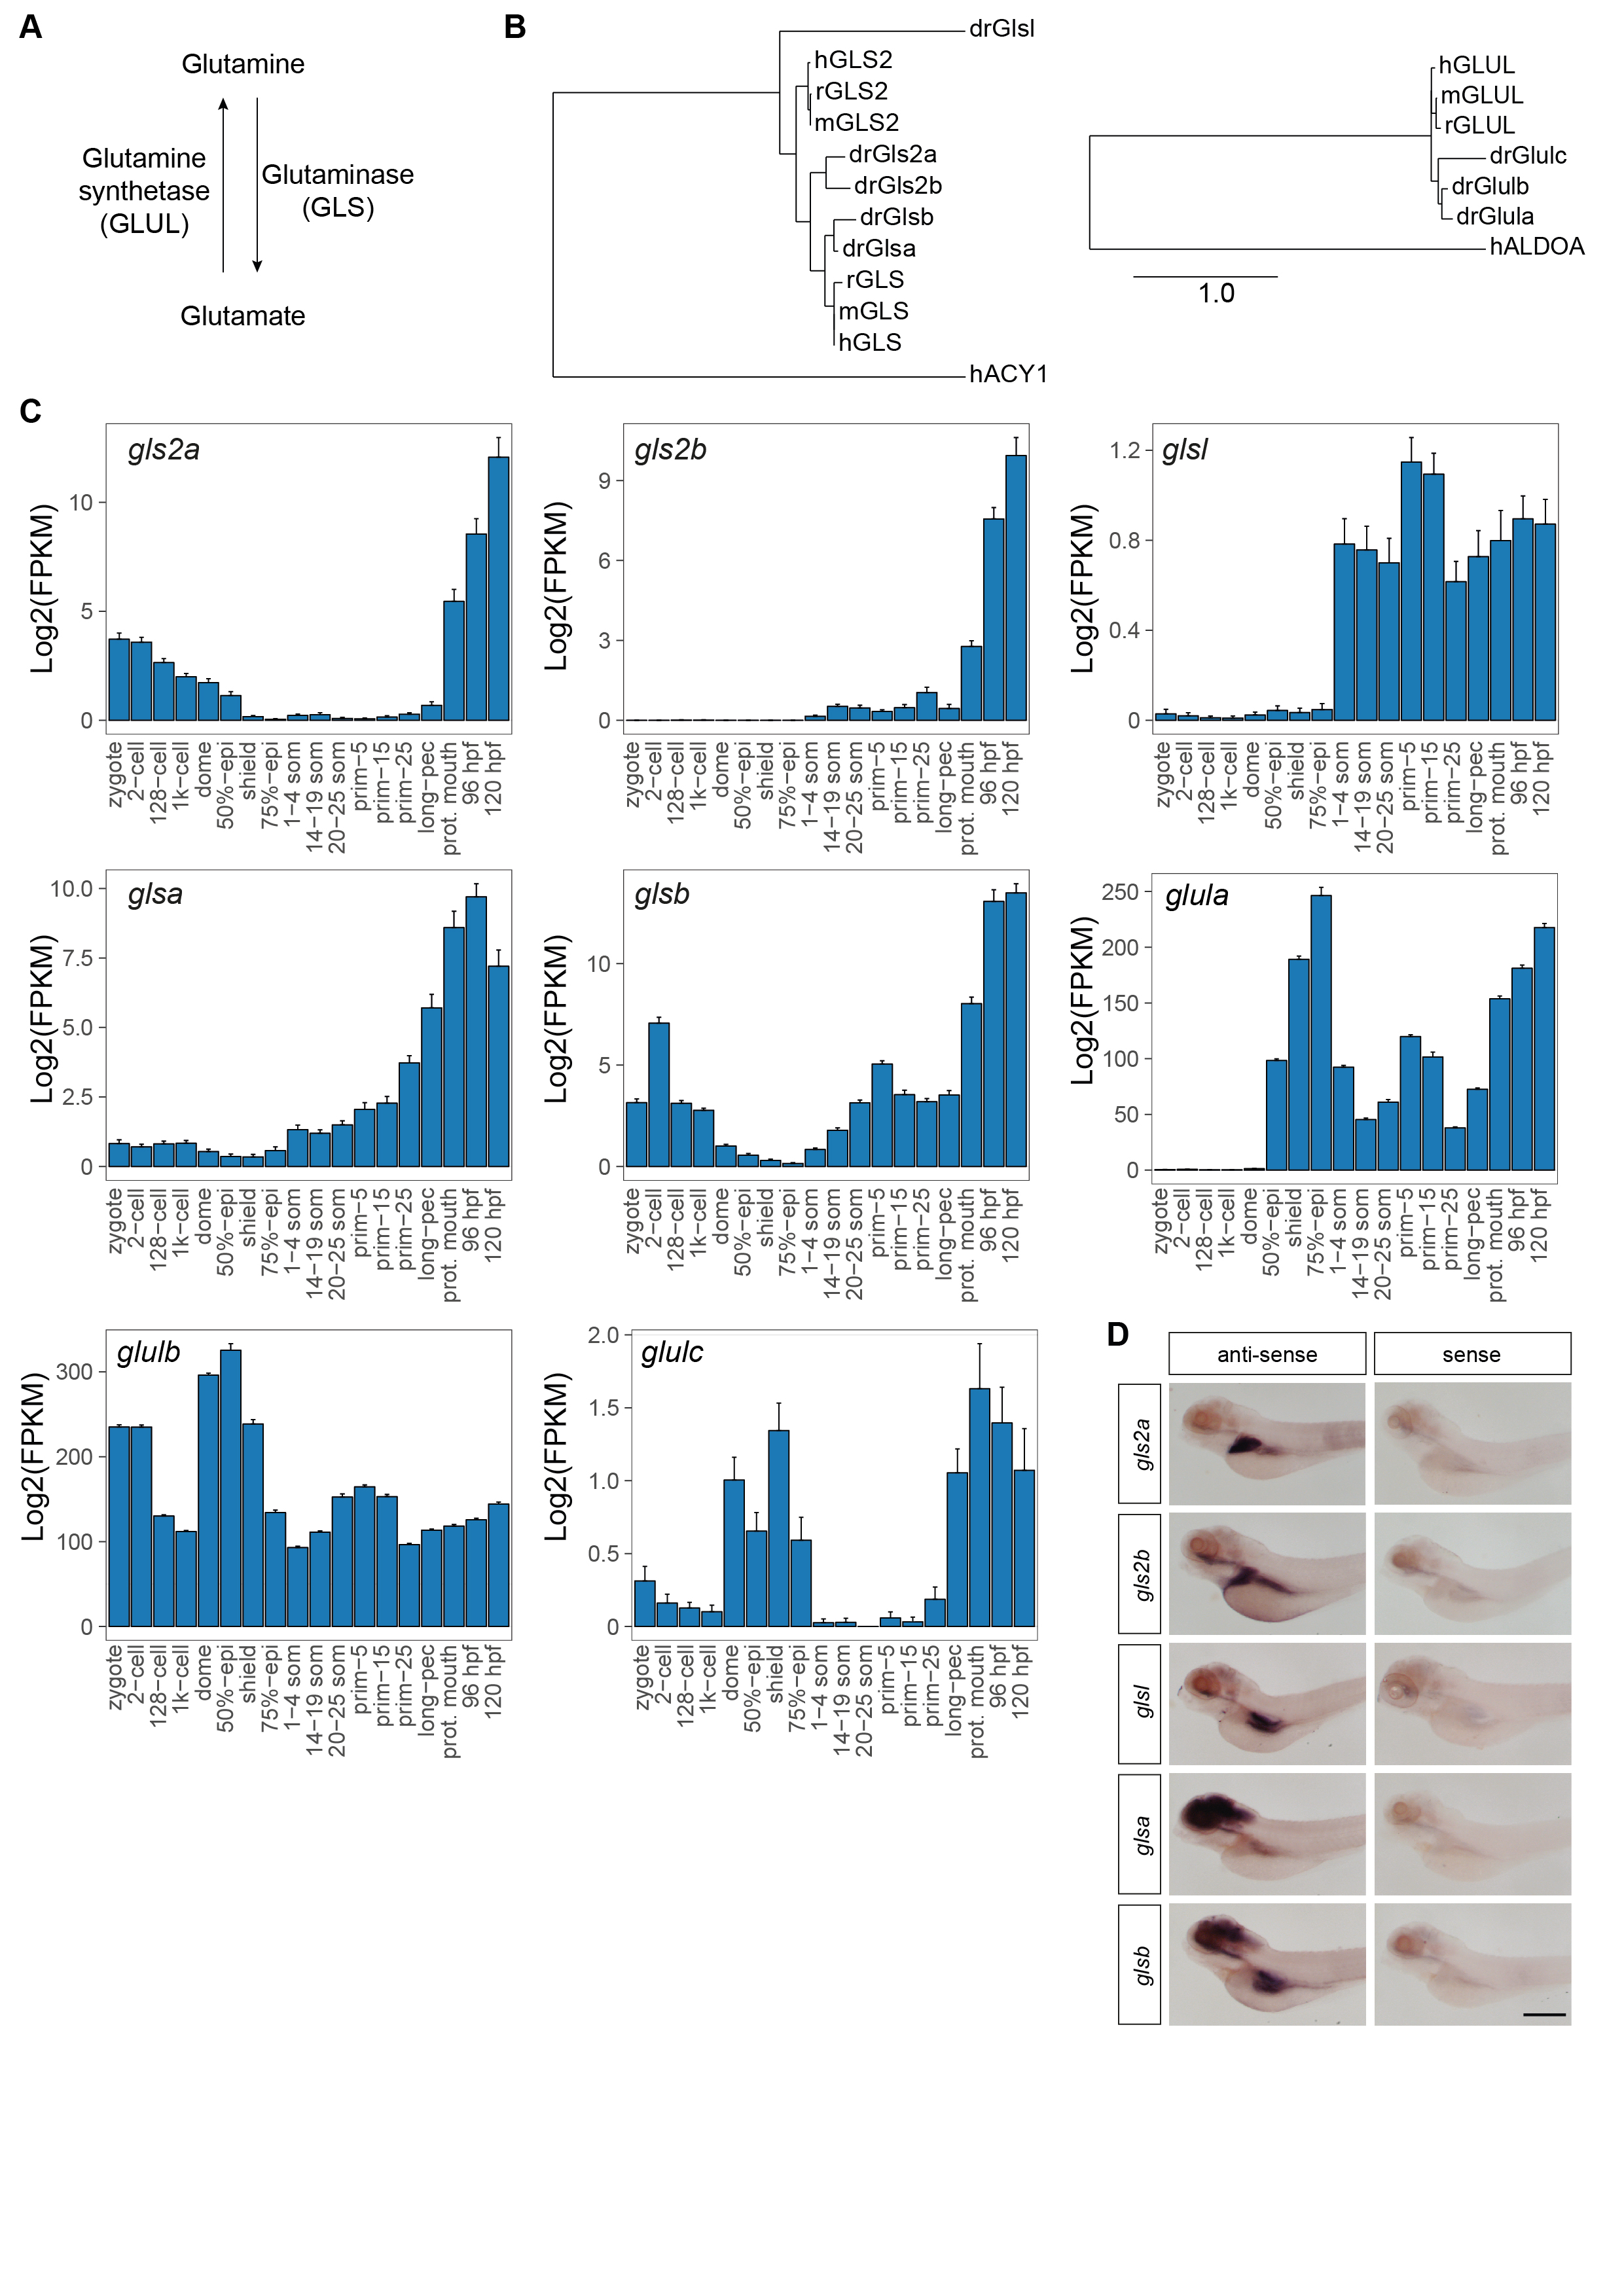

**Figure S2. Glutamine metabolism in vertebrates.**

(A) Schematic illustrates glutamate metabolism in humans. (B) Phylogenetic analysis of the glutamine synthetase (GLUL) and glutaminase (GLS, GLS2) proteins in human (h), mouse (m), rat (r) and zebrafish (dr). Aminoacylase 1 (ACY1) and aldolase A (ALDOA) were used as outgroups. (C) Reanalysis of a previously published RNA-seq study (1) showing expression of the zebrafish glutaminases (*gls2a*, *gls2b*, *gls3, glsa, glsb*) and glutamine synthetase genes (*glula, glulb, glulc*) in wild-type embryos/larvae during development. Abbreviations: epi, epiboly; som, somites; prim, primordium; prot, protruding; hpf, hours post-fertilization. (D) Whole-mount *in situ* hybridization of the glutaminase transcripts (*gls2a*, *gls2b*, *gls3*, *glsa*, *glsb*) in wild-type larvae at 120 hpf. Images are a representative example of the whole-mount *in situ* hybridization stainings (n = 20). Scale-Bar: 0.2 mm.

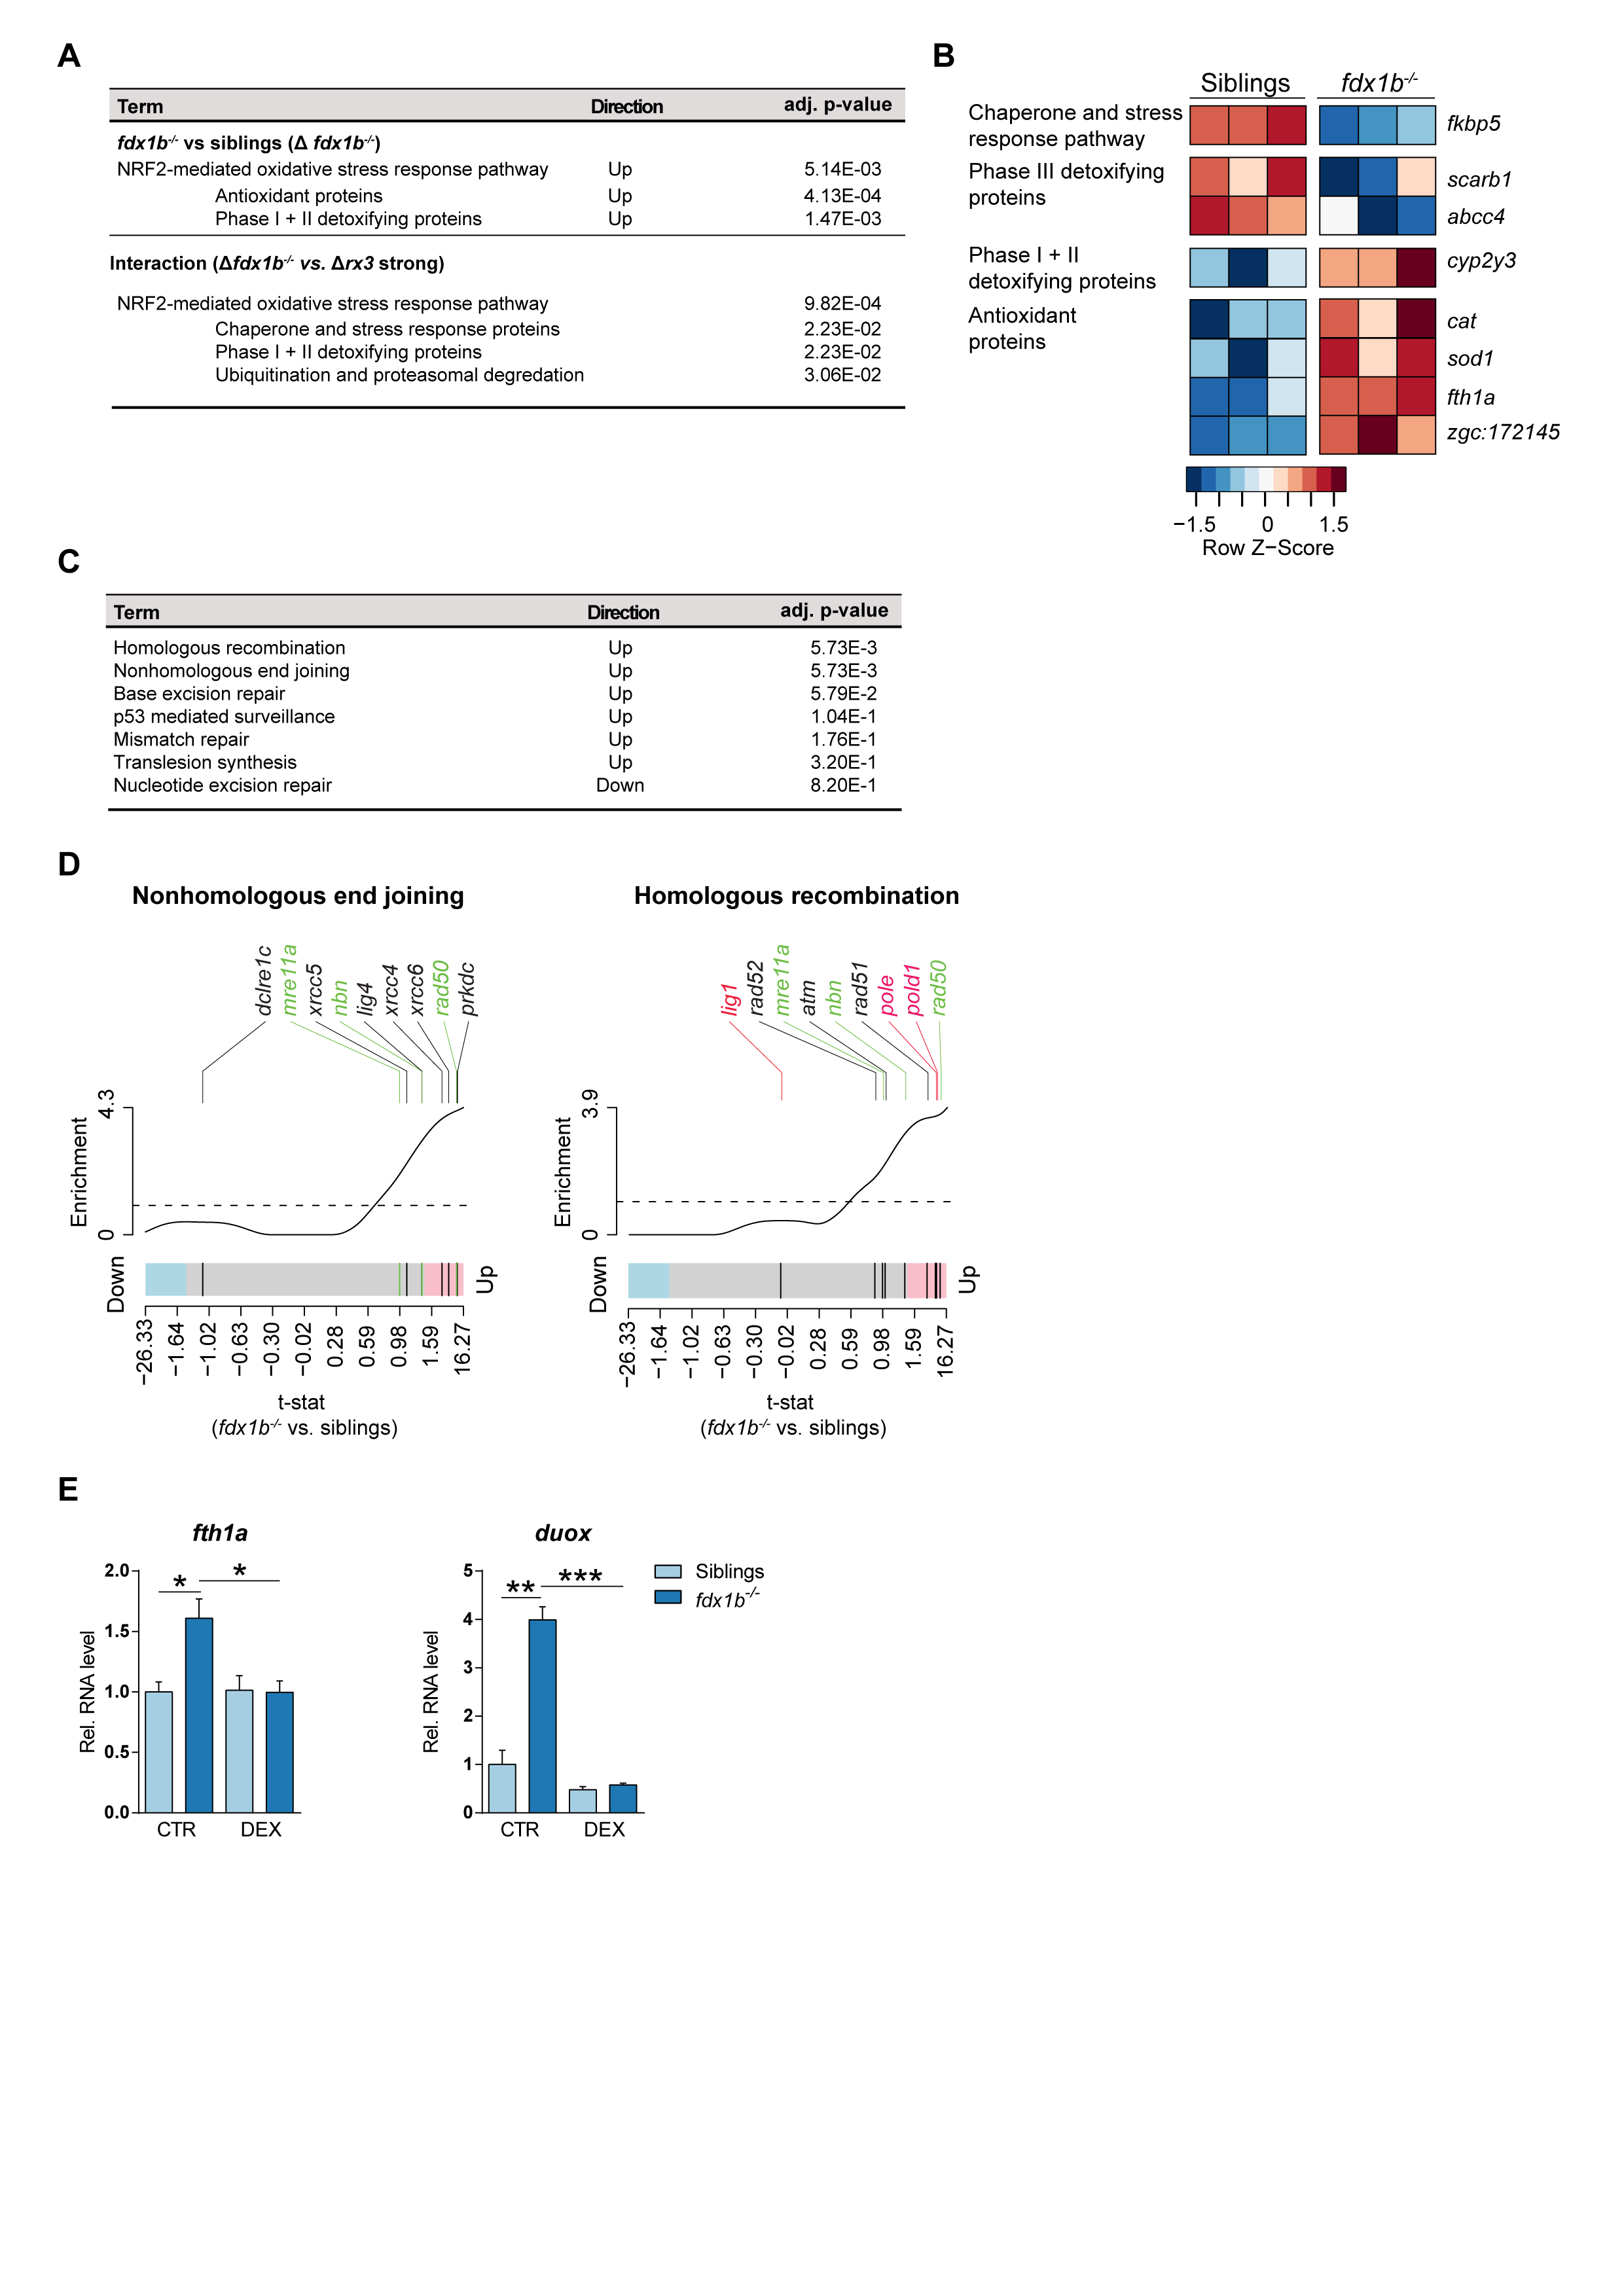

**Figure S3. Transcriptional analysis of Nrf2 and DNA repair pathways in *fdx1b^-/-^* mutants.**

(A) Gene-set enrichment of differentially expressed oxidative stress-responsive genes. (B) Heatmap represents the differentially expressed Nrf2-mediated oxidative stress-responsive genes in *fdx1b^-/-^* mutant larvae. The genes are grouped according to their functional category. (C) Gene-set enrichment of differentially expressed DNA repair genes. (D) Barcode plots for DNA repair pathways in *fdx1b^-/-^* mutant larvae in comparison to the wild-type siblings. In green labelled are genes shared between nonhomologous end joining and homologous recombination and in red labelled are genes shared between homologous recombination and base excision repair. (E) qRT-PCR analysis of *fth1* and *duox* in *fdx1b^-/-^* mutant larvae and wild-type siblings (120 hpf) in the absence (CTR) or presence of DEX.

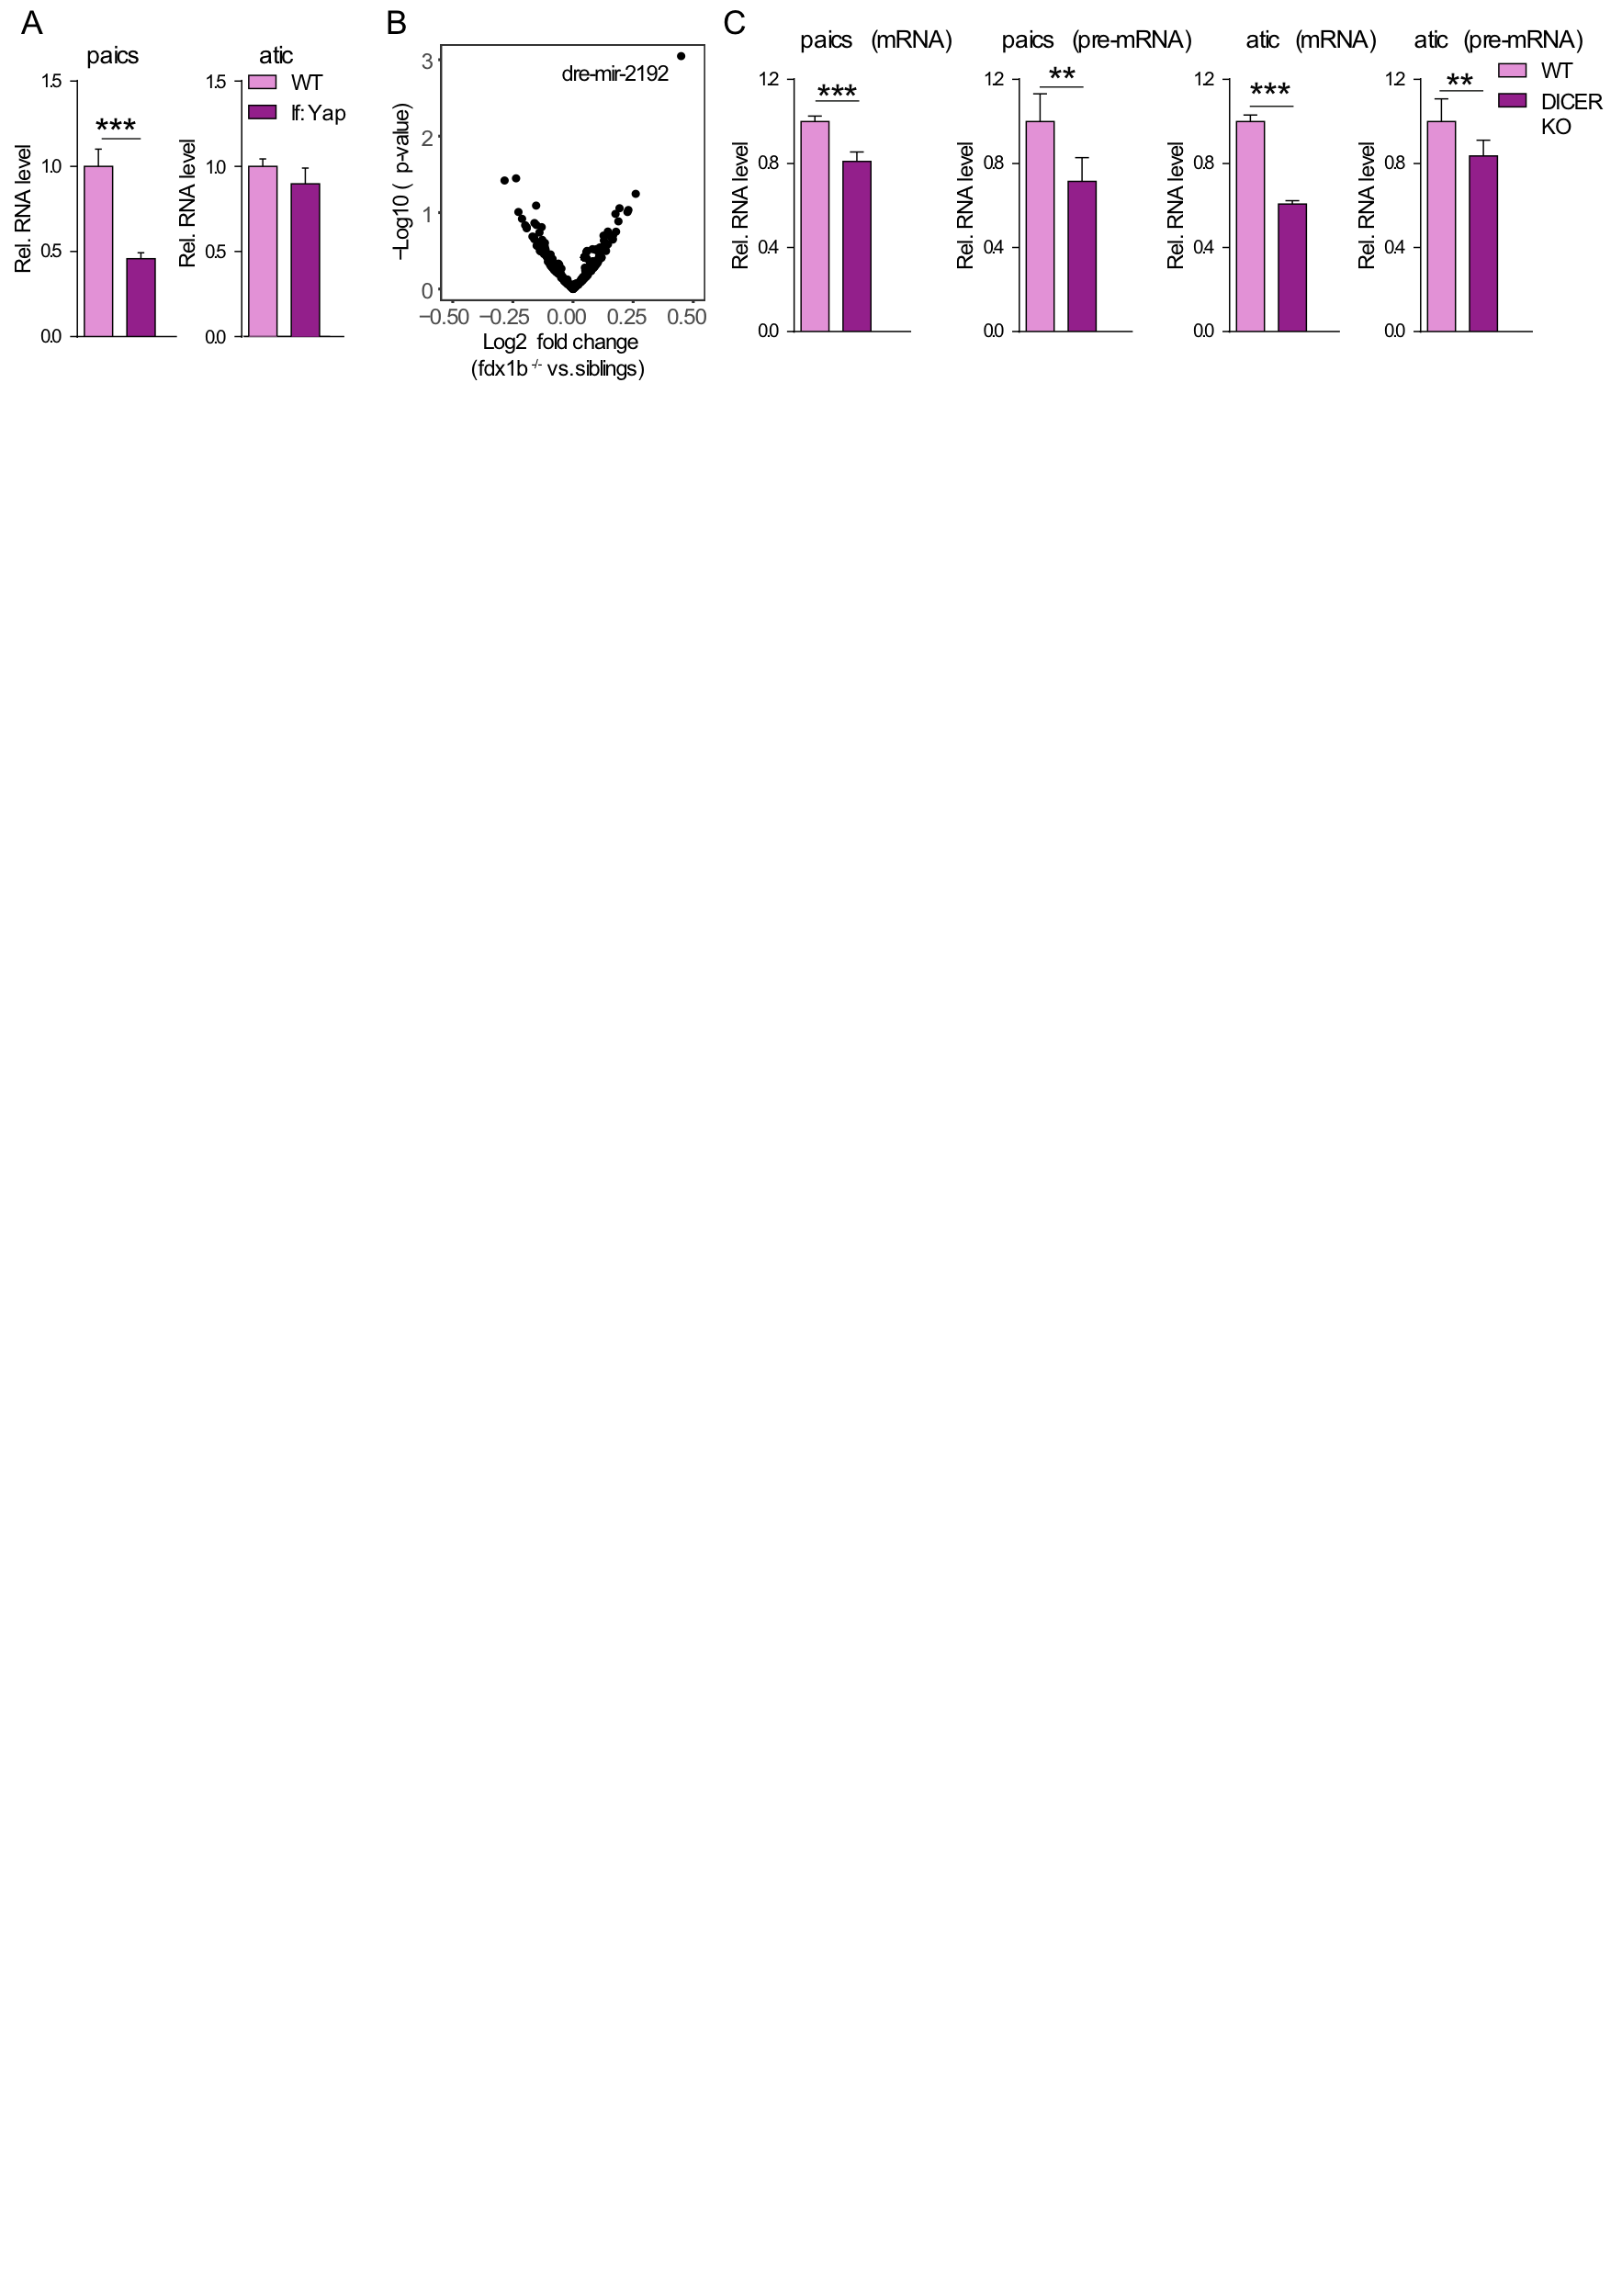
**Figure S4. Potential mechanisms of post-transcriptional regulation of *paics* and *atic* by glucocorticoids.**

(A) mRNA levels of *paics* and *atic* in a zebrafish model of reprogrammed glutamine metabolism (*lf:YAP*) (2). (B) Volcano plot of differences in detected miRNA expression between *fdx1b^-/-^* and wild-type siblings. (C) mRNA and pre-mRNA levels of *paics* and *atic* in a mouse model of liver-specific inactivation of miRNA biogenesis (DICER knockouts (KOs)) (3). Interaction [genotype:region(intron/exon)]: *paics* (*p* = 0.54) and *atic* (*p* = 0.03).

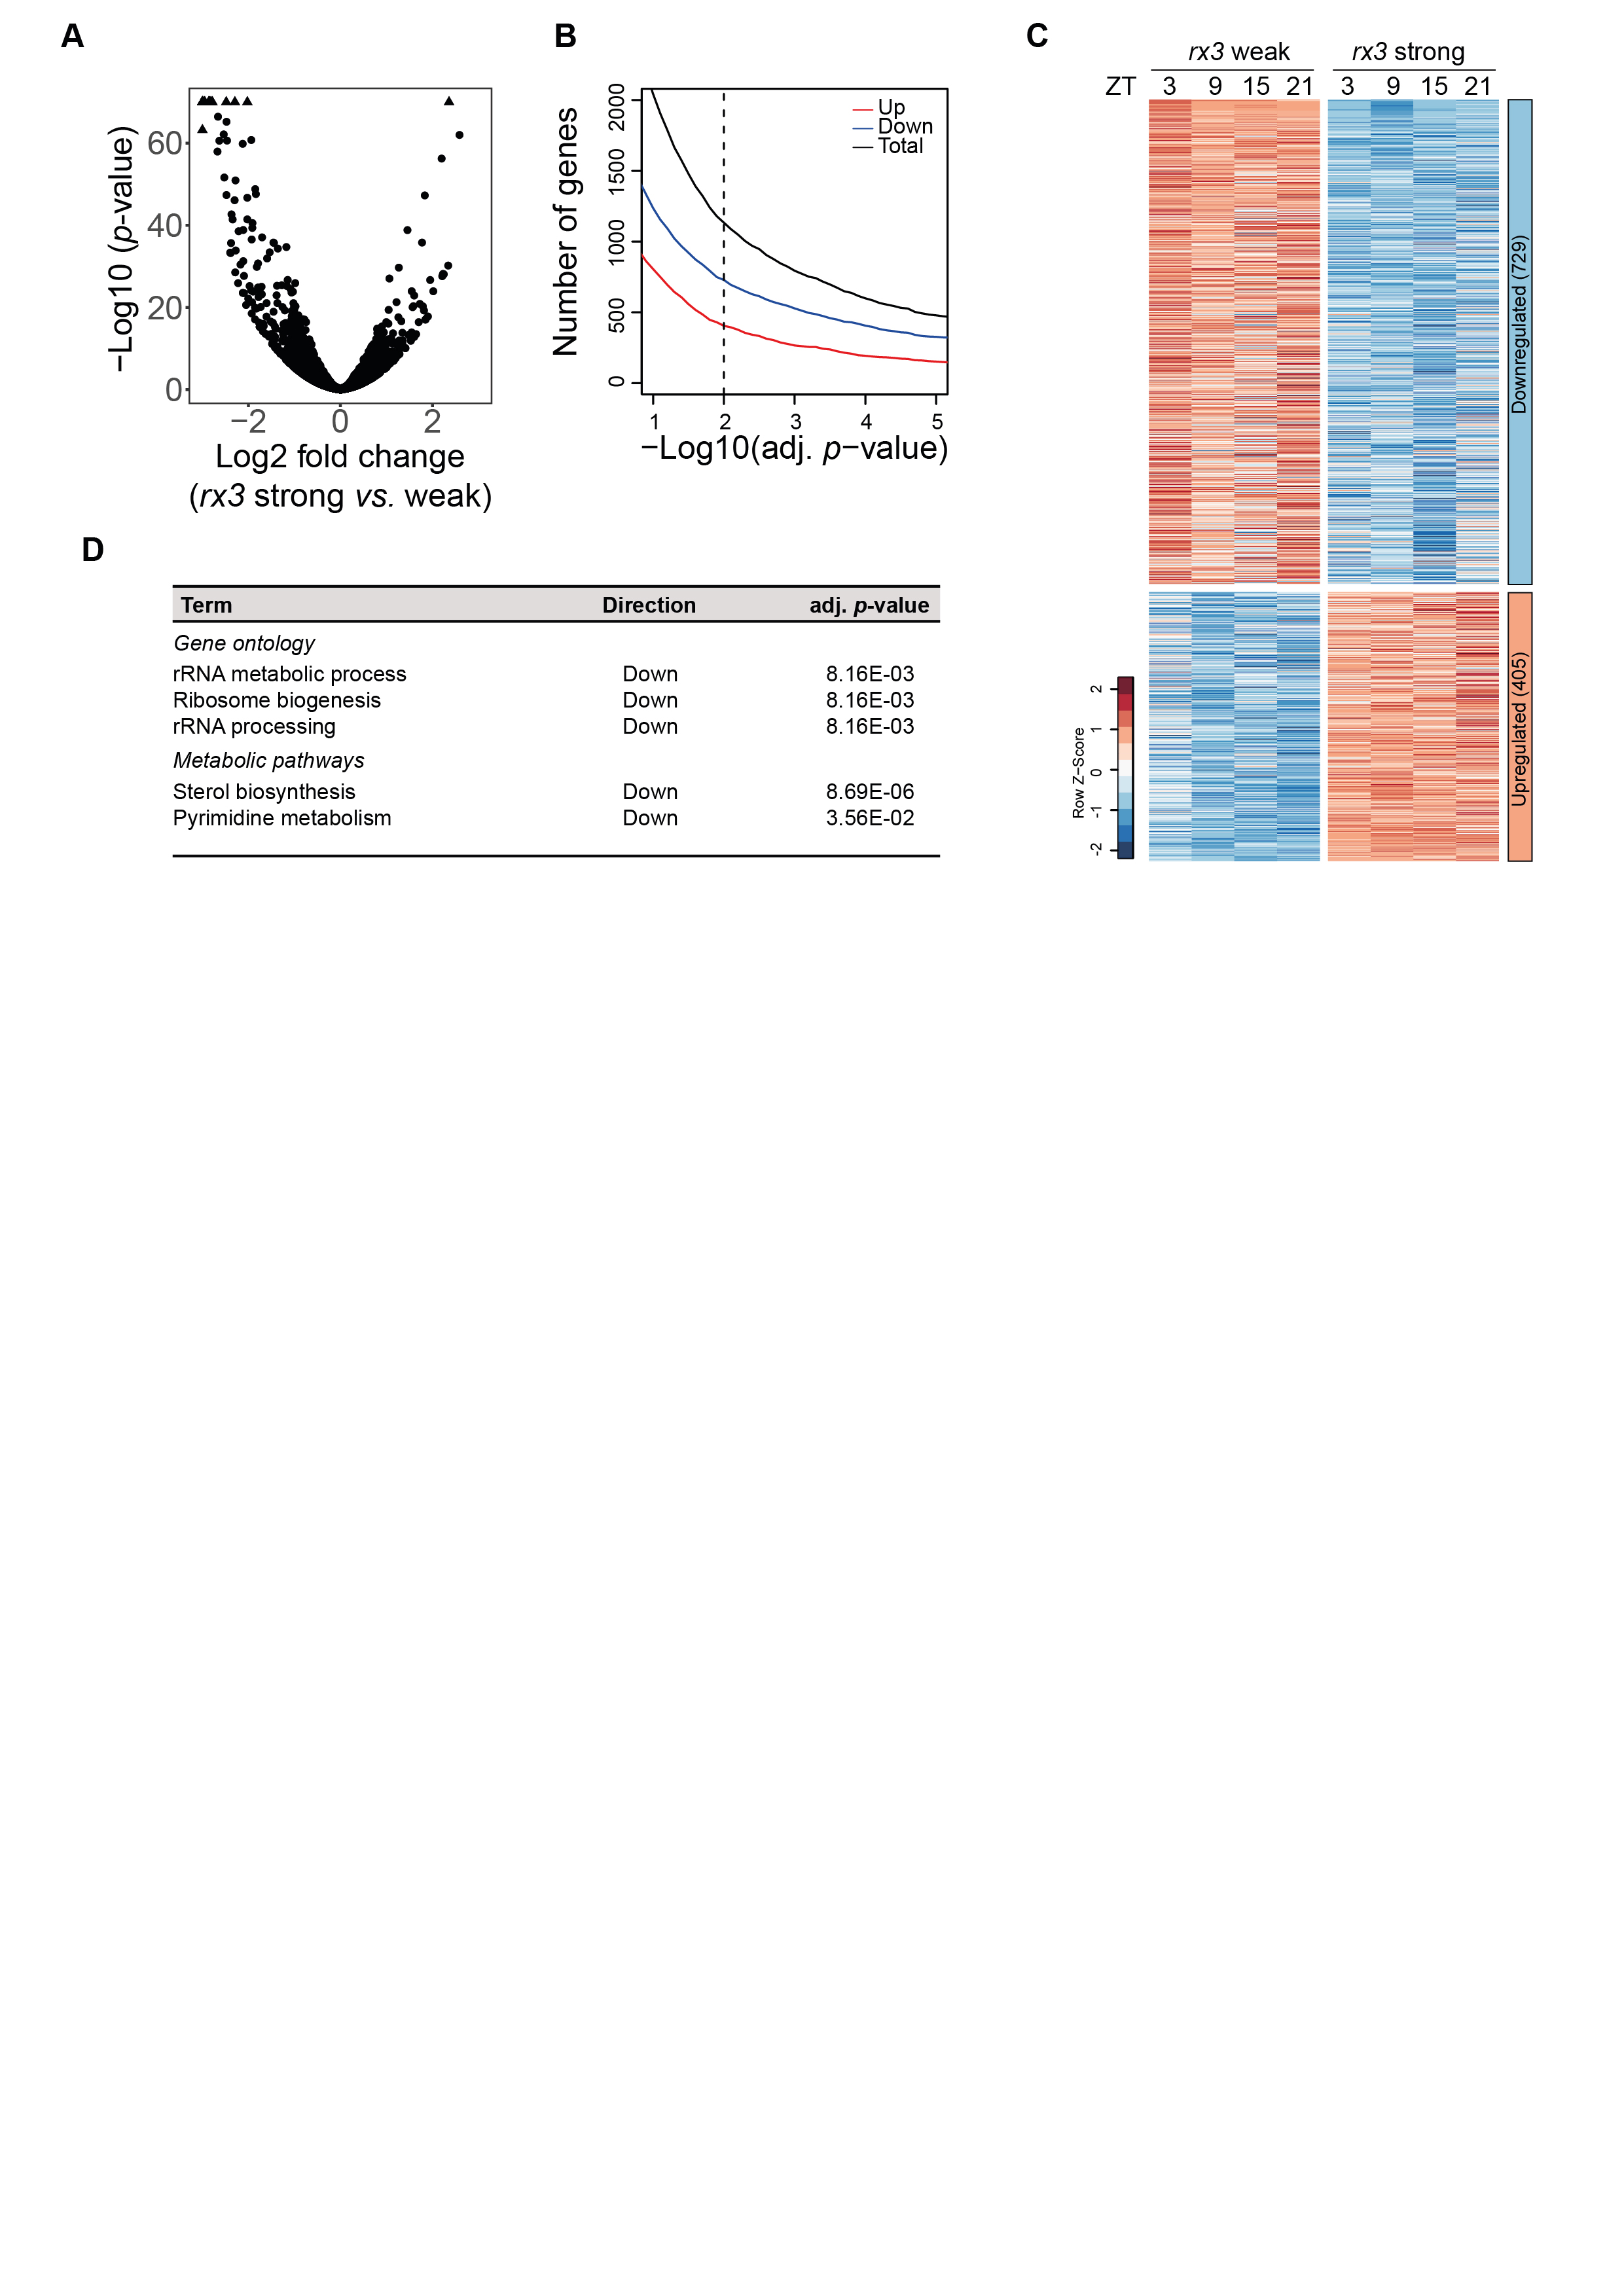
**Figure S5. Differential gene expression in *rx3* larvae as examined by RNA-seq.**

(A) Volcano plot of differences in mRNA expression between *rx3 strong* and *weak* mutant larvae. (B) Number of differentially expressed genes in function of the adjusted *p*-value. (C) Heatmaps of normalized mRNA expression levels of genes in *rx3 weak* and *strong* mutant larvae and wild-type siblings. Red, high expression; blue, low expression. (D) Gene enrichment analysis of differentially expressed genes (*rx3* strong *vs* *rx3* weak larvae). The data for the *rx3* mutants is a reanalysis from our previously published dataset (4).

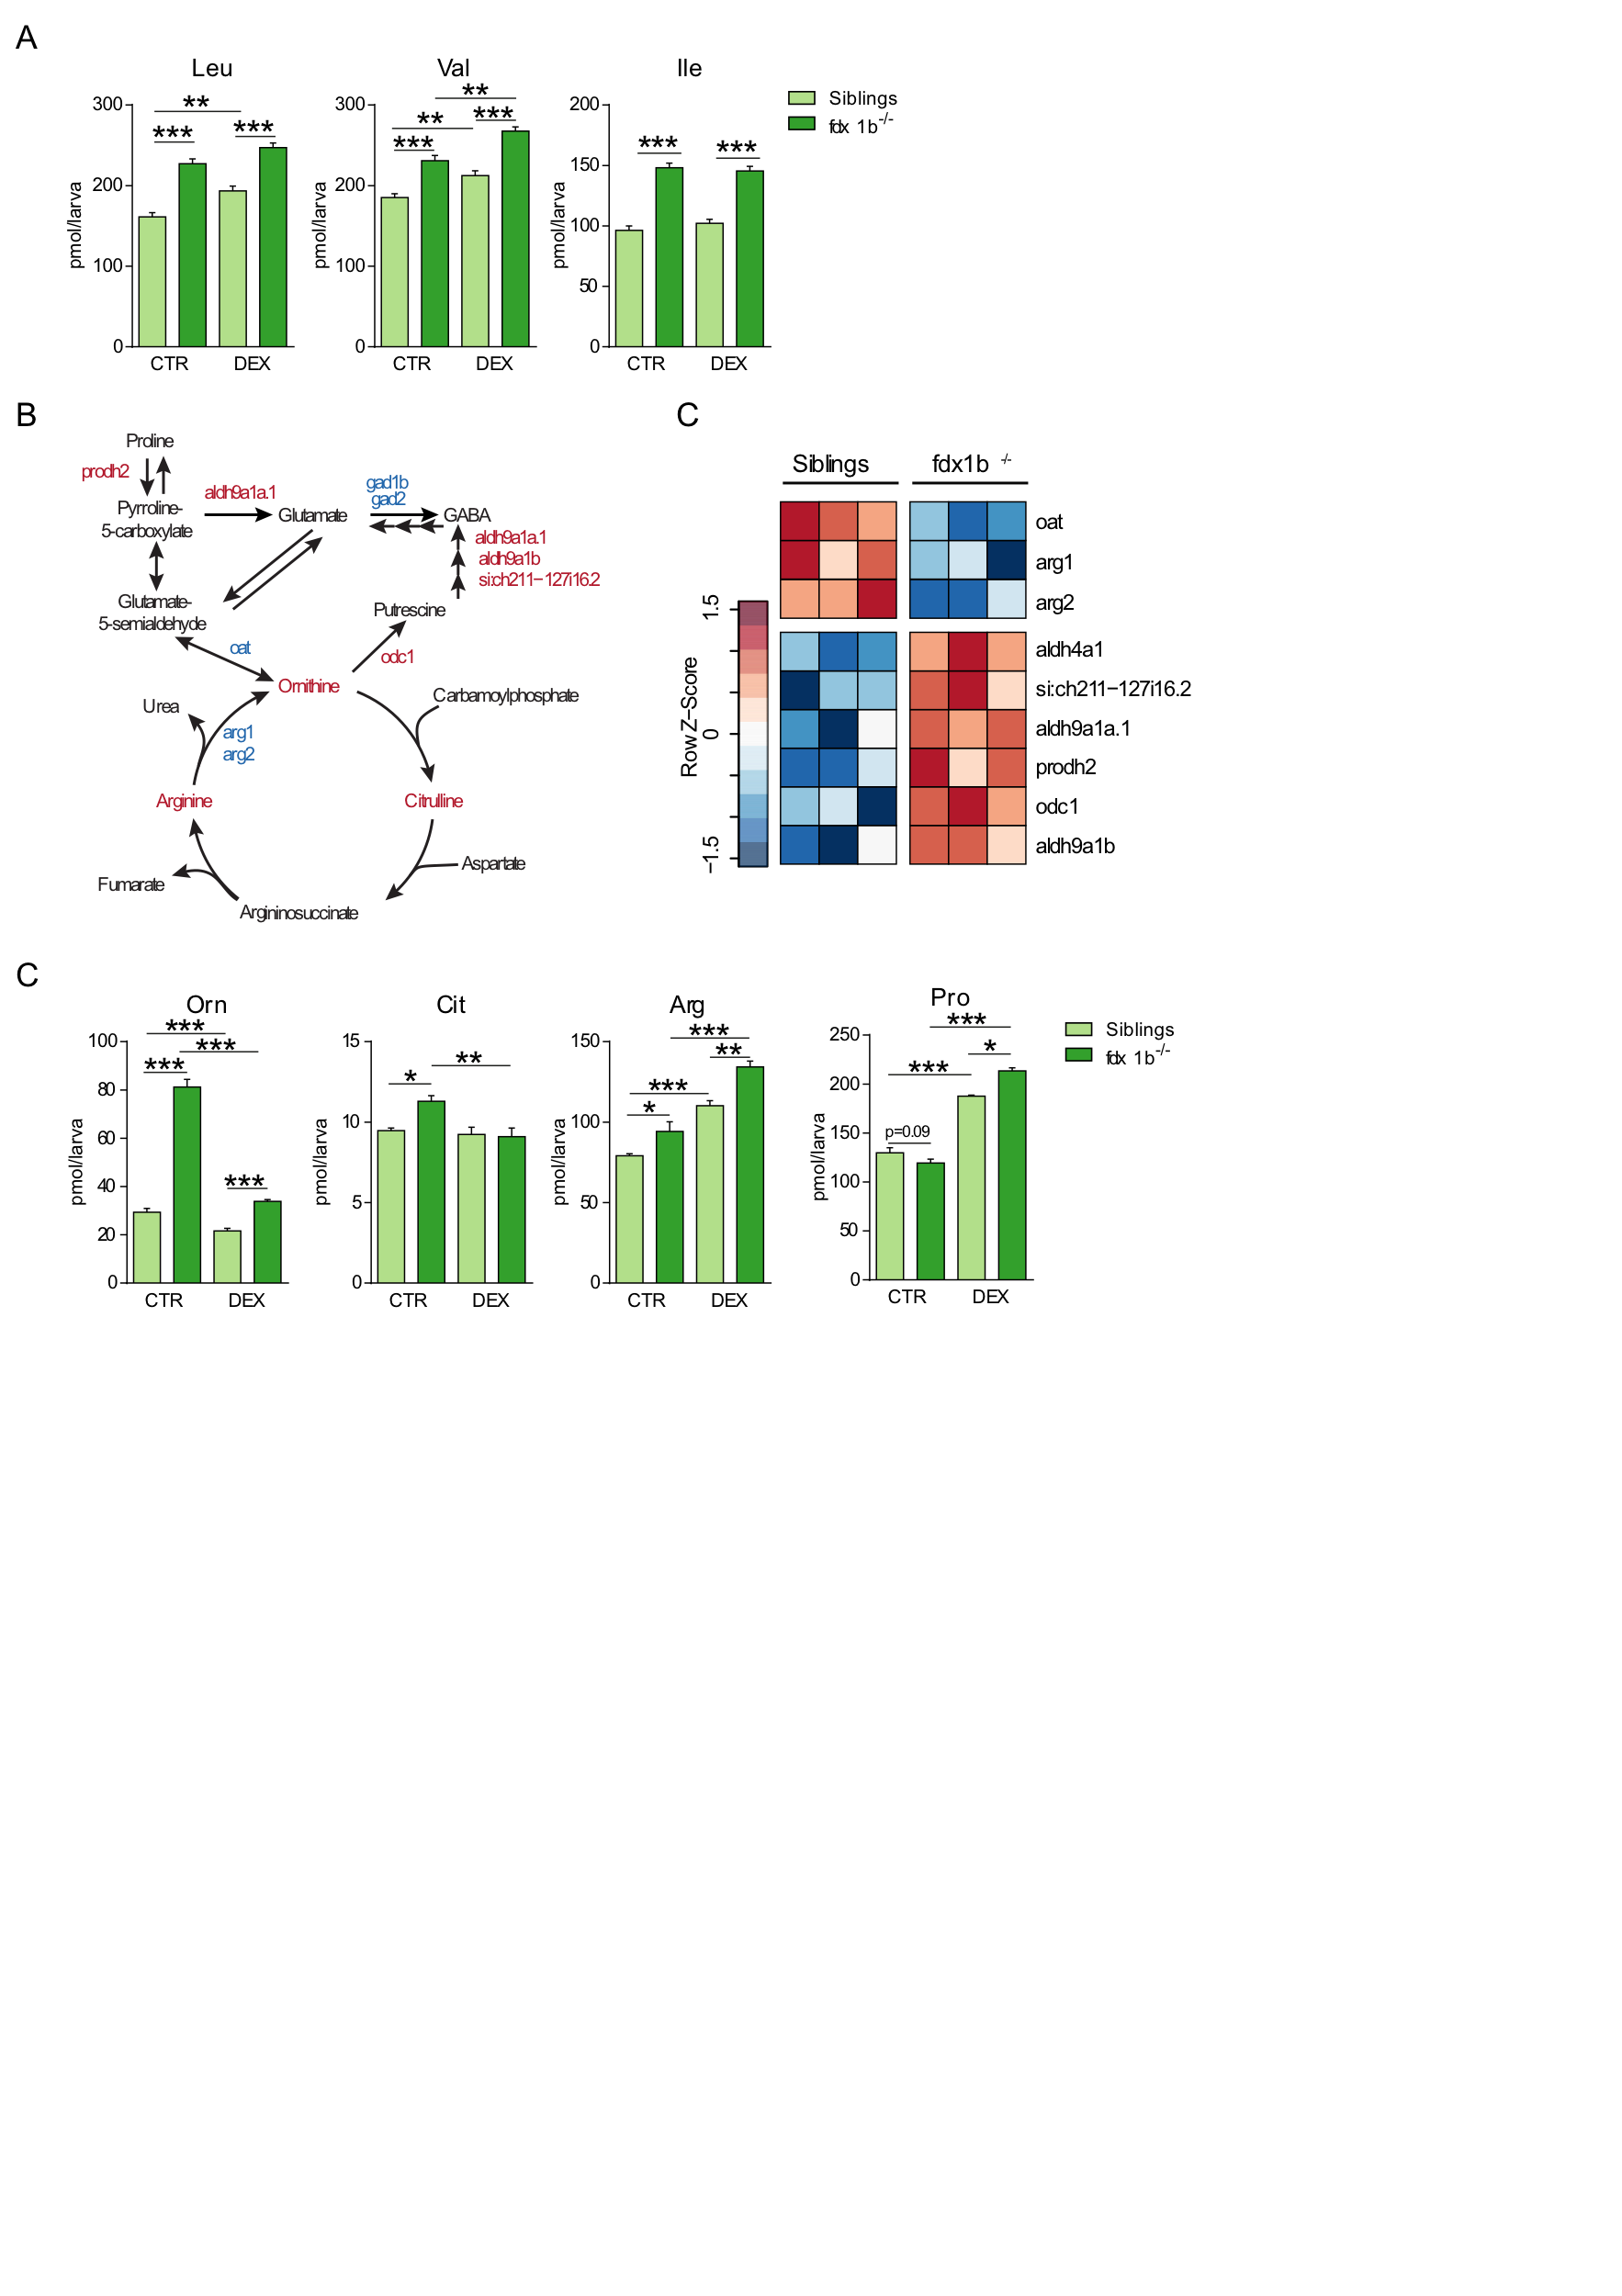

**Figure S6. *fdx1b^-/-^* mutant larvae exhibit alterations in valine, leucine, and isoleucine degradation, and in the ornithine-urea cycle.**

(A) Metabolite levels of leucine (Leu), valine (Val) and isoleucine (Ile) in *fdx1b^-/-^* mutant and wild-type sibling larvae (120 hpf) in the absence [vehicle as a control (CTR)] or presence of dexamethasone (DEX). (B) Schematic illustrates the ornithine-urea cycle. Metabolites and genes of this pathway altered in *fdx1b^-/-^* larvae compared to wild-type siblings are marked in red for up-regulation and blue for down-regulation. (C) Heatmap showing differentially expressed genes of the ornithine-urea cycle in *fdx1b^-/-^* mutant larvae as analysed by RNA-seq. 

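Of the 9 genes of the panel, 8 could be matched to an identifier. The ornithine aminotransferase gene *oat* was the one past the threshold: it fell from 29.3 ± 1.38 to 20.1 ± 0.978 CPM (SD, n = 3), a log2 fold change of -0.54 (SE 0.07, adjusted *p* = 0.0010, edgeR), and passed in 3 of the 6 leave-one-out fits. The arginase genes *arg1* and *arg2* had log2 fold changes of -0.59 (SE 0.14, adjusted *p* = 0.047, edgeR) and -0.30 (SE 0.08, adjusted *p* = 0.052, edgeR). The other 5 genes were above 0, between 0.24 and 0.36, and did not pass.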

(D) UPLC-FLR based analysis of ornithine (Orn), citrulline (Cit), arginine (Arg) and proline (Pro) in *fdx1b^-/-^* mutant and wild-type sibling larvae (120 hpf) in the absence [vehicle as a control (CTR)] or presence of dexamethasone (DEX).

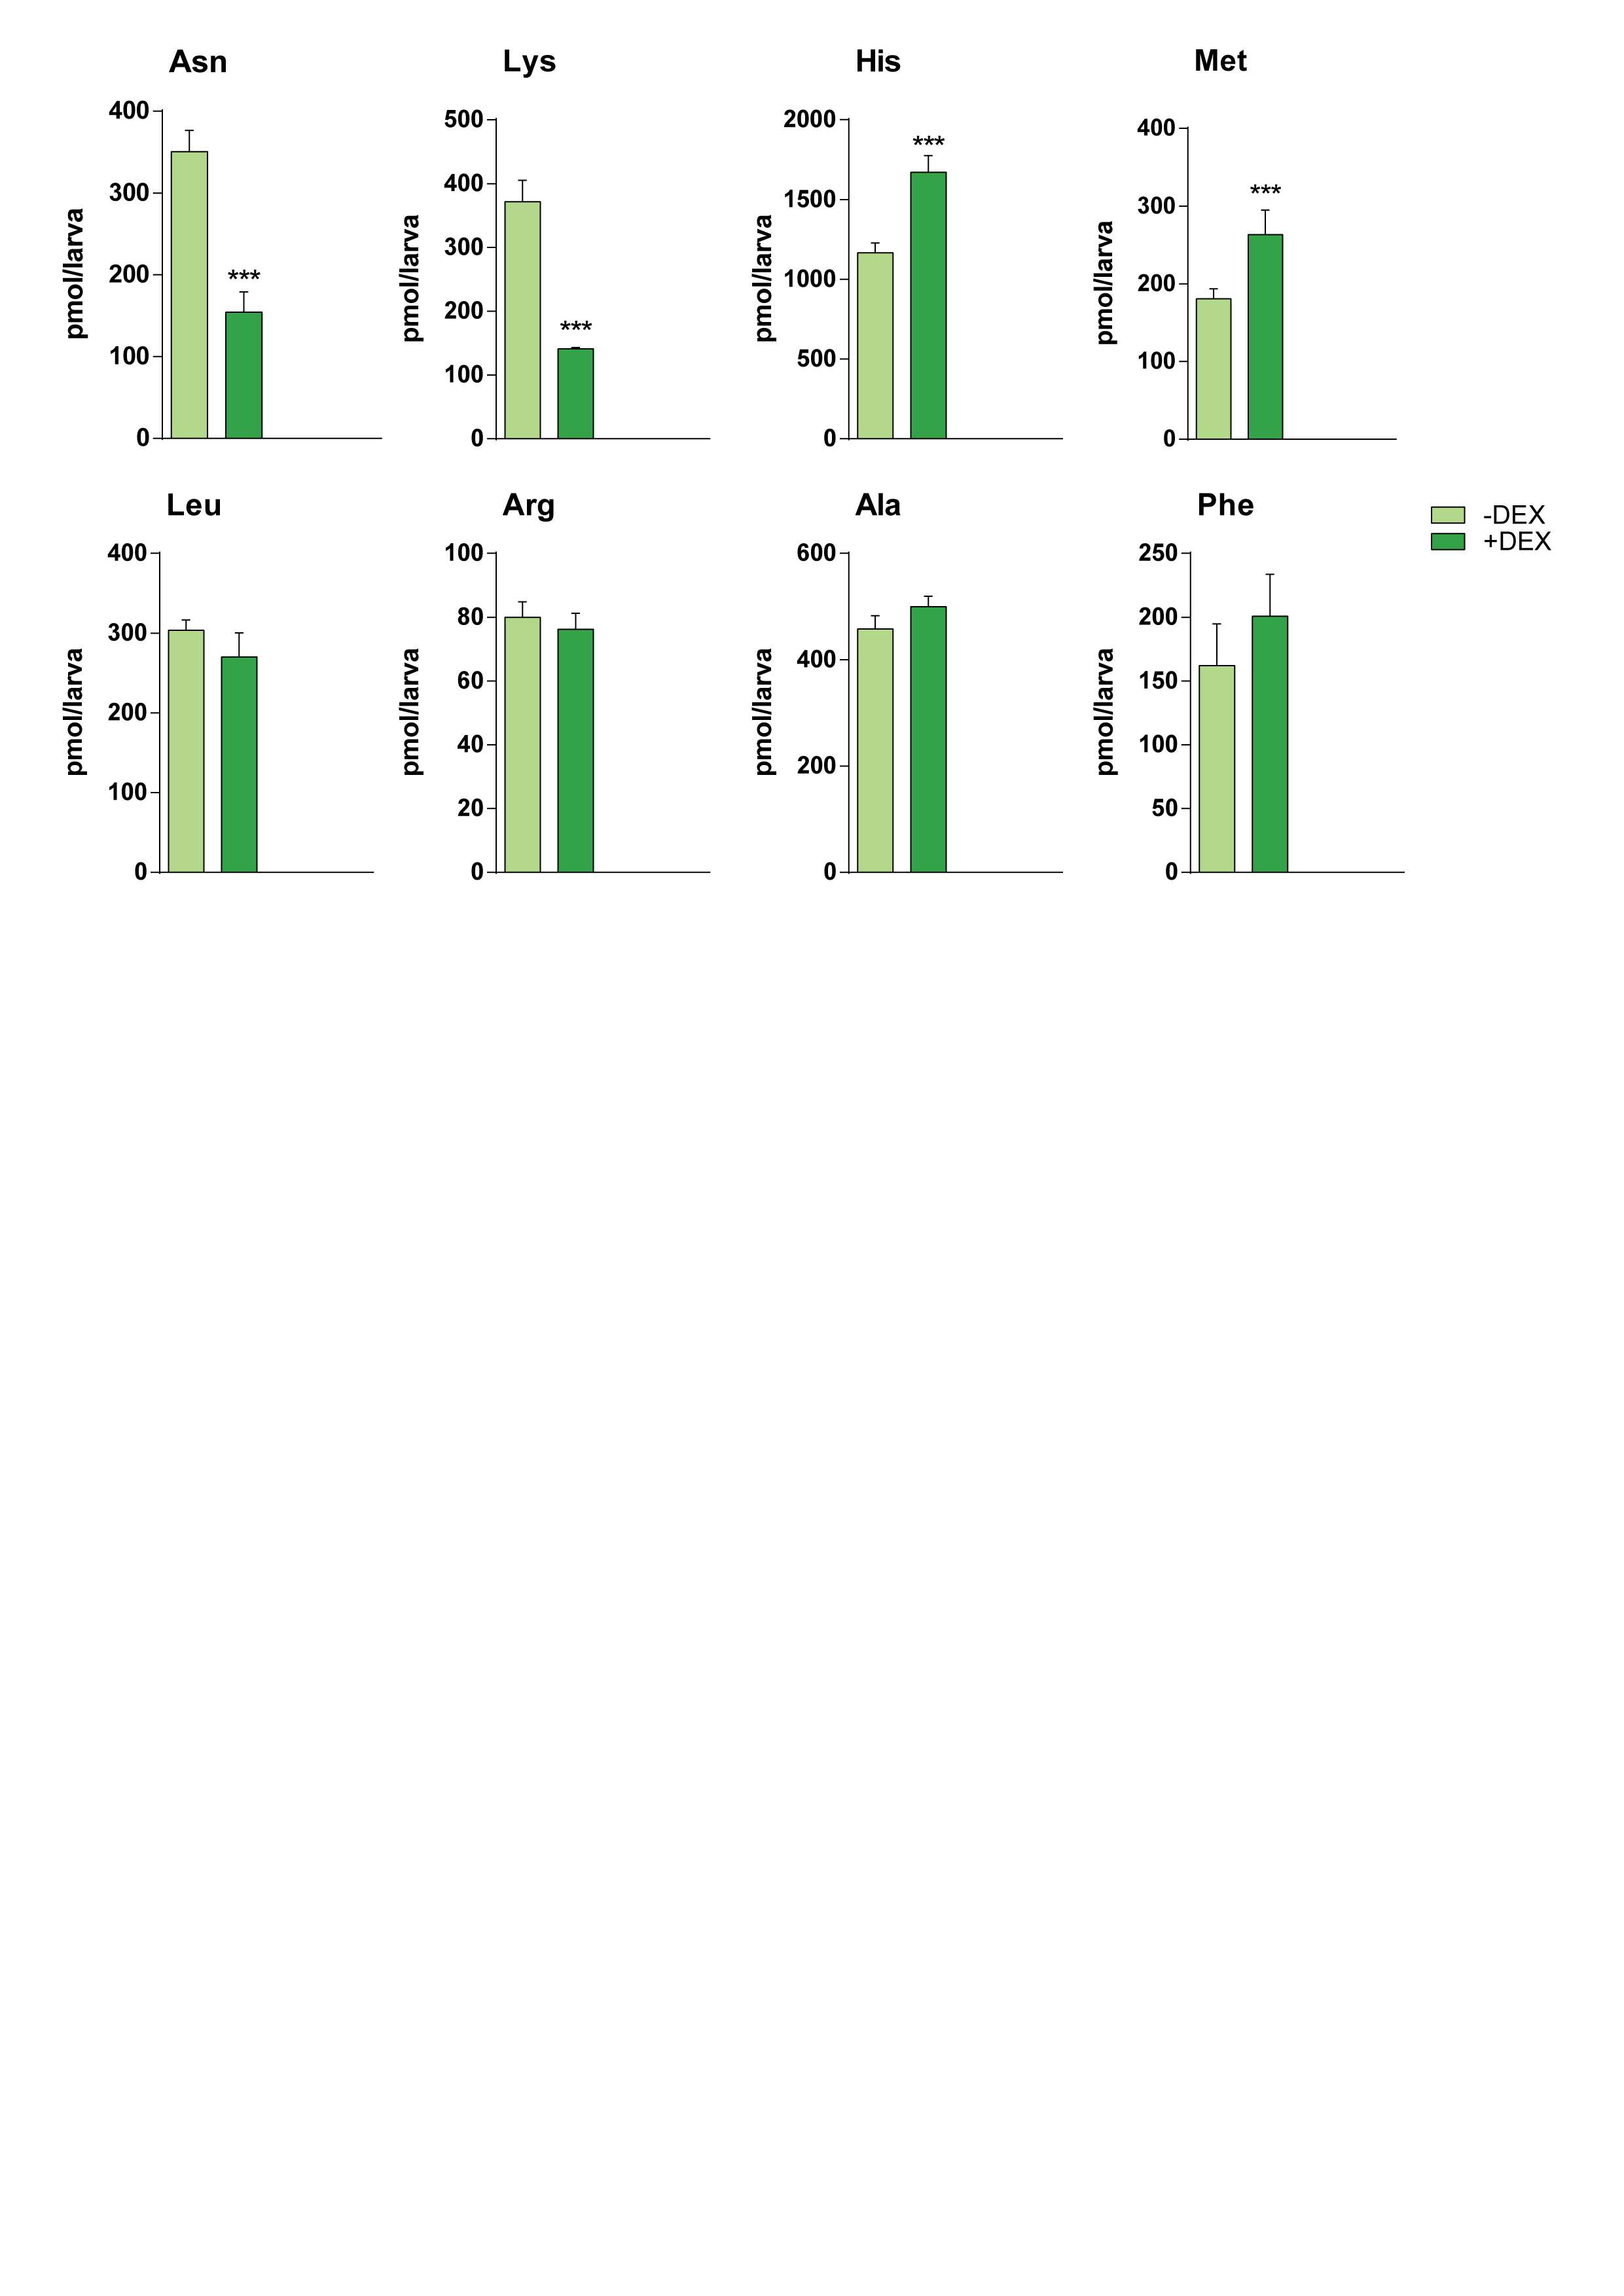

**Figure S7. Amino acid level changes in *rx3* strong mutants.**

Bar diagram shows level of methionine (Met), arginine (Arg), alanine (Ala), phenylalanine (Phe), leucine (Leu), histidine (His), asparagine (Asn) and lysine (Lys) between dexamethasone treated (+DEX) and untreated (-DEX)*rx3* strong mutants. *, *p* < 0.05, **, *p* < 0.01, ***, *p*< 0.001.

**Table S1. Protein sequences for the generation of the phylogenetic tree**

**Table S2. qRT-PCR primers used for the transcriptional analysis**

**Table S3. PCR oligo sequences used for the generation of the whole-mount *in situ* probes**

**Table S4. Metabolic profiling results and stats**

**Table S5. RNA-Seq data *fdx1b^-/-^*** ***vs.* siblings**

**Table S6. RNA-seq data *rx3* strong *vs.* weak**

**Table S7. Gene set enrichment analysis based on the curated gene sets (C2) from MSigDB**

**References**

1. White RJ, et al. (2017) A high-resolution mRNA expression time course of embryonic development in zebrafish. *bioRxiv*.

2. Cox AG, et al. (2016) Yap reprograms glutamine metabolism to increase nucleotide biosynthesis and enable liver growth. *Nat Cell Biol* 18(8):886–896.

3. Du N-H, Arpat AB, De Matos M, Gatfield D (2014) MicroRNAs shape circadian hepatic gene expression on a transcriptome-wide scale. *Elife* 3:e02510.

4. Weger BD, et al. (2016) Extensive Regulation of Diurnal Transcription and Metabolism by Glucocorticoids. *PLoS Genet* 12(12):e1006512.

How the deposited data were processed for this re-analysis (not part of the article)

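The samples were 3 biological replicates of *fdx1b*-/- larvae and 3 of wild-type siblings at 120 hpf, each a pool of 20 larvae. All 6 libraries were used. The values were exonic read counts: the authors mapped single-end reads of 50 bases onto GRCz10 with STAR, and counted uniquely mapped reads on the exons of each Ensembl gene locus with a custom Perl script, without normalization. The length of the exons of each gene, in bases, was also given by the authors. The intronic counts, and with them the exon-intron split, were not analysed here.

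The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Library sizes were scaled with the TMM method, and 26544 of 31388 genes were kept by filterByExpr with its default settings. The genotypes were compared with the quasi-likelihood F test of edgeR without further covariates, and *p*-values were adjusted by the method of Benjamini and Hochberg. The threshold for a call was that of the paper, an adjusted *p*-value of at most 0.01 and an absolute log2 fold change of at least 0.25. SE values of log2 fold changes were derived from the fold change and the F statistic. Log2 CPM values used a prior count of 2.

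The exonic counts summed to between 18247332 and 49908095 per library, with a median of 40765917 in *fdx1b*-/- larvae and 40059199 in wild-type siblings. A gene with 3 counts corresponds to between 0.0601 and 0.164 CPM, a floor that covers counting error only. Among the tested genes, 300 had counts identical to those of another gene in all 6 libraries, in 84 groups, so reads were counted at more than one locus.

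Gene names were taken from the supplementary tables of the paper. In the form used here, the paper's table of this comparison stops at 1999 genes and its *rx3* table at another 1999, with 179 genes in both. The names of the first table follow its order by *p*-value and are therefore selected on the outcome, and those of the second are not. Of the 103 genes that the paper names for these samples, 78 had an identifier and all 78 were tested. Over this list alone, 67 had an adjusted *p*-value of at most 0.01, against 25 when adjusted over all genes tested. The list was made by the paper from the same libraries, so the first number shows no stability. The targeted gene *fdx1b* was not analysed here, and the labels were not checked against it. Chromosomes of genes were taken by name from the RefSeq gene table of the assembly GRCz12tu, which differs from the assembly of the counts, and no coordinates were used. Its columns did not pair the Ensembl identifiers with names.

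The text names every gene that the paper names in its text or in a figure panel on these samples, and the 5 largest rises and 5 largest falls among genes past the threshold whose 3 mutant values lay on one side of all 3 sibling values. Where another gene is named, the text says that it was chosen after its values were seen.

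Gene sets were written from gene names before the data were examined, 30 in all, because the sets of the paper were not used here. They were to be tested by camera over all genes. Because most identifiers had no name, camera was run over 1971 tested genes named in the *rx3* table, on 11 sets with at least 5 members, with the preset inter-gene correlation of 0.01 and a threshold of 0.05. A Fisher's exact test of higher against lower genes among the 293 named genes past the threshold was added for 8 sets. Both were chosen after the names had been examined.

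Alternatives set before the data were examined were the size factors of DESeq2 and upper-quartile normalization, TMM factors without the 20 most abundant genes, no low-count filter, at least 10 counts in every sample, the Wald test of DESeq2 with and without shrunken fold changes, the robust quasi-likelihood fit, the replicate number as a block, each sample left out in turn, and other thresholds. For gene sets they were an estimated correlation, ranks, and sets without the genes that the paper names. Added after seeing the data were offsets that remove the trend on exon length, all libraries thinned to the smallest total, and the independent filtering of DESeq2 for a threshold of 0.01. The DESeq2 counts were first seen under that last setting, and the default of the tool was taken afterwards. The replicate numbers come from the sample labels, where replicates 1, 2 and 3 occur in both genotypes; the paper names no pairing.

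The methods were tested on simulated data in which 200 of 26544 genes were changed. Of these, edgeR called 197 in the simulated direction and 0 in the wrong one, and 7 unchanged genes were called. With no gene changed, it called 2 genes, and camera passed 0 of 11 sets. Recovery was not broken down by the size of the change, so the 197 calls do not show how often small changes are found. The simulation does not show whether the preset inter-gene correlation suits the real genes of a set. In the real data, camera passed 5 sets with that preset and 0 with the correlation estimated.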

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

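No test in this part was chosen after its own result was seen, although the thinning was chosen after the data had been seen. Among the 5 largest rises in *fdx1b*-/- larvae, 4 are genes that the paper does not discuss: *itln2*, *mthfd1l*, *aqp8b* and *sdr42e2*, with log2 fold changes of 2.92, 2.64, 2.38 and 2.27. They are signals in genes outside the paper's text and figures. In wild-type siblings *itln2* was at 0.815 ± 0.137 CPM and *aqp8b* at 0.603 ± 0.144 CPM (SD, n = 3), above the floor of 3 counts, and *mthfd1l* rose from 7.62 ± 2.46 to 48.1 ± 6.04 CPM. For *sdr42e2* the mean rose from 2.54 ± 1.42 to 12.8 ± 0.596 CPM (SD, n = 3). In all 4 genes, 3 of 3 mutant pools lay above every sibling pool, which was a condition of their selection and so is no separate evidence.

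A single deviating sample was tested by leaving out each pool in turn, and 0 of the 4 genes missed the threshold in any of these fits. In the robust quasi-likelihood fit, *sdr42e2* did miss it, with an adjusted *p*-value of 0.0264 (edgeR). A difference in library size was tested by thinning all libraries to the smallest total, and 0 of the 4 missed the threshold. A strain variant linked to the mutation would place genes on the chromosome that carries *fdx1b*, and 0 of the 4 lie there. For reads shared with paralogs, the names show only that 4 of the 4 genes have another family member in the reference gene table, which does not by itself point to shared reads. The counts of the paralogs were not compared, so this explanation was left undecided. A response to the genotype may underlie these rises, as a hypothesis that cannot be told apart from reads shared with paralogs by these tests.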

How the results depend on the processing

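The exon length trend, the thinning and the added filtering of DESeq2 were chosen only after the data were seen. All 6 libraries with TMM scaling gave 164 genes higher and 132 lower. Other scalings and low-count filters set before the data were examined gave from 163 to 202 genes higher and from 128 to 143 lower, and the share of higher calls ran from 55.4% to 58.6%. The robust fit gave 244 and 190. The Wald test of DESeq2 gave 440 and 445 genes, and 424 and 434 with shrunken fold changes. It included 293 of the 296 calls of edgeR in the same direction. Filtered for a threshold of 0.01, chosen after seeing the data, it gave 440 and 445, and 422 and 437 with shrunken fold changes. At an adjusted *p*-value of at most 0.05 without a fold change limit, 514 and 518 genes passed, and at an absolute log2 fold change of at least 1, 24 and 27. In the 6 fits that each left out one replicate, from 49 to 280 genes were higher and from 59 to 342 lower. In these fits 0 of the 296 calls reversed, and at least 267 of them had an adjusted *p*-value of at most 0.05 in the same direction. The cause of these changes in number was not tested.

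With the replicate number as a block, 95 genes were higher and 107 lower. Same-numbered samples are different pools of larvae, and the mean correlation of their deviations from the group means was -0.063, against 0.033 for differently numbered samples, so the numbers were not taken as pairs.

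With all libraries thinned to 18247332 counts, chosen after seeing the data, 148 genes were higher and 123 lower, and 235 of the 296 calls remained.

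Camera passed 5 sets, and 0 when the inter-gene correlation was estimated (1 of 11 at an unadjusted *p*-value under 0.05). Ranks gave 4 sets, the block 5, and the leave-one-out fits from 1 to 5. With the exon length trend removed, 210 genes were higher and 159 lower. The direction test passed 0 sets with edgeR (1 of 8 at an unadjusted *p*-value under 0.05), 4 with the robust fit, 9 with DESeq2 and 7 with shrunken fold changes (9 and 7 with the added filtering), and from 0 to 8 in the leave-one-out fits, of which those without sibling replicate 1 or any one mutant replicate left no set with 5 changed genes to test. The lowest replicate *R* was 0.984 on log2 CPM, 0.993 after the variance stabilizing transformation and 0.978 on log2 of size-factor-scaled counts plus 1.

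Of 86 named genes, 44 kept their direction and their side of the threshold under every alternative. The log2 fold change of *nr4a1*, 0.01 with all samples, reversed to -0.0625 without sibling replicate 1, -0.0849 without mutant replicate 3 and -0.0889 after thinning, and ran from -0.0849 to 0.110 across the 6 leave-one-out fits. With all samples, camera gave the direction of alanine, aspartate and glutamate metabolism as higher although the median of its genes was -0.109 (adjusted *p* = 0.964). The direction, not the sign of the median, reversed to lower at medians of -0.109 on ranks and without the genes the paper names, -0.107 with the block, -0.134 without sibling replicate 2, -0.105 and -0.0999 without mutant replicates 1 and 2, and -0.102 after thinning. Its medians ran from -0.134 to -0.0883 across the leave-one-out fits. With the exon length trend removed camera gave its direction as lower too (adjusted *p* = 0.378). The direction of glycine, serine and threonine metabolism also reversed on ranks, at the same median of -0.0113 as with all samples. The cause was not tested. Across the other alternatives of named genes, 105 results became stronger and 91 weaker. The fits without sibling replicate 1 or mutant replicates 1, 2 or 3 lost the calls of 19, 16, 20 and 18 named genes and gained 0, the block lost 10 and thinning 5. The robust fit lost *fkbp5*, *hpx* and *sdr42e2*, with adjusted *p*-values of 0.0251, 0.0351 and 0.0264, and gained 7. The adjustment over miRNA genes alone and the exon-intron split were not run.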

Differences from the paper's values

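The Fisher test of direction was chosen only after the data were seen. The paper reports 432 genes higher and 446 lower, and the comparison here gave 164 and 132. Of the alternatives set before the data were examined, the Wald test of DESeq2 (440 and 445 genes), the same test with shrunken fold changes (424 and 434) and an adjusted *p*-value of at most 0.05 without a fold change limit (514 and 518) fell within 1.5 times the paper's numbers. Without wild-type sibling replicate 3, the 342 genes lower did so too. The other alternatives did not. DESeq2 with filtering for a threshold of 0.01, chosen after seeing the values, gave 440 and 445, or 422 and 437 with shrunken fold changes. The paper's methods name DESeq2. Of the paper's 878 genes, 293 were called here in the same direction and 0 in the opposite one, and all 878 had the same sign. DESeq2 called 854 of them, and 857 with shrunken fold changes.

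The paper gives 0.0993 as the lower bound of *R* between replicates, and the lowest *R* here was 0.984. The lowest *R* was 0.993 after the variance stabilizing transformation and 0.978 on log2 of size-factor-scaled counts plus 1. The printed bound lies so far below all of these that meeting it says little. It may be a misprint of 0.993, which the value after the variance stabilizing transformation equals to 3 digits and the others do not reach.

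The paper's table gives *dre-mir-2192* an adjusted *p*-value of 0.0164, and the value here was 0.0419 (edgeR). The Wald test of DESeq2 gave 0.0191 and its version with shrunken fold changes 0.0180, within 1.5 times the paper's value. The other alternatives set before the data were examined ran from 0.0257 to 0.194 and did not close the gap.

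For 20 of 79 genes with a log2 fold change in the paper's table, the values differed by more than the larger SE. Rises were larger here for *itln2* (2.92 against the paper's 1.82), *mthfd1l* (2.64 against 1.28), *aqp8b* (2.38 against 1.28), *paics* (2.38 against 1.73), *sdr42e2* (2.27 against 0.64), *atic* (1.40 against 1.28), *duox* (1.08 against 0.75), *pomca* (1.04 against 0.88), *dre-mir-2192* (0.77 against 0.45), *cyp17a2* (0.73 against 0.39), *gstm.2* (0.67 against 0.54) and ENSDARG00000045586 (0.57 against 0.45). Falls were larger for *si:dkey-239b22.1* (-2.43 against the paper's -1.86), *fkbp5* (-2.31 against -0.74), *slc14a2* (-2.24 against -1.71), *hpx* (-2.15 against -0.48), *rhcgl1* (-2.02 against -1.87), *cyldb* (-0.88 against -0.70), *arg1* (-0.59 against -0.40) and *ggt1a* (-0.58 against -0.38). With DESeq2's shrunken fold changes, 0 of the 79 genes differed. With its unshrunken fold changes 17 differed, and *arg1*, *ggt1a* and ENSDARG00000045586 no longer did. Leaving out sibling replicates 1, 2 or 3 or mutant replicates 1, 2 or 3, 21, 26, 38, 19, 18 and 27 genes differed. These fits also brought *arg1* (sibling 1, sibling 3 or mutant 3), *atic* (sibling 1 or mutant 3), *cyldb* (mutant 1), *cyp17a2* (sibling 1), *dre-mir-2192* (mutant 2), *ggt1a* (sibling 3), *gstm.2* (sibling 2, mutant 1 or mutant 3) and ENSDARG00000045586 (sibling 1 or mutant 2) within the larger SE, and the replicate block did so for ENSDARG00000045586. The other alternatives closed none of these gaps, and *aqp8b* was not tested with at least 10 counts in every sample.

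The paper places *paics* and *atic* in the top 5 of its rises, and here they were at ranks 4 and 11. DESeq2's shrunken fold changes placed them at ranks 2 and 5. The paper calls *gls2b* different between the genotypes, and its adjusted *p*-value here was 0.0505 (edgeR). *gls2b* was called by DESeq2 in both versions (0.0099 with unshrunken fold changes, with a range from 0.00593 to 0.209 over its alternatives), in both versions with the added filtering, and without wild-type sibling replicate 3. The paper counts *prps1a*, *prps1b* and *pgm1* among differentially expressed genes of the purine pathway. None was called here or under any alternative, and their adjusted *p*-values ran from 0.0127 to 0.168, from 0.0117 to 0.161 and from 0.0104 to 0.231 for *prps1a*, *prps1b* and *pgm1*. The paper does not restate its threshold for that panel, so the lack of a call need not be a disagreement. At an adjusted *p*-value of at most 0.05, *prps1a* and *prps1b* passed here (0.033 and 0.038, edgeR) and *pgm1* did not (0.076, edgeR). The paper describes genes of double-strand break repair as changed significantly, with gene-set enrichment and barcode plots. That set test was not run here. As single genes, which is a different test, all 6 that could be tested were above 0, and 0 were called here or by DESeq2 (4 of the 6 at an unadjusted *p*-value under 0.05). Some of these 6 take their name from the paper's table of this comparison, which is selected on the outcome. Among the 78 tested genes that the paper names, 25 were called here, 43 by DESeq2 and 42 with shrunken fold changes. At an adjusted *p*-value of at most 0.05, 48 of the 78 passed here (edgeR). Both versions of DESeq2 called *aldh9a1a.1*, *arg2*, *fth1a*, *gls2b*, *gstm.2*, *gsto1*, *gstp2*, *gstt1a*, *gstt1b*, *mgst1.1*, *pcxb*, *pklr*, *sb:cb1058*, *slc6a19a.1*, *tp53inp1*, ENSDARG00000045586 and ENSDARG00000054929, and the unshrunken one *adkb*. The filtering for 0.01, chosen after seeing the values, called the same genes. Upper-quartile scaling and TMM factors without the 20 most abundant genes called *fth1a* and *mgst1.1*, and leaving out the low-count filter called these 2, *gstt1b* and *sb:cb1058*. The robust fit called *fth1a*, *gstm.2*, *gstt1b*, *mgst1.1*, *pcxb*, *sb:cb1058* and ENSDARG00000045586. Without sibling replicate 2, *adkb*, *fth1a*, *gstm.2*, *gstt1b*, *mgst1.1*, *pklr* and *sb:cb1058* were called. Without sibling replicate 3, *aldh9a1b*, *fth1a*, *gls2b*, *gstp2*, *gstt1a*, *gstt1b*, *pcxb* and ENSDARG00000054929 were. The block, thinning and the fits without sibling replicate 1 or any one mutant replicate called none of these genes and lost calls of other named genes. Removing the exon length trend, chosen after seeing the values, called *fth1a*, *gstt1b*, *mgst1.1*, *pcxb* and *sb:cb1058*.

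The paper finds glutathione metabolism enriched by a set test, which was not run here for this set. The direction test asks a different question, since it compares only genes past the threshold, those of the set against the other named ones. Its adjusted *p*-value here was 0.221 (Fisher's exact test). It fell below 0.05 with the calls of DESeq2 (0.00037), its shrunken version (0.00034) and the robust fit (0.041), and without sibling replicate 2 (0.029) or 3 (0.0024). For lipid transport, purine metabolism, branched-chain amino acid degradation, glycine metabolism and sodium transporters, which the paper finds enriched, camera here did not pass 0.05 over the genes that could be used. For lipid transport, camera passed with at least 10 counts in every sample (0.048), and after thinning (0.044) or with the exon length trend removed (0.048), both chosen after seeing the values. The direction test passed for lipid transport with DESeq2 (0.0496) and without sibling replicate 3 (0.021), and for glycine metabolism with DESeq2 (0.04999). For sodium transporters it passed with DESeq2 (0.0135), its shrunken version (0.0129) and the robust fit (0.047), and without sibling replicate 2 (0.041) or 3 (0.030). The added filtering of DESeq2, chosen after seeing the values, passed the same sets as the default filtering. Purine metabolism passed under none of the alternatives run in either test, and branched-chain amino acid degradation under none run with camera; the direction test was not run for the latter, which had too few changed genes.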

Other observations

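The tests on reads counted at several loci, the medians and rho with the length trend removed, the adjustment over chromosomes and the count at 0.05 by chromosome were chosen only after the result was seen. Other splits of the 6 samples were compared: 4 of 10 part all 3 same-numbered pairs, and 1 of these 4, the real one, gave as many genes higher, and 1 of the 4 as many genes lower. The other 9 splits called 0 genes, with from 343 to 1523 genes at an unadjusted *p*-value under 0.05 against 5200 in the real split. For gene sets, 1 of the 4 splits gave as many sets past 0.05, and the next gave 3. The other 6 splits part 1 same-numbered pair each, and the largest of them, of sibling replicates 1 and 2 with mutant replicate 1, also gave 3. The direction test gave 0 sets in each of the 4 splits. With 3 pools against 3, a share under 0.1 cannot be reached whatever the data, so the share itself speaks neither for nor against a chance division of the pools.

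The calls were set against technical explanations. After thinning to the smallest total, 235 of the 296 calls remained, and with the trend on exon length removed 295 remained. Without sibling replicate 2, 296 of 296 had an adjusted *p*-value of at most 0.05 in the same direction. Of the genes with counts identical to another gene, 0 were among the calls. Of the 296 calls, 17 had counts within 5% of another call in all 6 libraries, the *ugt5b2* and *ugt5b3* genes, named after their values were seen, among them, against a median of 10 and at most 18 in 100 draws of uncalled genes matched on mean expression. The voltage-gated channel genes had a median exon length of 2685 bases against 2041 for tested genes. Removing the length trend took the Spearman rho between exon length and the log2 CPM difference of the genotypes from -0.075 to 0.008, and the median difference of these genes from -0.18 to -0.14. Camera then gave them an adjusted *p*-value of 0.034, against 0.030 before, so part of their shift goes with length and part remains. The set did not pass 0.05 after thinning (0.056), without sibling replicate 1 (0.072) or without sibling replicate 2, or with the inter-gene correlation estimated (0.358).

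Sibling replicate 2 had lower *R* with the other siblings than they had with each other. Thinned to its total, siblings 1 and 3 still had an *R* of 0.990, against 0.986 and 0.985 for its own pairs, so depth alone does not account for the gap. Its deviation had a Spearman rho of 0.085 with exon length, smaller in size than the -0.128 of sibling replicate 3, and its 20 most abundant genes held 16.6% of counts, inside the range of the other libraries. Of 159 genes at least 2-fold higher in this library than in the other siblings, 39 had counts within 5% of another of them in all 6 libraries, against at most 8 in 100 draws of genes matched on mean expression. These genes were selected for deviating, which brings near-identical loci in together, and the draws were not. The same selection gave 39 of 92 genes in mutant replicate 1, whose *R* was not low. Without the 39 genes, the higher *R* of sibling replicate 2 rose from 0.987 to 0.988, and without all 159 to 0.989, against 0.994 for siblings 1 and 3. Transcripts counted at several loci thus account for little of the gap. No biological explanation was tested, since the pools of a genotype share one condition.

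Genes on the chromosome that carries *fdx1b* were compared with the rest, since larvae selected for the mutation also share linked variants. Among genes named in the *rx3* table, 5 of 96 (5.21%) on that chromosome were called, against 22 of 1701 (1.29%) on the others (Fisher's exact test, two-sided, *p* = 0.012). They were *hspb11*, *mogat3b*, *ctsla*, *hmbsa* and *dnm1a*, named after their values were seen. Over all 25 chromosomes the adjusted *p*-value was 0.310, and at an adjusted *p*-value of at most 0.05 for genes the shares were 8.33% and 4.53% (Fisher's exact test, *p* = 0.130). Among all called genes with a name and a chromosome, which include names selected on the outcome, 20 of 245 lay on it, and it ranked 2 of 25 by called genes per coding gene. Linked variants may thus contribute to calls on this chromosome, but the test rests on 5 called genes and fails the correction over chromosomes.

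The paper's *rx3* table reports another model of glucocorticoid deficiency. Of 14 genes past the threshold here and in that table, 13 changed in the same direction (exact binomial test, two-sided, *p* = 0.0018). The one exception was *star*, at 0.59 here and at the paper's -0.73 in *rx3* strong mutants. Among the other 13, *rhcgl1* was at -2.02 here and at the paper's -1.76. Across 1971 genes the Spearman rho was 0.087. These values are consistent with a shared response in a small number of genes. The table in the form used here holds the 1999 genes that come first by identifier, and whether linked variants or library depth differ in the *rx3* data was not tested.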
